# Targeting of focal adhesion kinase enhances the immunogenic cell death of PEGylated liposome doxorubicin to optimize therapeutic responses of immune checkpoint blockade

**DOI:** 10.1186/s13046-024-02974-4

**Published:** 2024-02-19

**Authors:** Baoyuan Zhang, Ning Li, Jiaming Gao, Yuxi Zhao, Jun Jiang, Shuang Xie, Cuiping Zhang, Qingyu Zhang, Leo Liu, Zaiqi Wang, Dongmei Ji, Lingying Wu, Ruibao Ren

**Keywords:** FAK, Pegylated liposome doxorubicin (PLD), Synergy, Immunogenic cell death (ICD), Immune checkpoint blockade (ICB)

## Abstract

**Backgrounds:**

Immune checkpoint blockade (ICB) is widely considered to exert long-term treatment benefits by activating antitumor immunity. However, many cancer patients show poor clinical responses to ICB due in part to the lack of an immunogenic niche. Focal adhesion kinase (FAK) is frequently amplified and acts as an immune modulator across cancer types. However, evidence illustrates that targeting FAK is most effective in combination therapy rather than in monotherapy.

**Methods:**

Here, we used drug screening, in vitro and in vivo assays to filter out that doxorubicin and its liposomal form pegylated liposome doxorubicin (PLD) showed synergistic anti-tumor effects in combination with FAK inhibitor IN10018. We hypothesized that anti-tumor immunity and immunogenic cell death (ICD) may be involved in the treatment outcomes through the data analysis of our clinical trial testing the combination of IN10018 and PLD. We then performed cell-based assays and animal studies to detect whether FAK inhibition by IN10018 can boost the ICD of PLD/doxorubicin and further established syngeneic models to test the antitumor effect of triplet combination of PLD, IN10018, and ICB.

**Results:**

We demonstrated that the combination of FAK inhibitor IN10018, and PLD/doxorubicin exerted effective antitumor activity. Notably, the doublet combination regimen exhibited response latency and long-lasting treatment effects clinically, outcomes frequently observed in immunotherapy. Our preclinical study confirmed that the 2-drug combination can maximize the ICD of cancer cells. This approach primed the tumor microenvironment, supplementing it with sufficient tumor-infiltrating lymphocytes (TILs) to activate antitumor immunity. Finally, different animal studies confirmed that the antitumor effects of ICB can be significantly enhanced by this doublet regimen.

**Conclusions:**

We confirmed that targeting FAK by IN10018 can enhance the ICD of PLD/doxorubicin, further benefiting the anti-tumor effect of ICB. The animal tests of the triplet regimen warrant further discovery in the real world.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-024-02974-4.

## Introduction

Chemotherapy and targeted therapy have been proven in effective reduction of tumor burden across cancer types. These treatments utilize direct cancer cell-killing manners which may shortly induce drug resistance to impact the long-term benefits of the cancer patients [1]. Immunotherapies, including immune checkpoints (PD-1/PD-L1, CTLA4, TIGIT, LAG3, and others) blockade (ICB) may overcome the pitfalls of these conventional anticancer drugs and produce prolonged responses through activation of cell-killing lymphocytes within the tumor microenvironment [2]. The first ICB agent, ipilimumab that targets CTLA4 of T cells was approved for melanoma therapy in 2011 [3]. A series of ICB agents have since been developed and launched for cancer treatment. Mechanistically, immune checkpoints can protect cancer cells from cytotoxic T lymphocytes (CTLs). Blockade of these targets can activate the cancer cell-killing effects of CTLs [4]. Unfortunately, some cancers such as ovarian cancer and a few types of gastrointestinal cancer do not respond well to ICB due in part to the lack of tumor-infiltrating lymphocytes (TILs). These cancer types are often termed “cold” tumors [5].

Recent reports indicated that immunogenic cell death (ICD) induced by specific anticancer drugs may further enhance the efficacy of ICB. ICD is a unique cell death pattern in which dying cancer cells release damage-associated molecular patterns (DAMPs) into the tumor microenvironment. DAMPs comprise a series of molecules including calreticulin, high mobility group box protein 1 (HMGB1), annexin A1, GRP94, ATP, and others [6, 7]. These biomarkers facilitate the maturation process of antigen-presenting cells (APCs) in the presence of tumor antigens and sequentially boost the differentiation of naïve T cells into CTLs [8]. PEGylated liposome doxorubicin (PLD) and its active ingredient, doxorubicin are capable of inducing ICD and synergizing with PD-1/PD-L1 blockade in animal studies [9, 10]. PLD tends to sequester the free doxorubicin away from organs such as the heart to avoid cardiovascular toxicity and enrich the drug in tumors to increase the concentration of the active ingredient, enhancing the cancer cell-killing effects. The liposome formulation can also increase the retaining time of the free drug in life, so that low frequency of dosing is enough to maintain the anti-cancer effects [11]. Because of these features, PLD is frequently used instead of free doxorubicin in clinical settings. The doublet regimen of PLD and PD-L1 blockade clinically exhibited an overall response rate (ORR) of 13.3% and median progression-free survival (PFS) of 3.7 months in the treatment of platinum-resistant ovarian cancer. Although this is a significant improvement compared to the drug effects of PD-1/PD-L1 blockade alone, many patients still lack effective responses to this regimen [12].

Focal adhesion kinase (FAK) is a non-tyrosine kinase that chiefly regulates the tumor microenvironment [13], antitumor immunity [14], and cancer stem cells [15]. Elevated expression of FAK is associated with the progression of different cancer types. Multiple FAK inhibitors have been developed, aiming for the treatment of various indications [16]. In addition, activated FAK signaling is recognized as a mechanism for drug resistance of cancer cells. Therefore, FAK inhibition is hypothesized to be effective in combination therapies [17, 18]. Given these characteristics, targeting of FAK is considered to amplify the effects of other cancer drugs in clinical settings [19]. Indeed, a panel of FAK inhibitors are being evaluated in this trend [20].

In the present study, we focused on a clinical-stage small molecule FAK inhibitor IN10018 (previously known as BI853520 [21, 22]), which has obtained fast-track designation from the U.S. Food and Drug Administration (FDA) and breakthrough designation from China National Medical Products Administration (NMPA) for its combination with PLD in the treatment of platinum-resistant ovarian cancer (PROC) (clinical trial ID: NCT05551507). The previous data were reported at the 2022 ASCO annual meeting [23]. Here, we recapitulated the rationale and discovery process in identifying this regimen. We also updated the readout from the trial and the clinical outcome exceeded our expectations based on the preclinical data. As of the cutoff date of 31 May 2022, the phase Ib single-arm study demonstrated an ORR of 54.8% and a median PFS of 7.3 months, sharply elevating the antitumor response from the monotherapy employing only PLD [24]. It is noteworthy that 10 patients exhibiting partial response (PR) were reported as having stable disease (SD) at the first radiographical assessment and gradually became PR following treatment. 1 out of these 10 patients showed pseudoprogression based on the first tumor size evaluation, occasionally observed in immunotherapies, and became PR at week 30 post the dosing initiation. These evidence suggested that antitumor immunity may be involved in the underlying biology of clinical efficacy [25]. Most of our preclinical work was performed with immune-compromised models, partially explaining why preclinical settings may underestimate the outcome of the regimen.

To determine if the observed efficacy was associated with the stimulation of antitumor immunity, we established and performed preclinical assays. We found that IN10018 in combination with PLD or its active ingredient, doxorubicin can enhance antitumor effects, over-presenting ICD hallmarks significantly compared to the monotherapies. The 2-drug combination further strengthened anticancer immunity to maximize the efficacy of ICB. We wish the triplet regimen could provide more therapeutic opportunities for ICB non-responders.

## Results

### Targeting of FAK in combination with anthracyclines exhibits the most potent cancer cell killing through chemotherapeutic drug screening

FAK protein is encoded by the *PTK2* gene, which shows high copy number amplification across different cancer types, indicating that FAK may play an important role in cancer development. From The Cancer Genome Atlas (TCGA) data analysis, we found that *PTK2* exhibits the highest copy number amplification in ovarian cancer compared to other cancer types (Fig. 1A). The copy numbers of the *PTK2* gene are highly correlated with the mRNA expression and protein levels of FAK (Fig. 1B-C). The overall survival data of ovarian cancer in the TCGA project were downloaded and separated into two subgroups based on the copy number values of patients. The results illustrated that the *PTK2* high copy number subgroup (copy number value greater than 7) exhibited a poorer survival profile compared to the *PTK2* non-alteration subgroup (Fig. 1D). Similar results were also found in the analysis of progression-free survival data (Fig. 1E). Moreover, the data from the MD Anderson cell lines project (MCLP) indicated that phospho FAK Y397 (which represents the activity of FAK) is overexpressed in multiple cancer types, especially in ovarian cancer [26]. Therefore, FAK may serve as a meaningful target for cancer treatment (Supplementary Fig. 1A).

**Fig. 1:**
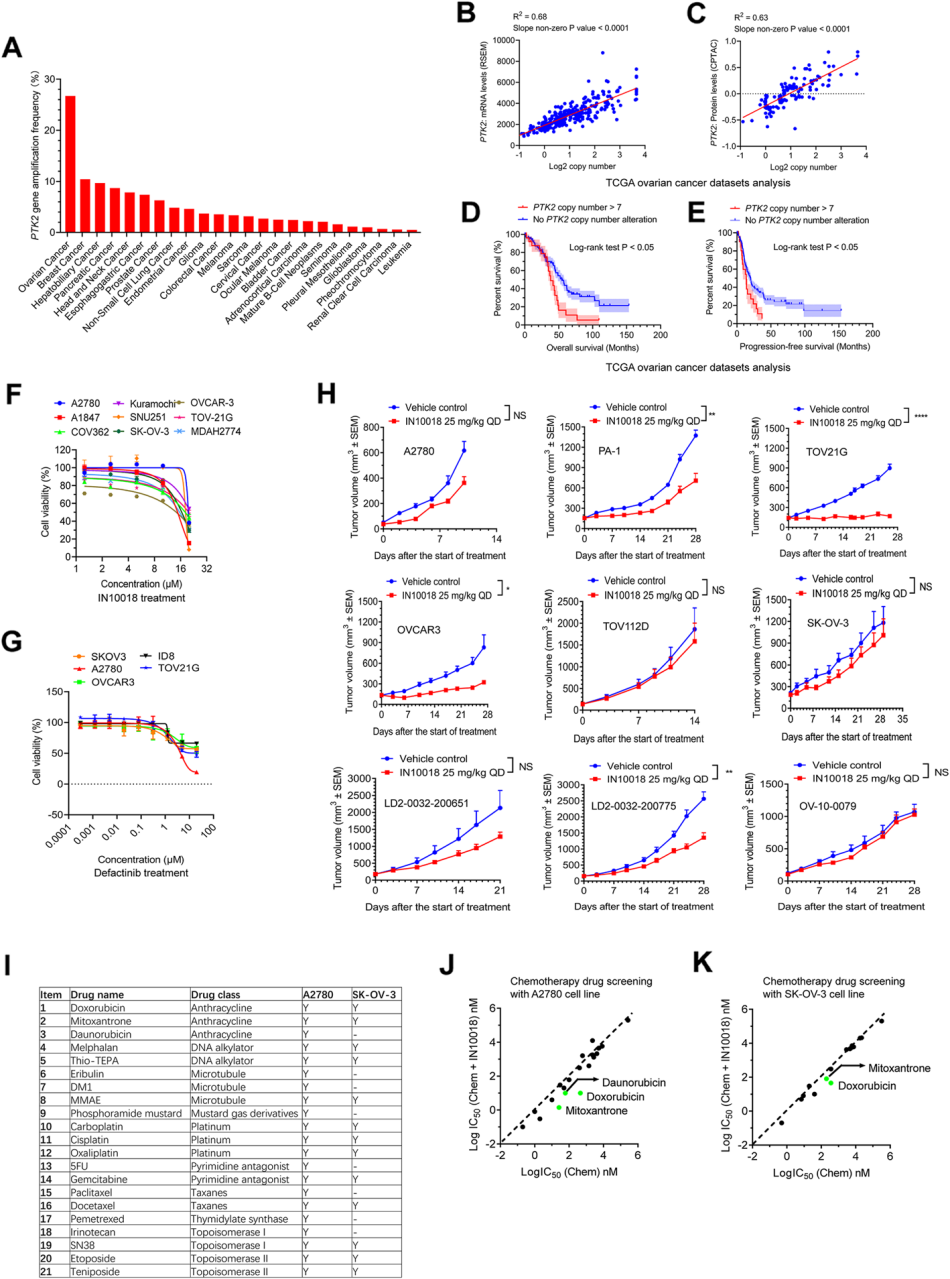
Targeting FAK in combination with anthracyclines exhibits the most potent cancer cell killing through chemotherapeutic drug screening. **A** Patient ratios of copy number amplification across different cancer types from TCGA datasets. **B-C** The correlation analysis between log2 copy numbers and mRNA levels of *PTK2* or FAK protein levels in ovarian cancer from TCGA datasets. R.^2^ and slope non-zero *p* value were obtained to analyze correlation significance. **D-E** The overall and progression-free survival analyses between patients with *PTK2* high amplification (copy number > 7) and without *PTK2* copy number variation for ovarian cancer from TCGA datasets. **F-G** The cell-killing effects of IN10018 or defactinib in the treatment of different ovarian cancer cell lines (*n* = 3 per point). **H** The antitumor effects of IN10018 in the treatment of different ovarian cancer animal models including 6 CDX models and 3 PDX models (*n* = 3 per group). **I** The drug details of the chemotherapeutic drug screening. **J-K** The IC50 comparison between the tested drugs alone (x-axis) or the combination of tested drugs and 3 μM IN10018 (y-axis) in the screening with ovarian cancer cell lines A2780 or SK-OV-3. Data represent mean ± SEM. Log-rank testing was performed for the analysis of statistical significance. The unpaired student's T-test was used for the other statistical analysis. NS means non-significant, *P < 0.05, and **P < 0.01

Although FAK is frequently amplified and activated across multiple cancer types, the antitumor potency of monotherapy approaches by FAK inhibition remains elusive. To evaluate the treatment effects of FAK inhibition alone, we began with cell-killing tests in ovarian cancer, as disease development positively correlates with FAK function. Unexpectedly, two clinical-stage FAK inhibitors, IN10018, and defactinib had limited cell-killing effects for different ovarian cancer cell lines in vitro (Fig. 1F-G). Moreover, FAK inhibition by PF-573228 did not show improved anticancer effects in ovarian cancer as opposed to the other cancer types from a drug screening provided by the cancer therapeutics response portal (CTRP) (Supplementary Fig. 1B) [27]. This suggested that the limited effects of FAK inhibition are not restrained in only ovarian cancer.

We then explored the potency of tumor growth inhibition by IN10018 with ovarian cancer patient-derived xenograft (PDX) and cell line-derived xenograft (CDX) models. All the used models showed moderate-to-high expression levels of FAK in the tumor tissues, similar to the data from bioinformatics analysis of the human ovarian cancer tissues (Supplementary Fig. 2A-I). As the results of the cell line-based assay, IN10018 only exhibited slight-to-moderate antitumor effects at the animal level (Fig. 1H, Supplementary Fig. 1C-K). Therefore, both in vitro and in vivo tests demonstrated that monotherapy with FAK inhibition may not be sufficient to produce robust efficacy in cancer treatment. However, combination therapy may pave the way for new approaches to overcome the shortcomings from the monotherapy.

To discover effective combination strategies for FAK inhibition, we performed a chemotherapeutic drug screen to test the overall cell-killing effects of conventional chemotherapies with or without supplementation of IN10018 in 2 ovarian cancer cell lines, A2780 and SK-OV-3 (Fig. 1I-K). Most of this drug series tended to receive enhanced impacts from supplemental IN10018. However, the anthracyclines, especially doxorubicin, exhibited the best enhanced antitumor effects in combination with IN10018 amongst all the tested drug series. Interestingly, the drug screening with colorectal cancer cell line CT26 and pancreatic cancer cell line KPC also showed the most tendency on killing the cancer cells by IN10018 plus anthracyclines compared to the other drug series, suggesting that the combination benefits are not restrained to specific cancer types (Supplementary Fig. 1L-N). As doxorubicin and its liposome formulation, PLD are frequently used in clinical therapy for ovarian, breast, lung, and head and neck cancer, this particular combined regimen deserves further exploration in cancer treatment.

### FAK targeting synergizes with doxorubicin/PLD in the treatment of cancer in both preclinical and clinical settings

PLD is frequently used in the clinical setting as opposed to doxorubicin as the compound alone may cause cardiotoxicity due to its overdistribution in the heart. The liposome formulation is able to limit the concentration of doxorubicin in the heart to overcome this adverse effect. PLD is inappropriate for tests in vitro due to its slow release of the active ingredient. Therefore, in this study, PLD was tested in vivo*,* and its active ingredient, doxorubicin was used for in vitro assays. Based on preclinical results, a phase Ib clinical trial was designed as a single-arm study that tested the combined benefit of PLD and IN10018.

As for the preclinical setting, we tested the cell-killing effects after a 72 h-treatment of doxorubicin on five different ovarian cancer cell lines. Doxorubicin performed well, while IN10018 showed moderate growth inhibition to the cell lines (Fig. 2A and Fig. 1F). In drug combination tests, we administered a fixed dose of 3 μM IN10018 and combined it with serially diluted concentrations of doxorubicin for treating the selected cancer cells for 72 h. The cotreatment regimen demonstrated enhanced cell-killing effects compared to doxorubicin monotherapy (Fig. 2B-F). As doxorubicin and PLD are also clinically used for treating other cancer types [28–32], we tested the combination regimen to treat the human head and neck cancer cell line SCC9, the human breast cancer cell line MDA-MB-231, the mouse pancreatic cancer cell line KPC, the mouse colorectal cancer cell lines MC38 and CT26, the mouse non-small cell lung cancer (NSCLC) cell line KPL, and the mouse breast cancer cell line 4T1. The results across these cell types are overall similar to those from ovarian cancer cells (Supplementary Fig. 3A-H). Another clinical-stage FAK inhibitor, defactinib was also tested for validation of the combined benefit of targeting FAK and doxorubicin in vitro (Supplementary Fig. 3I-J). The drug combination containing FAK inhibition and doxorubicin had synergistic anticancer effects for all tested cell lines based on the synergy score analysis (Supplementary Fig. 5A-N).

**Fig. 2:**
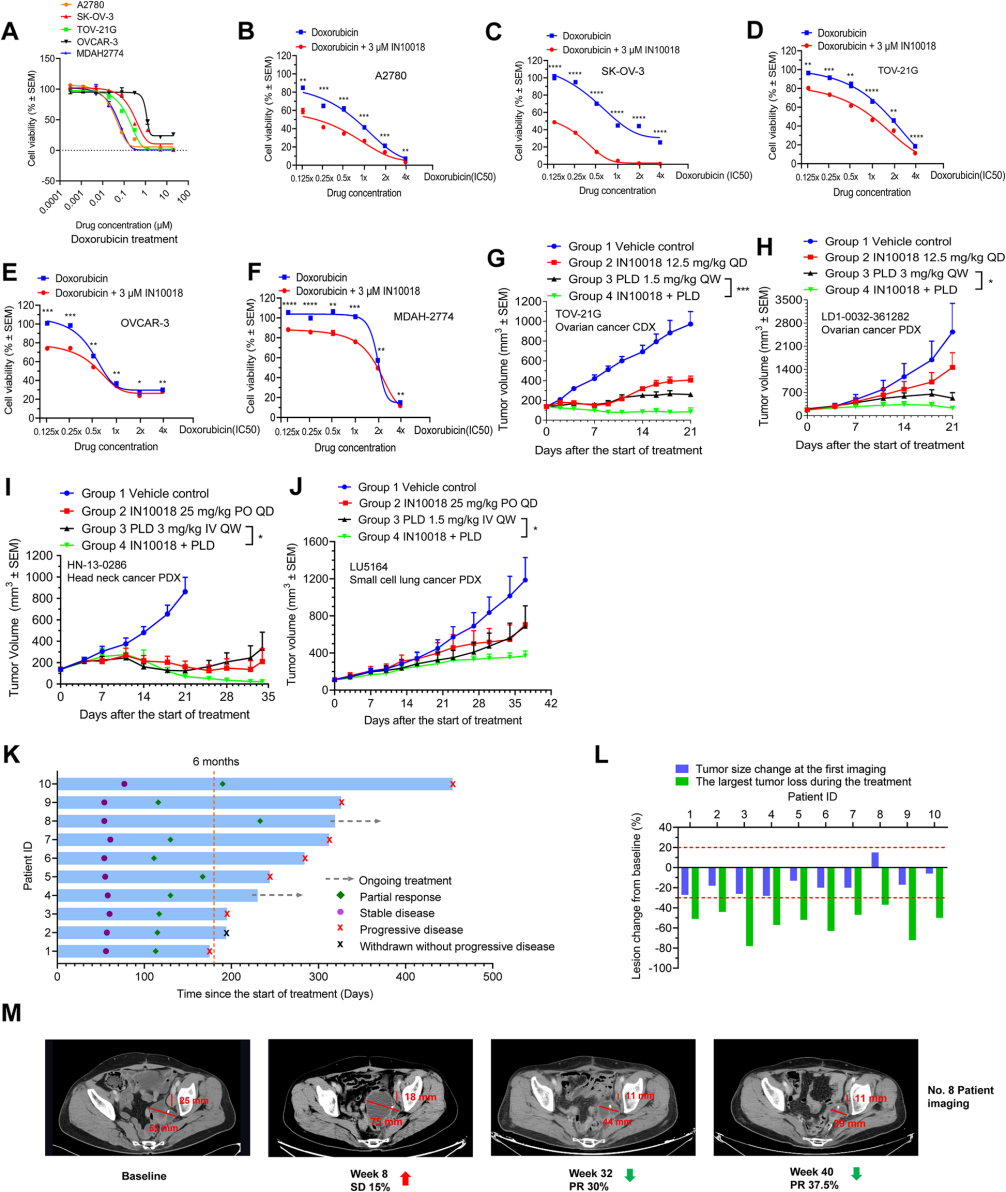
Targeting FAK synergizes with doxorubicin/PLD in the treatment of cancer in both preclinical and clinical settings. **A** Cell viability assay for doxorubicin across 5 different ovarian cancer cell lines. Cells were treated with serially diluted doxorubicin beginning with 20 μM for 72 h. The factor for each subsequent dilution is 4. (*n* = 3 per point). **B-F** Cell viability evaluation for the combination of IN10018 and doxorubicin across 5 different ovarian cancer cell lines. Each cell line was treated with 5 μM IN10018 in combination with 0.125x, 0.25x, 0.5x, 1x, 2x, or 4 × IC50 of doxorubicin. The treatment lasted 72 h. From the cell viability assay from (A-F), the CCK8 reagent was used for cell viability evaluation. (*n* = 3 per point). **G-H** Evaluation of the combined effects of IN10018 and PLD in 2 human ovarian cancer models, TOV21G and LD1-0032–361282 (n ≥ 3 per group). **I-J** The drug combination effects of IN10018 and PLD in 1 human head and neck cancer PDX model HN-13–0286 and 1 human small cell lung cancer PDX model LU5164 (n ≥ 4 per group). For animal studies from (G-J), IN10018 was dosed orally at 12.5 mg/kg or 25 mg/kg once daily. PLD was dosed at 1.5 mg/kg or 3 mg/kg by tail vein injection once weekly. **K** The swimmer plot graph for the 10 patients who showed latency responses to the combination regimen with IN10018 and PLD. The duration of responses of patients with SD, PR, and PD was assessed according to RECIST 1.1. **L** The variation of tumor sizes across the 10 patients at the first imaging and at the time showed the largest tumor loss. **M** The tumor variation of the target lesion of patient No.8 throughout the different phases of treatment with IN10018 in combination with PLD. Data represent mean ± SEM. Statistical analysis was done using the unpaired student's T-test. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001

Two ovarian cancer animal models TOV21G (CDX) and LD1-0032–361282 (PDX) were used to test the effects of drug combination (Fig. 2G-H, Supplementary Fig. 3K-L). To confirm the combination effects in other cancer types, one head and neck cancer PDX model HN-13–0286 and one small cell lung cancer PDX model LU5164 were also included in the test (Fig. 2I-J, Supplementary Fig. 3M-N). IN10018 was dosed by oral gavage once daily, and PLD was dosed by tail vein injection once weekly. The tested models demonstrated that the combination of IN10018 and PLD exerted improved antitumor effects than either monotherapy. No abnormality was observed during the dosing period.

Based on collected preclinical data, PROC was selected for a proof-of-concept study in humans (clinical trial ID: NCT05551507). Other cancer types including breast cancer, as well as head and neck cancer, will also be the subjects of forthcoming clinical tests. As of the cutoff date of 31 May 2022, A total of 50 PROC patients were enrolled and 42 of them can be evaluable for anti-tumor responses for this single-arm clinical trial (Supplementary Table 1). 90% of the patients (45/50) had 1–3 prior lines of therapy. 20% of the patients (10/50) had experienced bevacizumab and 22% of the patients (11/50) had experienced PARP1 inhibitors before. This study had a dose-confirmation part and a dose-expansion part. Dose-expansion part was performed at recommended phase 2 dose (RP2D) level to evaluate the drug responses and safety. The RP2D of IN10018 and PLD were 100 mg QD and 40 mg/m^2^ Q4W, respectively in the dose-confirmation part since no dose limited toxicity (DLT) were observed. No IN10018 related death was observed and the most frequently reported adverse effects (AEs) of IN10018 were proteinuria, decreased appetite, fatigue, and some AEs related to gastrointestinal tract, such as nausea, diarrhea, and vomiting. Most of the IN10018 related AEs were Common Terminology Criteria for Adverse Events (CTCAE) grade 1 and 2. 18% of the patients (9/50) showed grade 3 AEs. There was no grade 4 or 5 IN10018 related AEs during the study. The proteinuria was basically manageable and reversable by dosing reduction or interruption (Supplementary Table 2). The ORR was 54.8% and the disease control rate (DCR) was 88.1%. The median duration of response (DOR) was 5.8 months and the median PFS was 7.3 months.

Alongside continuous treatment with IN10018 in combination with PLD, 10 out of the patients who showed SD at the first imaging gradually exhibited partial response (PR), and their median PFS were more than 6 months (Fig. 2K-L). Intriguingly, patient No.8 exhibited 15% tumor lesion increase at the first imaging and became PR at week 32 after the start of treatment. This patient obtained sustained benefits from the treatment and showed a 37.5% tumor regression compared to the baseline at week 40 (Fig. 2M). This is akin to pseudoprogression, which is occasionally observed in response to immunotherapy [33]. We also presented the imaging evaluation for the No.4 patient who exhibited long-lasting response confronting the therapy (Supplementary Fig. 4A). Among the ten patients, two are continuing with the regimen, seven patients were withdrawn due to progressive disease (PD), and one was withdrawn upon the patient’s decision. The PR, SD, and PD individuals were evaluated based on RECIST 1.1 [34]. This observation interests us as the effectiveness differs from conventional chemotherapies but behaves more like immunotherapeutic approaches, which often have a pattern of latency followed by long-term drug responses [35]. In light of these clinical findings, we will perform experiments in preclinical settings to uncover the potential mechanism behind our observations.

### FAK inhibition propels the exposure of ICD biomarkers in the presence of doxorubicin from the cell lines of different cancer types

Our phase Ib clinical trial for the cotreatment with IN10018 and PLD exhibited long-lasting antitumor effects when comparing historical data regarding treatment with PLD alone in platinum-resistant ovarian cancer. A portion of the patients experienced latent periods before experiencing responses to the regimen [12] (Fig. 2K-M). FAK knockdown or inhibition was previously found to be synergistic with DNA damage inducers through the downregulation of NF-κB signaling [36], which then disturbs DNA repair. Therefore, the combined regimen can enhance the DNA damage burden, sequentially inducing substantial apoptosis specifically in cancer cells [37]. In this study, we found that doxorubicin can upregulate NF-κB signaling and a DNA damage biomarker, γH2AX expression in the tested cells (Supplementary Fig. 6A-C). FAK inhibition via IN10018 significantly reduced NF-κB signaling which further enhanced the over-presentation of γH2AX in the presence of doxorubicin, suggesting that IN10018 is capable of modulating the NF-κB-to-DNA damage response axis to amplify anticancer effects. However, this mechanism is not sufficient to explain the response latency and the extended treatment outcome from our clinical trial.

Transcriptome profiling was performed to determine the mechanism of the observed clinical antitumor effects. In brief, the SK-OV-3 cells were treated with DMSO, 300 nM doxorubicin, 3 μM IN10018, and a combination of IN10018 and doxorubicin for 24 h. The total mRNA was extracted for the RNA sequencing. 

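SK-OV-3 is an established human ovarian cancer cell line, doxorubicin is an anthracycline that poisons topoisomerase II, and IN10018 inhibits the kinase FAK. Values of 12 libraries were analysed here, 3 for each of the 4 treatments (DMSO, doxorubicin, IN10018 and the combination). RNA quality was checked on a Bioanalyzer, strand-directional libraries were sequenced on an Illumina HiSeq instrument, and the reads were aligned with TopHat and compared with Cuffdiff. The submitters' processing notes add Cufflinks and the human genome hg38, and program versions are not given in the sources used here. Each library holds FPKM values (fragments per kilobase of transcript, scaled to library size) for 60623 Ensembl genes. In all 24090 genes above 0 in at least 3 libraries, the values stood in ratios of whole numbers at a relative tolerance of 3e-12, and in 0 of them after each value was moved at random by up to 1e-06 of its size. The smallest whole numbers in these ratios were taken as the reads behind each value, also in genes above 0 in 1 or 2 libraries (6738 and 2915), where such ratios can be had for most values. The other 26880 genes were at 0 in every library. The sums were 10746993 to 12460251 reads per DMSO library (median 11342475), 11441227 to 12303233 with doxorubicin (median 11669615), 8033951 to 12139796 with IN10018 (median 11359201) and 9864751 to 12901505 with the combination (median 12890359).

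Genes with at least 1 FPKM in at least 3 of the 12 libraries were kept (11301 genes), and limma was fitted to log2(FPKM + 1) over all libraries. Genes with an adjusted p under 0.05 were called changed. Fold changes of genes expressed near 1 FPKM are pulled towards 0 by the added 1. The rule for naming genes, 33 gene lists, the test and its threshold were chosen before the data were examined. Neither the paper nor the sample labels say that the 3 libraries of a treatment came from separate cultures, so the p-values measure only the spread between libraries. Libraries of the same treatment differed along a leading axis that held 55.4% of the spread within treatments. DMSO replicate 2, IN10018 replicate 1 and combination replicate 2 stood apart on it, with scores of 36.7, 36.2 and 25.3, and the next highest score was 6.56. At the other end IN10018 replicate 2, DMSO replicate 1 and combination replicate 1 had scores of -24.2, -21.9 and -21.7. Small RNA genes took 37.6% of the FPKM in combination replicate 1 and 14.0% to 28.7% in the other libraries.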

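Against DMSO, doxorubicin raised CXCL8, which encodes the chemokine interleukin-8, from 34.6 ± 2.66 to 697 ± 66.7 FPKM (SD, n = 3 each), a log2 fold change of 4.29 (SE 0.32, adjusted p = 1.56e-05). NR1D1, a circadian transcriptional repressor, rose by 2.93 on the log2 scale, and IL32, a cytokine gene, by 2.88. GADD45A, a stress-inducible gene of growth arrest, rose by 2.69, CDKN1A, which encodes the cell cycle inhibitor p21, by 2.31, and PIDD1, a p53-induced death domain gene, by 2.30. SPP1, which encodes the matrix protein osteopontin, fell by 1.52, the homeobox gene HOXB8 by 1.43, and AHNAK2, a large scaffold protein gene, by 1.36. Small and noncoding RNA genes among the 10 largest changes in each direction are left out, because their FPKM are uncertain. In all, 669 genes were higher and 237 lower with doxorubicin, or 848 and 449 after median-ratio scaling and 845 and 644 under quantile normalization. In fits chosen after seeing the data, 1312 were higher and 1709 lower without the libraries that stand apart, 2872 and 3760 with array weights (whose estimation stopped before it converged), and 1275 and 1169 after a correction for GC content and length. The count of 906 genes became 386 without DMSO replicate 1, 451 without DMSO replicate 3, and 371, 476 and 363 without doxorubicin replicates 1, 2 and 3.

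With IN10018 alone, SCD, which encodes stearoyl-CoA desaturase and lies on chromosome 10 of GRCh38 from 100347124 to 100364834, rose from 11.0 ± 2.90 to 45.3 ± 7.93 FPKM (log2 fold change 1.96, SE 0.23, adjusted p = 0.0102). It was the 1 gene past the threshold, and 414 genes had an unadjusted p under 0.05, where 565 are due by chance. The call of SCD was lost without IN10018 replicate 2 (adjusted p = 0.0762) or replicate 3 (0.114), with only its own groups in the fit (0.508) and with a replicate block (0.0731). Without IN10018 replicate 1 the count was 2.

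In the combination against DMSO, CXCL8 rose by 4.43 (SE 0.32), NR1D1 by 3.61, IL32 by 3.28 and GADD45A by 3.27. NFKB2 and RELB, subunits of the alternative NF-κB pathway, rose by 2.75 and 2.64, and PKMYT1, a kinase that restrains CDK1, by 2.54. MFAP5, a microfibril protein gene, fell by 1.26. Of 1761 genes past the threshold, 1616 were higher and 145 lower, or 899 higher and 389 lower after median-ratio scaling and 914 and 495 under quantile normalization, and 1259 and 1066 after the correction for GC content and length. The median log2 fold change of all genes was 0.20, and the changes of single genes are to be read against it. The count was 1021 without DMSO replicate 3, 1116 without combination replicate 2 and 710 without combination replicate 3.

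Between the combination and doxorubicin, the largest differences by p were in SCD and INSIG1, a sterol-regulated gene of the endoplasmic reticulum. SCD was 23.0 ± 3.30 FPKM in the combination and 6.74 ± 1.23 with doxorubicin (SD, n = 3 each), a log2 fold change of 1.64 (SE 0.23, adjusted p = 0.0504), and INSIG1 had a log2 fold change of 1.22 (SE 0.19, adjusted p = 0.0544). No gene passed the threshold in limma, against 2 with voom weights on the recovered reads. Both SCD and INSIG1 passed with a pseudocount of 0.1 (adjusted p = 0.0265 each) or 0.5 (0.0340 each), after median-ratio scaling (0.0208 and 0.0344) and with only these groups in the fit (0.0439 each), SCD also with a stricter filter (0.0353) and INSIG1 under quantile normalization (0.0295). At an unadjusted p under 0.05, 1546 genes were higher and 232 lower, and the median of all genes was 0.23 (0.02 after median-ratio scaling). The count rose to 676 without combination replicate 1, where SCD and INSIG1 both had an adjusted p of 0.0266. It was 4 without IN10018 replicate 1 (0.0128 for both genes) and 1 without DMSO replicate 2 (SCD, 0.0191).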

The significantly dysregulated genes were input for Wiki pathway analysis [38]. 

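Between the combination and doxorubicin, 9171 of all 11301 genes were higher on average, with a median log2 fold change of 0.23. Among 21 measured genes of the STAT3 pathway, 20 were higher on average, with a median of 0.36. STAT3 itself, a transcription factor activated by cytokine receptors, was 12.7 ± 2.40 FPKM in the combination and 7.88 ± 0.40 with doxorubicin (SD, n = 3 each; log2 fold change 0.61, SE 0.24, adjusted p = 0.275). PIAS3, an inhibitor of STAT3, and BCL3, an atypical IκB protein, each had a log2 fold change of 0.67, and TIMP1, an inhibitor of metalloproteinases, one of 0.66. Of 9 measured vitamin D receptor target genes, 8 were higher on average, with a median of 0.26. SPP1 was 24.1 ± 4.18 against 13.8 ± 1.56 FPKM (log2 fold change 0.75, SE 0.24, adjusted p = 0.246), LRP5, a Wnt co-receptor gene, had a log2 fold change of 0.52, and THBD, thrombomodulin, one of 0.50.

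C3, the central complement component, was 5.69 ± 0.90 FPKM in the combination and 3.45 ± 0.77 with doxorubicin (log2 fold change 0.59, SE 0.18, adjusted p = 0.246), and CLU, the complement inhibitor clusterin, had a log2 fold change of 0.38. Among the 7 measured complement genes the median was 0.36. Of the 8 measured chemokine genes, CXCL10, which attracts activated T cells, was 2.62 ± 0.99 against 1.27 ± 0.16 FPKM (log2 fold change 0.64, SE 0.18, adjusted p = 0.246). CXCL2 had a log2 fold change of 0.54, and CXCL8 one of 0.14 that turned to -0.14 after median-ratio scaling or without combination replicate 3. The median of the chemokine genes was 0.17, above 0 but below that of all genes. In limma's camera, which compares test statistics and not medians, they ranked lower. That ranking, which was not past the threshold, turned to higher without doxorubicin replicate 2, combination replicate 1 or combination replicate 2.

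No member of these 4 lists passed the threshold, and adjusted over the list alone 1 STAT3 pathway gene, 2 vitamin D receptor target genes, 1 complement gene and 1 chemokine gene were higher. As lists, ranked against all other genes by camera, the adjusted p was 0.149 for the STAT3 pathway, 0.264 for vitamin D receptor target genes, 0.658 for complement and 0.944 for chemokines. With an estimated correlation between genes the adjusted p was 0.791, 0.791, 0.954 and 0.977 in the same order, and in fry, which compares a list with no change, 0.0761, 0.0330, 0.0814 and 0.196. Camera called the STAT3 pathway without a filter (adjusted p = 0.00185). There a list is ranked against 33487 genes with a median of 0.02, where that of the genes kept was 0.23. The call may therefore reflect a shift that expressed genes share. Without combination replicate 1, the STAT3 pathway had an adjusted p of 0.0224, BCL3 0.0266, TIMP1 0.0304, PIAS3 0.0374 and LRP5 0.0380.

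**Figure D1:**
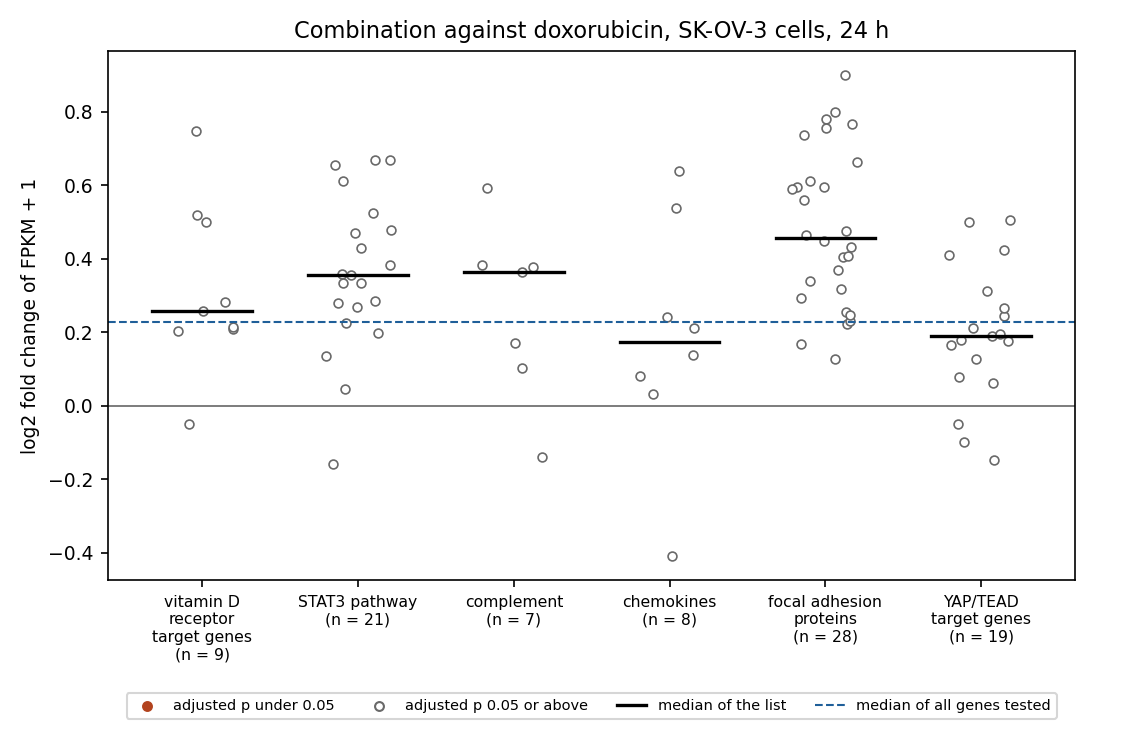
Log2 fold changes of FPKM + 1 between the combination and doxorubicin in SK-OV-3 cells, 1 point per gene, for 6 gene lists (n is the number of genes). Black lines are the medians of the lists, from 0.17 for chemokines to 0.46 for focal adhesion proteins, and the dashed line is the median of all genes tested (0.23).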

When comparing the apparent dysregulated pathways between treatment with the combination therapy and doxorubicin alone, we found that ICD-related pathways like vitamin D receptor, STAT3 signaling, complement system, and chemokine signaling [39–42] were enriched in the combination group. 

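All 28 measured genes of focal adhesion proteins, which couple integrins to actin, were higher on average in the combination than with doxorubicin. Their median log2 fold change was 0.46, and 9171 of all 11301 genes tested were higher on average too. FLNA, which encodes the actin crosslinker filamin A, was 71.2 ± 18.4 FPKM in the combination and 37.0 ± 4.65 with doxorubicin (SD, n = 3 each), a log2 fold change of 0.90 (SE 0.25, adjusted p = 0.246). RHOB, a small GTPase gene, had a log2 fold change of 0.80, ACTN1, which encodes an actinin, one of 0.78, and ZYX, which encodes zyxin, one of 0.77. PTK2, the gene of FAK on chromosome 8 from 140657900 to 141002216, was 3.23 ± 0.56 against 2.33 ± 0.29 FPKM (log2 fold change 0.34, SE 0.23, adjusted p = 0.447). As a list, focal adhesion proteins ranked higher in the combination in camera (adjusted p = 2.99e-04), with an adjusted p of 0.791 with an estimated correlation and 0.0761 in fry. None of the 28 genes passed the threshold, and 9 were higher when adjusted over the list alone. In the same comparison, 2 lists written as checks of the RNA also passed camera. All 13 mitochondrially encoded genes were positive, with a median of 0.42 (adjusted p = 0.00257, 0.791 with an estimated correlation, 0.0302 in fry, and 0.131 in camera after median-ratio scaling). Ribosomal proteins had a median of -0.17, with 15 of 20 negative (adjusted p = 9.71e-07, 0.355 with an estimated correlation, 0.389 in fry, and 0.444 in camera under quantile normalization). Their median became 0.05 without combination replicate 1, -0.28 without doxorubicin replicate 2 and -0.39 without combination replicate 2, and camera ranked them lower in each case. No gene of either list passed, over all genes or adjusted over the list alone. With doxorubicin alone against DMSO, focal adhesion proteins ranked lower in camera, with a median of -0.29 (adjusted p = 0.00412, 0.659 with an estimated correlation and 0.311 in fry). There 1 gene was higher and 0 lower past the threshold, and 0 passed when adjusted over the list alone. Without combination replicate 1, ZYX (adjusted p = 0.0334), FLNA (0.0340) and RHOB (0.0358) passed between the combination and doxorubicin.

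The 19 measured target genes of YAP and its partner TEAD had a median log2 fold change of 0.19 between the combination and doxorubicin. ARHGEF17, a guanine nucleotide exchange factor gene, had a log2 fold change of 0.51 (SE 0.18, adjusted p = 0.250) and MYOF, myoferlin, one of 0.50. The matricellular gene CCN1 was 16.1 ± 3.11 FPKM in the combination and 13.9 ± 0.97 with doxorubicin, a log2 fold change of 0.19 that became -0.07 after median-ratio scaling and -0.03 under quantile normalization. Its relative CCN2 was 2.89 ± 0.98 against 3.16 ± 0.91 FPKM (log2 fold change -0.10, and 0.02 and 0.04 without doxorubicin replicate 2 and combination replicate 2). No YAP target gene passed, over all genes or adjusted over the list alone. The list's median lay below that of all genes, and camera ranked it lower (adjusted p = 0.944, and 0.977 with an estimated correlation). This ranking turned to higher, at an adjusted p of 0.683 to 0.998, without DMSO replicate 2, doxorubicin replicate 1, combination replicate 1 or combination replicate 2.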

FAK-driven signaling, including focal adhesion and YAP regulation, was also screened out [43] (Fig. 3A). Intriguingly, a recent report summarized the genes which exert regulatory influence on CD8-positive T cells induced cancer cell killing [44]. 

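CALR, which encodes calreticulin, a chaperone that can reach the surface of dying cells, lies on chromosome 19 of GRCh38 from 12938578 to 12944489. It was 56.9 ± 11.3 FPKM in the combination, 36.6 ± 2.82 with doxorubicin and 41.2 ± 2.38 with IN10018 (SD, n = 3 each). Its log2 fold change was 0.61 against doxorubicin (SE 0.19, adjusted p = 0.246) and 0.44 against IN10018 (SE 0.19, adjusted p = 0.139). TAPBP, which loads peptides onto MHC class I, had log2 fold changes of 0.73 (SE 0.19, adjusted p = 0.245) and 0.29 (SE 0.19, adjusted p = 0.330, and -0.02 after the correction for GC content and length), and the peptide transporter gene TAP1 0.57 (SE 0.30, adjusted p = 0.352) and 0.76 (SE 0.30, adjusted p = 0.102), in the same order.

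Of the 31 genes labelled in Fig. 3B, which bear on killing by CD8-positive T cells, 30 were tested here, and ERAP1 was below the expression filter. The mean of the combination was above that of both single treatments in 26 of the 30 (86.7%), in 17 after median-ratio scaling and in 19 under quantile normalization. Among all genes tested the share was 61.8%, or 29.8% after median-ratio scaling and 28.9% under quantile normalization. Simulations without any change gave 33.4%, a share fixed by the symmetry of the groups, since each gene was drawn independently. They do not show how far the share moves when whole libraries shift together. All 30 genes were higher on average than with doxorubicin, as were 9171 of all 11301 genes tested. EIF3H, STAT2, JAK1 and TNFRSF1A were not above IN10018. TNFRSF1A, the TNF receptor gene, had a log2 fold change of 0.53 against doxorubicin (SE 0.23) and of -0.53 against IN10018 (SE 0.23, adjusted p = 0.127). The latter passed after median-ratio scaling (-0.79, adjusted p = 0.0315), under quantile normalization (-0.82, adjusted p = 0.0122) and, in a fit chosen after seeing the data, after the correction for GC content and length (-0.83, adjusted p = 8.86e-04). That correction also called EIF3H (-0.33, adjusted p = 0.0415) and JAK1 (-0.41, adjusted p = 0.0372) lower, from -0.01 and -0.18, where the median of all genes moved from 0.20 to -0.04. EIF3H and STAT2 lay near 0 against IN10018 (-0.01 and -0.04) and above 0 without IN10018 replicate 3 (0.11 and 0.08) or combination replicate 2 (0.06 and 0.07), and EIF3H also without IN10018 replicate 2 (0.04) or combination replicate 1 (0.02). In 3 genes, among them CALR and TAP2, every combination library was above every library of both single treatments, which is 10% of the 30 genes and 8.18% of all genes.

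Against IN10018, 9 of the 30 genes were past the threshold, all higher, while of all 11301 genes 1815 were, 1653 of them higher. The count was also 9 when adjusted over the list alone. SRSF7, a splicing factor gene, had a log2 fold change of 1.44 (SE 0.20, adjusted p = 0.000506), RBM15, an RNA-binding protein gene, 0.97 (adjusted p = 0.00125), and NXT1, an RNA export gene, 1.20 (adjusted p = 0.0161). Others among the 9 were TAP2, HCFC2, RCE1 and MOGS. Mean FPKM with DMSO, doxorubicin and the combination were 17.6, 31.8 and 36.1 for SRSF7. They were 1.01, 2.10 and 2.50 for RBM15 and 8.29, 14.9 and 17.6 for NXT1, in the same order. A call against IN10018 alone thus includes what doxorubicin did by itself. Against doxorubicin no gene of the figure passed in limma or with voom weights, and none when adjusted over the list alone, while 8 had an unadjusted p under 0.05. The median log2 fold change of the 30 genes was 0.36 against doxorubicin and 0.39 against IN10018, where the medians of all genes were 0.23 and 0.20. Against doxorubicin it was 0.15 after median-ratio scaling and 0.15 under quantile normalization (0.02 and 0.03 for all genes), and 0.10 after the correction for GC content and length (0.01 for all genes).

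Of the calls against IN10018, MOGS (adjusted p = 0.125), RCE1 (0.0790) and NXT1 (0.0856) were lost after median-ratio scaling, and MOGS (0.151) and RCE1 (0.0739) under quantile normalization. With only these groups in the fit, TAP2 (adjusted p = 0.100), HCFC2 (0.0591), RCE1 (0.0601) and MOGS (0.127) were lost, and without a filter TAP2 (0.0627), HCFC2 (0.0816), NXT1 (0.0721) and MOGS (0.158). MOGS was also lost with a pseudocount of 0.1 (adjusted p = 0.0550) or 0.5 (0.0515), with a stricter filter (0.0515) and with a replicate block (0.0712). A log2 fold change of at least 1 leaves out TAP2, HCFC2, RCE1, MOGS and RBM15. In fits chosen after seeing the data, MOGS (adjusted p = 0.178) and TAP2 (0.0553) were lost without the libraries that stand apart, and MOGS (0.0738) after the correction.

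Several calls were lost when 1 library was left out. Over all libraries the log2 fold change was 0.57 for TAP2, 0.72 for HCFC2, 0.87 for RCE1, 1.20 for NXT1 and 0.83 for MOGS. Where leaving out a library ended the call it was 0.43 to 0.60, 0.58 to 0.69, 0.72 to 0.77, 0.97 to 1.05 and 0.63 to 0.92, in the same order. Among the genes named, the calls of TAP2 (adjusted p = 0.143), HCFC2 (0.0964), RCE1 (0.0829), NXT1 (0.0879) and MOGS (0.219) were lost without combination replicate 3. Without IN10018 replicate 1, TAP2 (adjusted p = 0.0867), HCFC2 (0.0893) and MOGS (0.0888) were lost, and without IN10018 replicate 2, TAP2 (0.0593), RCE1 (0.0682), NXT1 (0.0692) and MOGS (0.141). Without combination replicate 2, RCE1 (adjusted p = 0.0560), NXT1 (0.0593) and MOGS (0.157) were lost, and without IN10018 replicate 3, TAP2 (0.05001) and MOGS (0.0645). MOGS was also lost without DMSO replicate 1 (adjusted p = 0.0621) or 3 (0.0644) and without doxorubicin replicate 1 (0.0655), 2 (0.0650) or 3 (0.0693), which leave its fold change as it was. Without combination replicate 1, HCFC2 (adjusted p = 0.0671) was lost against IN10018, and TAP1 (0.0200) and CALR (0.0352) passed. Without that library TAPBP (adjusted p = 0.0266), TNFRSF1A (0.0327) and CALR (0.0358) passed against doxorubicin, and without IN10018 replicate 1 TAP1 passed against IN10018 (0.0271).

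**Figure D2:**
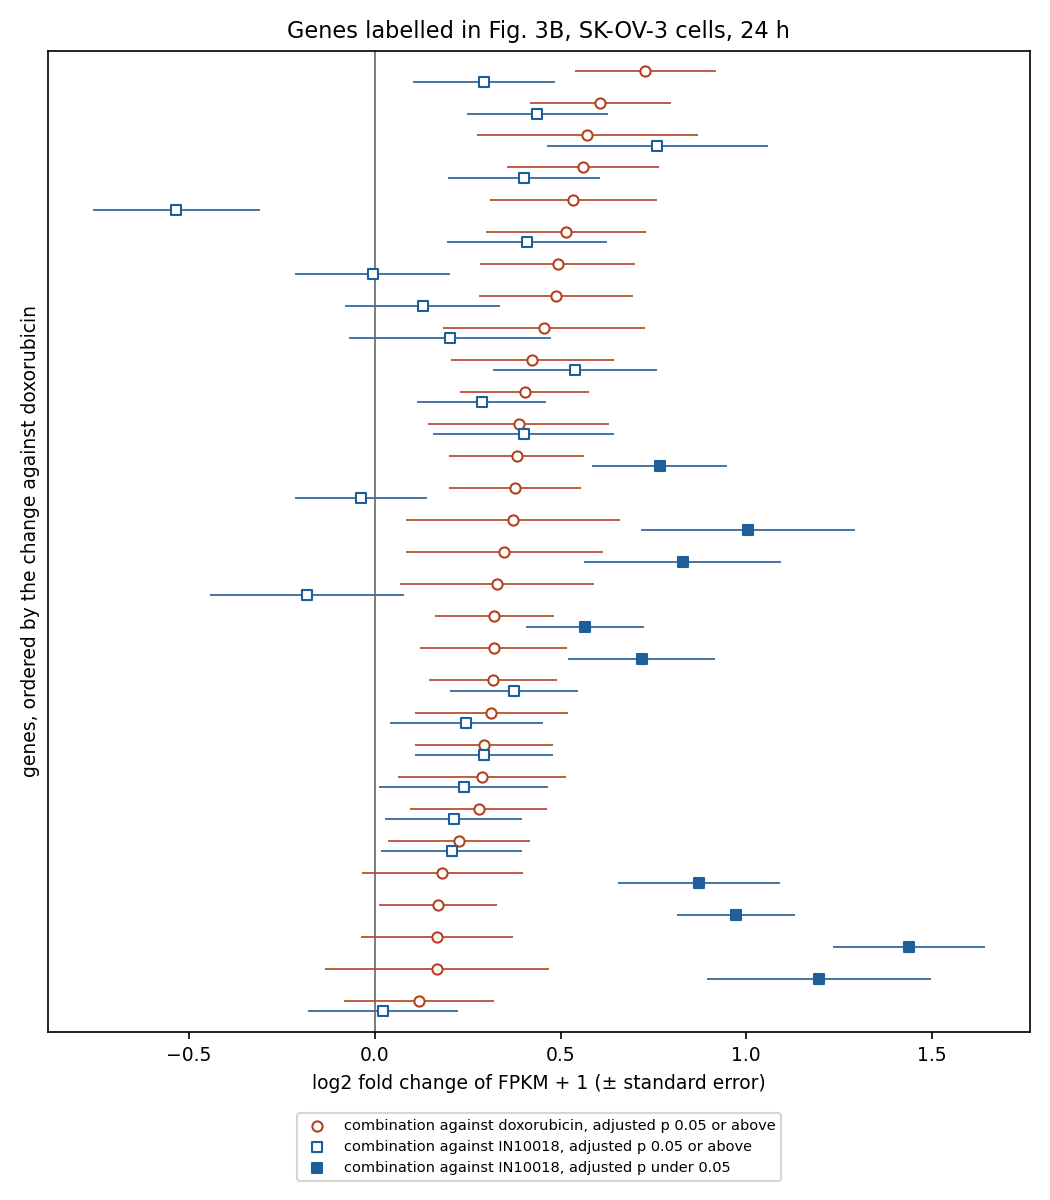
Log2 fold change of FPKM + 1 (± SE) of the 30 tested genes of Fig. 3B, 1 line per gene in the order of the change against doxorubicin, in the combination against doxorubicin (red circles) and against IN10018 (blue squares), 3 libraries per treatment. Filled squares are the 9 genes with an adjusted p under 0.05 against IN10018.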

Our analysis demonstrated that the combined treatment resulted in overexpression of most positive regulatory genes which can boost the cancer cell killing by CD8-positive T cells compared to either monotherapy (Fig. 3B). These data, in part, highlight that ICD may be correlated with the practical outcome from the ongoing clinical trial. 

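In the combination against IN10018 alone, CXCL8 rose from 17.8 ± 9.85 to 797 ± 292 FPKM (SD, n = 3 each), a log2 fold change of 5.47 (SE 0.32, adjusted p = 1.65e-06). GADD45A rose from 7.27 ± 2.21 to 86.9 ± 19.7 FPKM, by 3.42 on the log2 scale, NR1D1 by 3.32, IL32 by 3.20 and PKMYT1 by 2.99. CLDN1, a tight junction gene, rose by 2.80, NFKB2 by 2.73, AP5B1, a subunit of an endosomal adaptor complex, by 2.69, and DTL, which guides the degradation of the replication factor CDT1, by 2.68. HMOX1, the haem-degrading enzyme haem oxygenase 1, fell by 1.45 on the log2 scale, and AHNAK2 fell by 1.25. LGALS1, which encodes galectin-1, had a log2 fold change of -1.28 (adjusted p = 0.0404), a call lost without doxorubicin replicate 1 (0.0573), 2 (0.0559) or 3 (0.0545), IN10018 replicate 1 (0.144) or 3 (0.0728), and combination replicate 1 (0.126) or 3 (0.156). It was also lost without a filter (adjusted p = 0.181), after median-ratio scaling (0.0512), under quantile normalization (0.178), with only these groups in the fit (0.0537) and with a replicate block (0.0589). Of 1815 genes past the threshold, 1653 were higher and 162 lower in the combination, or 1048 and 450 after median-ratio scaling and 1021 and 583 under quantile normalization. After the correction for GC content and length, chosen after seeing the data, 1514 were higher and 1334 lower. Without combination replicate 3 the count was 881.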

Interestingly, we also performed the dysregulated signaling analysis for comparison of the combination group and the IN10018 group using Wiki pathway analysis. The data showed that many of the DNA damage and cell cycle related pathways were significantly enriched in the combination group compared to FAK inhibition alone group (Supplementary Fig. 6D).

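Genes of DNA replication rose together in the combination against IN10018: 30 of the 32 measured were higher, 0 lower and 2 not past the threshold, with a median log2 fold change of 1.26 (30 higher when adjusted over the list alone). Doxorubicin alone against DMSO raised 17 of the 32, with a median of 0.64, and with IN10018 alone the list ranked lower in camera. Rises against IN10018 thus include what each drug did by itself. POLD1, which encodes the catalytic subunit of DNA polymerase delta, rose from 3.54 ± 0.23 to 22.5 ± 10.3 FPKM (SD, n = 3 each), a log2 fold change of 2.26 (SE 0.29, adjusted p = 2.34e-04). CDT1 and CDC6, which load the replicative helicase onto DNA, rose by 2.21 and 2.09, and MCM7, a subunit of that helicase, by 1.84. Of 22 genes of the G1/S transition, 16 were higher and 0 lower (18 higher when adjusted over the list alone). E2F1, a transcription factor of S-phase genes, rose from 11.1 ± 1.66 to 72.9 ± 33.9 FPKM (log2 fold change 2.48, SE 0.35, adjusted p = 4.56e-04). RRM2, TK1 and TYMS, enzymes of nucleotide synthesis, rose by 1.88, 1.84 and 1.62.

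Of 28 genes of G2/M and mitosis, 19 were higher and 0 lower (22 higher when adjusted over the list alone), among them TPX2, a spindle assembly factor, by 1.65, the spindle checkpoint kinase gene TTK by 1.59 and UBE2C, which acts in mitotic protein degradation, by 1.52. CDK1, the kinase that drives mitosis, rose from 19.1 ± 3.30 to 58.1 ± 5.09 FPKM (log2 fold change 1.57, SE 0.18, adjusted p = 1.41e-04). Of 20 genes of DNA damage signalling and repair, 14 were higher and 0 lower (15 higher when adjusted over the list alone). Besides GADD45A they included the exonuclease gene EXO1, with a rise of 1.66. H2AX, the gene of the histone whose phosphorylated form is γH2AX, was 71.4 ± 23.6 against 37.3 ± 9.93 FPKM (log2 fold change 0.90, SE 0.30, adjusted p = 0.0562), and passed under quantile normalization (0.0382) and without DMSO replicate 2 (0.0455) or combination replicate 1 (0.00925). Of 17 p53 target genes, 7 were higher and 0 lower (9 higher when adjusted over the list alone), with rises of 2.25 for CDKN1A and 1.27 for the nuclease gene AEN. CDKN1A also rose by 2.31 with doxorubicin alone against DMSO. Whether p53 itself acted in these cells was not tested, and the name of the list does not show it.

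Ranked by camera, the adjusted p was 5.37e-22 for DNA replication, 7.71e-09 for the G1/S transition, 5.04e-09 for G2/M and mitosis, 1.99e-07 for DNA damage signalling and repair, and 0.101 for p53 target genes (0.00242 without a filter). Without a filter the median of all genes was 0.01, against 0.20 for the genes kept, which may raise the ranking of any expressed list. With an estimated correlation between genes the adjusted p was 0.201, 0.282, 0.365, 0.365 and 0.635 in the same order, and in fry, which does not compare a list with other genes, 3.61e-05, 2.16e-04, 7.89e-04, 8.49e-04 and 0.00320. Ribosomal proteins, a list written as a check of the RNA, ranked lower in the same comparison (adjusted p = 1.13e-06 in camera, 0.359 with an estimated correlation, 0.121 in fry, and 0.0924 in camera under quantile normalization). Their median was -0.42, with 18 of 20 negative and 1 past the threshold (0 when adjusted over the list alone), and it was -0.13 without IN10018 replicate 1 and -0.24 without combination replicate 1. The paper proposes that immunogenic cell death may be correlated with the outcome seen in its clinical trial. It rests this in part on the pathways enriched against doxorubicin and the genes of Fig. 3B. Further evidence in the paper comes from assays of calreticulin, HMGB1 and ATP, from dendritic cells and from mice.

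**Figure D3:**
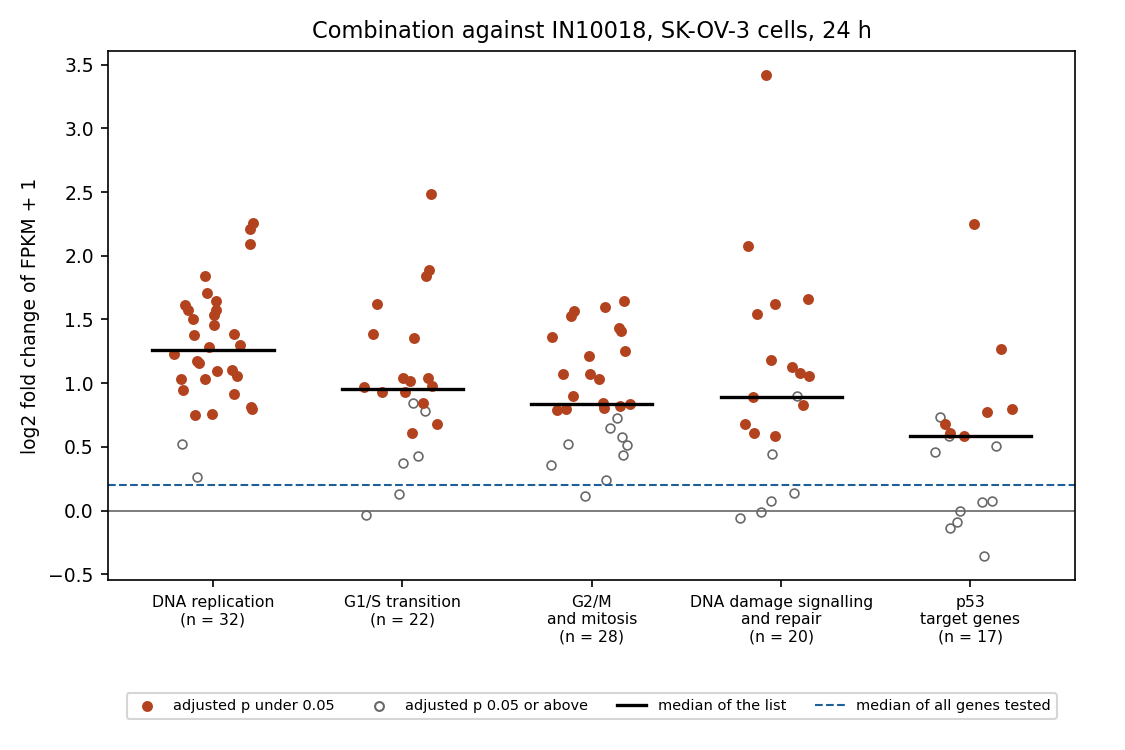
Log2 fold changes of FPKM + 1 between the combination and IN10018 in SK-OV-3 cells, 1 point per gene, for 5 gene lists (n is the number of genes), with filled points for an adjusted p under 0.05. Black lines are the medians of the lists, from 0.59 for p53 target genes to 1.26 for DNA replication, and the dashed line is the median of all genes tested (0.20).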

**Fig. 3:**
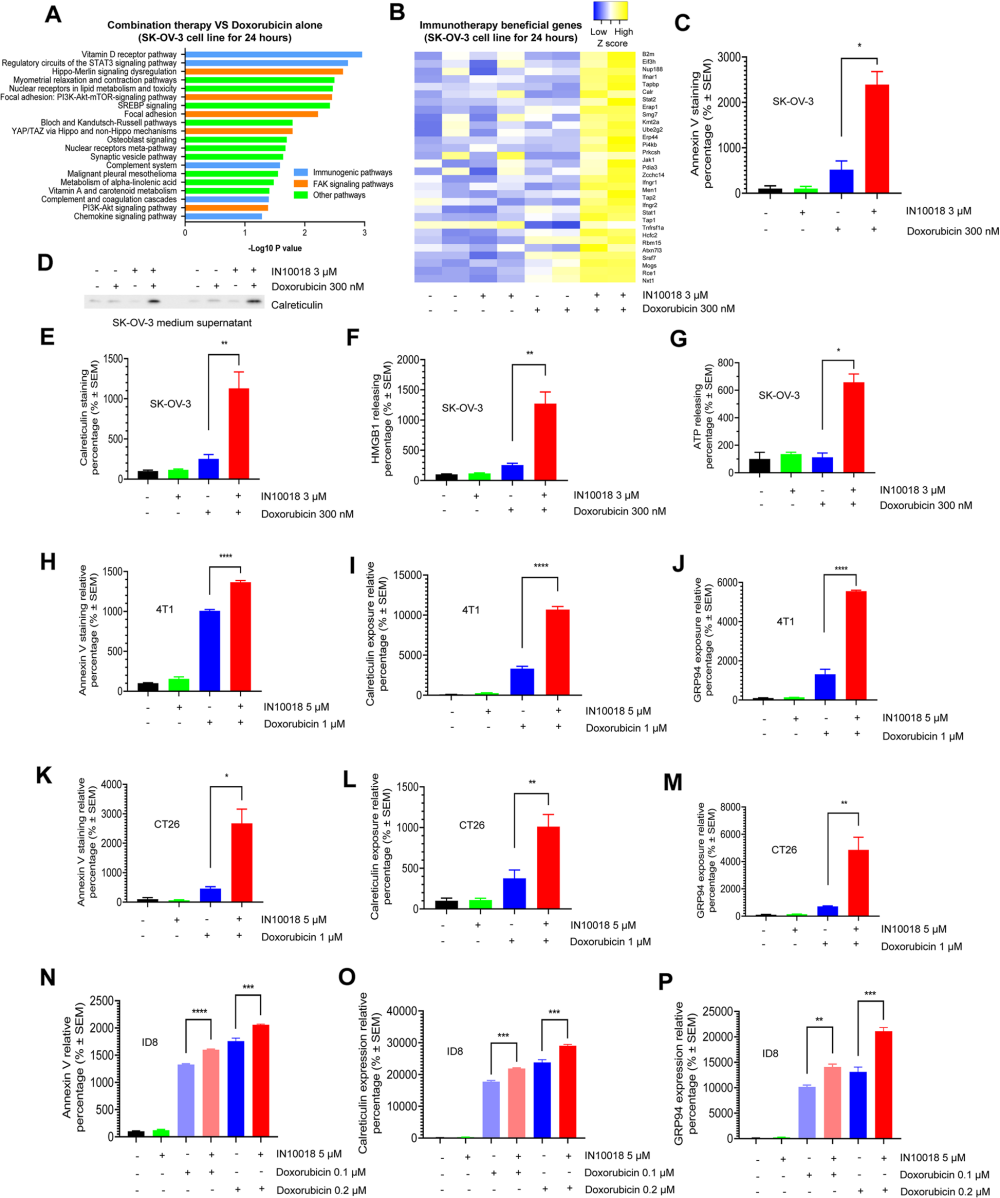
FAK inhibition propels ICD biomarker exposure in the presence of doxorubicin on the cell lines of different cancer types. **A** The most significantly altered signaling pathways upon combination treatment with IN10018 and doxorubicin. SK-OV-3 cells were treated with DMSO, 3 μM IN10018, 300 nM doxorubicin, and a combination of 3 μM IN10018 and 300 nM doxorubicin for 24 h. RNA sequencing and wiki pathway analysis were performed for the combination treatment group compared to doxorubicin monotherapy group here. The items marked in blue indicate ICD-related signaling and those marked in red indicate FAK downstream. **B** The combination of IN10018 and doxorubicin increased the expression of genes which can boost the cancer cell-killing effects CD8 positive T cells. **C** The apoptosis of SK-OV-3 cells induced by the treatment with DMSO, 3 μM IN10018, 300 nM doxorubicin, and the 2-drug combination for 48 h. (*n* = 3 per group). **D** Calreticulin releasing in the cell culture supernatant of the treated SK-OV-3 cells from (C). **E–F** Calreticulin and HMGB1 staining for treated SK-OV-3 cells from (C) (*n* = 3 per group). **G** ATP-releasing percentage of treated SK-OV-3 cells treated with indicated drugs in (C) for 24 h (*n* = 3 per group). **H-P** The annexin V/PI, calreticulin, and GRP94 staining in the mouse breast cancer cell line 4T1 (H-J), moues colorectal cancer cell line CT26 (K-M), and mouse ovarian cancer cell line ID8 (N-P) treated with different therapeutics for 48 h. The cells were stained with each antibody and analyzed using flow cytometry (*n* = 3 per point). Data represent mean ± SEM. Statistical analysis was done using the unpaired student's T-test. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001

We then treated the SK-OV-3 cells with DMSO, 3 μM IN10018, 300 nM doxorubicin, and the cotreatment for 48 h. Immediately, the cells were collected for annexin V/PI staining and detection assays for the presence of DAMPs (calreticulin, HMGB1, and ATP) (Fig. 3C-G and Supplementary Fig. 7A-B). As expected, the combined treatment elicited a significant increase in cell apoptosis compared to each monotherapy (Fig. 3C). The exposure of a well-known DAMP biomarker, calreticulin can be activated multiple times by the combined therapy versus doxorubicin alone. Further, more cell release of calreticulin was induced by the drug combination compared to the monotherapies, which was confirmed by westernblot of cell culture supernatant (Fig. 3D-E). Under normal conditions, HMGB1 is restricted to inside the cell nucleus, while under intolerable pressure the protein is extruded into the cytoplasm and extracellular matrix to facilitate antigen presentation. Our data demonstrate that the combination treatment of IN10018 and doxorubicin can significantly expel HMGB1 from the cell nucleus versus the other treatment groups (Fig. 3F). The measured ATP levels from the supernatant of the cell culture also confirm that the combined regimen induced stronger ICD compared to each monotherapy (Fig. 3G). A classical ER stress biomarker, phospho EIF2α is recognized as one molecular hallmark of DAMPs [45]. Indeed, compared to the control group, we observed a clear induction of phospho EIF2α upon treatment with doxorubicin regardless of the supplementation of IN10018. The FAK inhibitor cannot further enhance its expression, indicating that phospho EIF2α may be an improper ICD target here (Supplementary Fig. 6A). To confirm that the enhanced DAMPs induction is FAK-target specific, the FAK protein level was knocked down by siRNA in SK-OV-3 cells, 24 h later followed by a 48-h treatment with doxorubicin. Calreticulin exposure was significantly improved by the cotreatment of doxorubicin and FAK siRNA compared to doxorubicin monotherapy (Supplementary Fig. 7C-D). In summary, we confirmed that targeting of FAK in combination with doxorubicin enhanced the antitumor effect. Moreover, we found that the release of ICD biomarkers was enhanced compared to doxorubicin monotherapy, providing another perspective to explain the observed outcome from the prior clinical trial.

In this study, mouse cancer cell-derived models were to be established to elucidate the efficacy and mechanism in vivo. In order to do this, we needed to confirm the induction of ICD biomarkers by the combination of FAK inhibition and doxorubicin with mouse cancer cell lines in vitro. We treated a mouse breast cancer cell line, 4T1, a mouse colorectal cancer (CRC) cell line, CT26, and another mouse ovarian cancer cell line, ID8 with DMSO, IN10018, doxorubicin, and the 2-drug combination for 48 h. The data are highly aligned with the results in human cancer cell lines. In addition, we tested the annexin V/PI staining assay for the 3 mouse cancer cell lines and overall, more apoptosis was shown by this assay after exposure to the combination regimen versus each monotherapy (Fig. 3H, K, N). The release levels of 2 DAMP biomarkers, calreticulin (Fig. 3I, L, O), and GRP94 (Fig. 3J, M, P) were analyzed using flow cytometry. Similar to the results from the SK-OV-3 cell line, the drug combination with doxorubicin and IN10018 resulted in the significantly increased release of the ICD signatures as opposed to each monotherapy in the mouse cancer cell lines.

### Targeting FAK in combination with doxorubicin significantly boosts the maturation of dendritic cells (DCs) in vitro

The release of DAMPs induced by ICD can facilitate the recognition process of cancer-specific antigens by antigen-presenting cells (APCs) including DCs or macrophages, resulting in the maturation of APCs to present cancer antigens to naïve T cells [46]. The naïve T cells subsequently differentiate into cytotoxic T lymphocytes (CTLs) such as CD8 positive T cells to eliminate cancer cells through immune system activation. To confirm whether the ICD induced by cotreatment with FAK inhibition and doxorubicin can stimulate DCs maturation, we employed a co-culture system consisting of drug-treated 4T1 cells/CT26 cells and bone marrow-derived cells of BALB/c mice. We then examined the levels of DCs maturing biomarkers in the co-cultured mixed cells by flow cytometry. Briefly, 4T1 cells/CT26 cells were pre-cultured in presence of DMSO, 5 μM IN10018, 0.5 μM/1 μM doxorubicin, and a combination of IN10018 and doxorubicin for 72 h/48 h, respectively. The cells were collected, and the drugs were washed away with PBS. The bone marrow cell pool was prepared with femur and tibia from BALB/c mice ahead of time. GM-CSF and IL4 were supplemented into the culture to ensure sufficient innate bone marrow DCs (BMDCs) differentiation. The drug-treated 4T1 cells or CT26 cells and BMDCs were co-cultured for 96 h/72 h. The mixed cell cohorts were then stained for flow cytometric analysis with fluorescence antibodies of CD45, CD11C, CD40, MHCII, and CD86 [47]. The DCs population is observed to be CD45 positive and CD11C positive. For this cell cohort, the expression of CD40, MHCII, and CD86 which serve as biomarkers of mature DCs were significantly induced by the cotreatment of IN10018 and doxorubicin compared to the other groups in both 4T1 cells (Fig. 4A-D) and CT26 cells (Fig. 4E-H). These results indicated that the ICD induced by IN10018 in combination with doxorubicin outperformed either monotherapy in boosting DCs maturation.

**Fig. 4:**
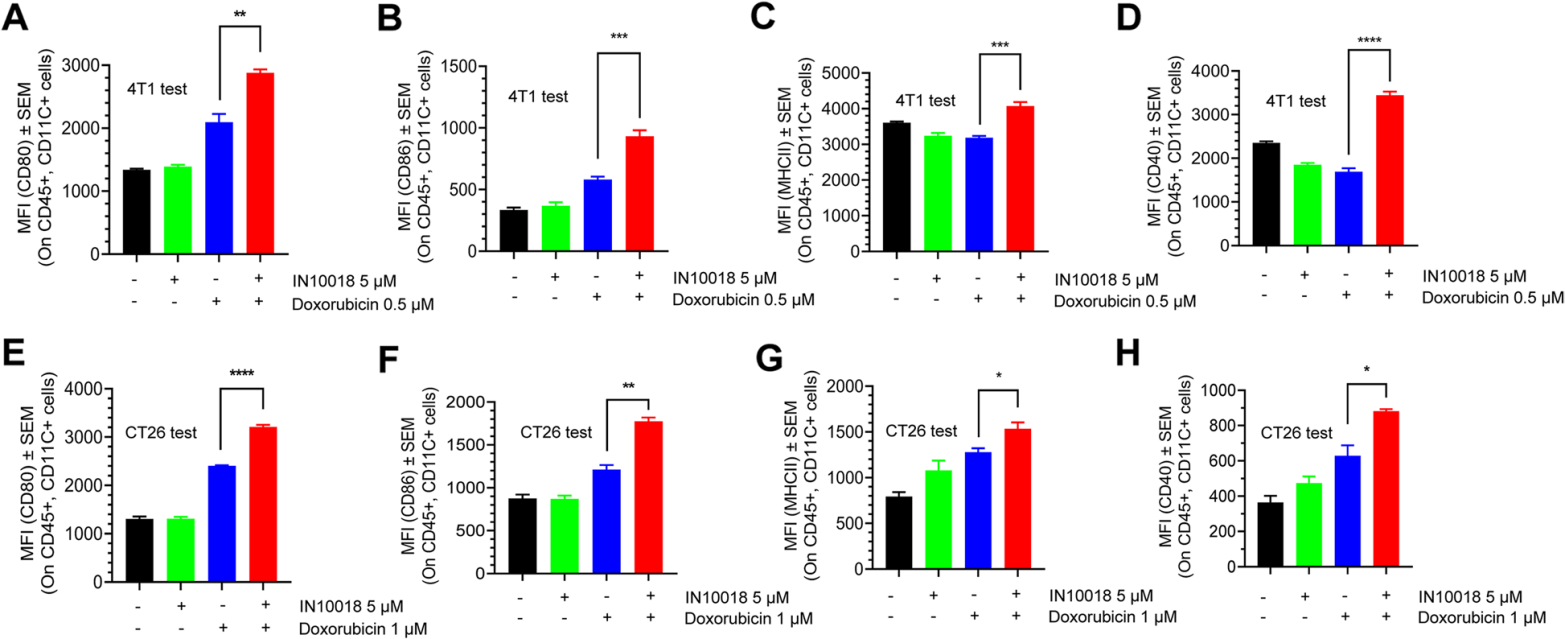
Targeting FAK in combination with doxorubicin significantly boosts the maturation of dendritic cells (DCs) in vitro. **A-D** The staining of DCs maturation biomarkers in mixed cells of treated 4T1 /CT26 and bone marrow cell pools. The 4T1 and bone marrow cells were processed as indicated in the Methods. The data were processed using GraphPad Prism 8.0 software. **E–H** The staining of DCs maturation biomarkers in mixed cells of treated CT26 and bone marrow cell pools. The data were analyzed by flow cytometry and processed with GraphPad Prism 8.0 software (n ≥ 3 per group). Data represent mean ± SEM. Statistics analysis was done using the unpaired student's T-test. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001

### Tumor growth blockade effects of the cotreatment of FAK inhibition and PLD are related to antitumor immunity

We have confirmed that the release of DAMPs and the maturation of DCs can be enhanced by the combination of FAK inhibition and doxorubicin in vitro. As our clinical trial employs PLD instead of doxorubicin, whether ICD-related antitumor effects can also be increased by the IN10018-PLD combination also needs to be determined. Briefly, we injected CT26 cells into immune-competent BALB/c mice as well as immune-compromised BALB/c nude mice. The experiment with BALB/c nude mice was terminated earlier due to accelerated tumor growth kinetics. After randomization, the mice in each strain were grouped into vehicle control, 12.5 mg/kg IN10018, 1.5 mg/kg PLD, and 2-drug combination, respectively. Interestingly, in the immune-compromised model, very limited antitumor effects were observed across each group (Fig. 5A-B, supplementary Fig. 8A). Individual tumor growth curves also indicated almost no tumor growth inhibition by each therapy (Fig. 5C-F). However, in the model generated with immune-competent mice, 1.5 mg/kg PLD treatment group exhibited a moderate tumor growth blockade (TGI = 60%) and the combination therapy elicited strong tumor growth inhibition (TGI = 83%) compared to the vehicle control group (Fig. 5G-H, supplementary Fig. 8B). The individual tumor growth curves also exhibited the same trend of the antitumor effects (Fig. 5I-L). The data above confirmed that the combination of IN10018 and PLD can exert immune-related cancer cell suppression in vivo.

**Fig. 5:**
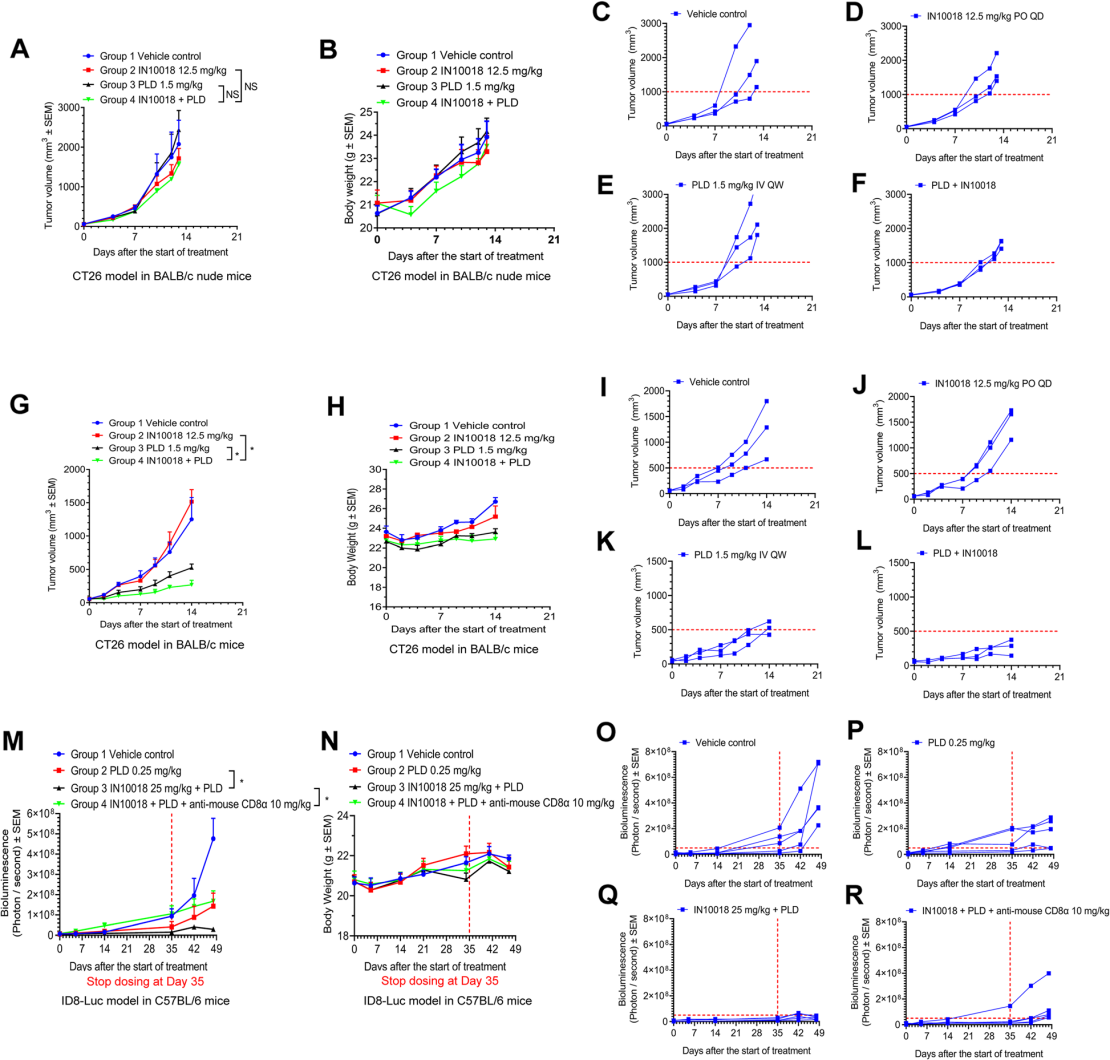
The tumor growth blockade effects by the cotreatment of FAK inhibition and PLD are related to antitumor immunity. **A-F** Treatment evaluation for the combination of IN10018 and PLD on CT26 models generated in BALB/c nude mice. IN10018 was dosed at 12.5 mg/kg through oral gavage once daily. PLD was dosed at 1.5 mg/kg by teil vein injection once weekly (*n* = 3 per group). **G-L** The treatment evaluation of the combination of IN10018 and PLD within the CT26 model generated in BALB/c mice. The treatment schedules are the same as (A-F) (*n* = 3 per group). **M-R** The peritoneal tumor sizes indicated by the bioluminescence signals and body weight records from the mouse ovarian cancer peritoneal model ID8-Luc. The model was treated for 35 days. After then, extensive observation was performed for another 2 weeks (*n* = 5 per group). Data represent mean ± SEM. Statistical analysis was done using one-way ANOVA. NS means non-significant. *P < 0.05

In an animal study with mouse ovarian cancer ID8-Luc peritoneal model, PLD alone, the combination of PLD and IN10018, and the triple combination of PLD, IN10018, and anti-mouse CD8α were evaluated with their anti-tumor effects. Monotherapy with IN10018 can just exert limited anti-tumor response in this model (data not shown), so that we did not include it in this test. The animals were dosed for 35 days and kept being observed for tumor growth indicated by bioluminescence signals and body weights for another 2 weeks. In brief, this study showed that the 2-drug combination outperformed PLD monotherapy with tumor growth inhibition. While anti-mouse CD8α can rescue the drug effects from the 2-drug combination significantly. This result further suggested that anti-tumor immunity is critical to the combination benefit of PLD and IN10018 (Fig. 5M-R).

We attempted to demonstrate the anti-tumor vaccination potency of the regimen through a CT26 tumor rechallenge study. Here, doxorubicin was used for the cell assays in vitro. Briefly, we treated the CT26 cells with DMSO, 300 nM doxorubicin, and the combination of 300 nM doxorubicin and 3 μM IN10018 for 16 h in vitro. The cells were collected and instantly frozen with liquid nitrogen, then quickly thawed using 37 ℃ ultrapure water. In total, three cycles of freezing and thawing were performed to inactivate the cancer cells. The inactivated cells were then implanted into the right flanks of mice for immunization. Seven days later, living CT26 cells were implanted into the left flanks of the mice for tumor rechallenging. The tumor growth latency status represented the immunization potency of each therapy. Our results revealed that pre-inoculation with the combined regimen-treated CT26 cells had prolonged growth delay of the rechallenged CT26 tumors versus doxorubicin monotherapy (Supplementary Fig. 9G-K). These data served as a cross-validation of the ICD potency induced by the combined regimen in vivo.

### Targeting of FAK in combination with PLD induces ICD in vivo and sequentially stimulates antitumor immunity

After the CT26 animal study with immune-competent mice (Fig. 5G-H), tumor samples were collected to identify the exposure pattern of ICD molecules. Clearly, enrichment of cell apoptosis biomarkers, including cleaved caspase-3, ICD biomarkers calreticulin, and HMGB1 can be significantly exposed by the combination treatment compared to either monotherapy (Fig. 6A-C and Supplementary Fig. 9A-C), suggesting that ICD can be enhanced by IN10018 in combination with PLD in vivo. In addition, we also confirmed that FAK inhibition by IN10018 can reduce the enhanced NF-κB signaling previously induced by PLD in the testing with these tumors (Supplementary Fig. 9F).

**Fig. 6:**
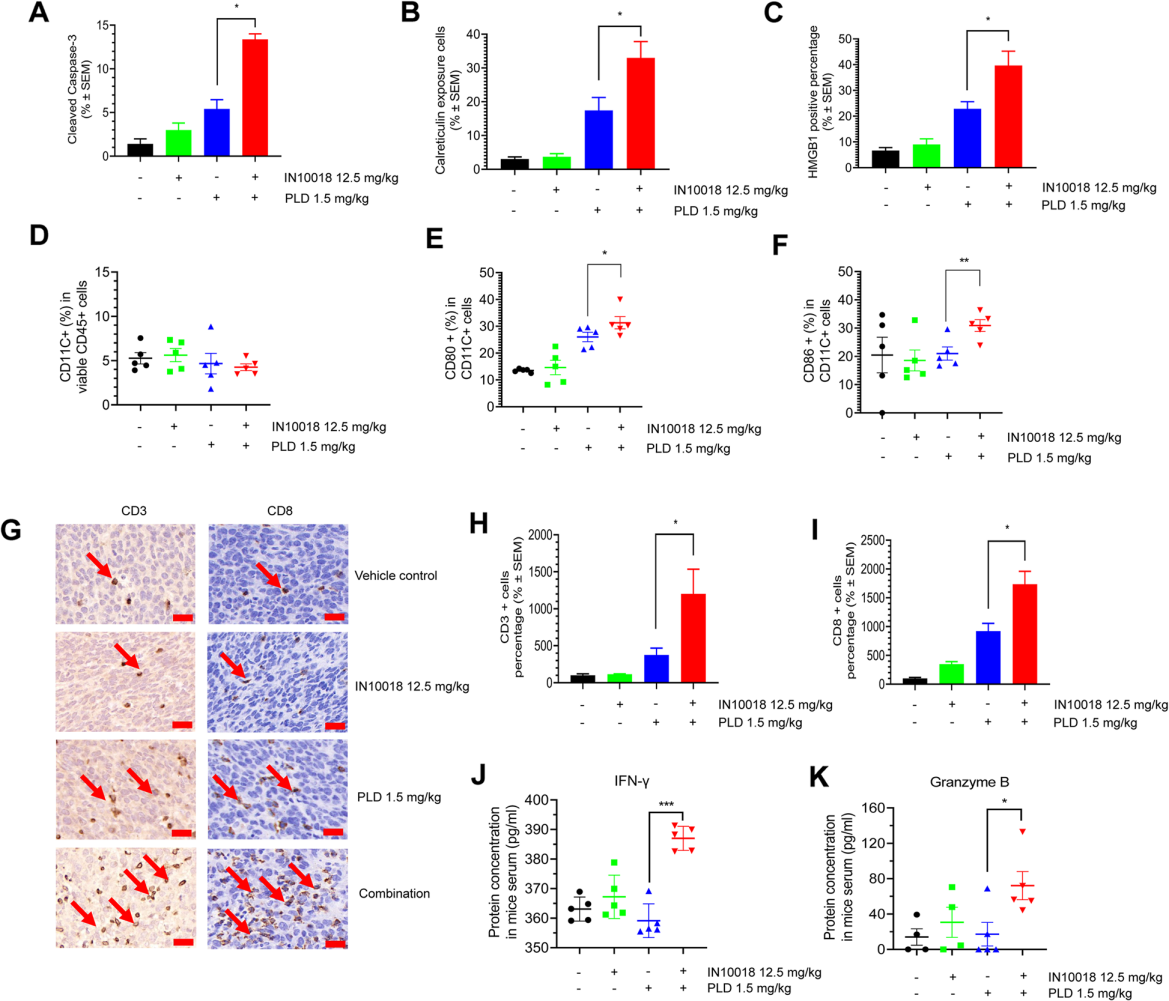
Targeting FAK in combination with PLD induces ICD in vivo and sequentially stimulates antitumor immunity. (**A**-**C**) The IHC and IF staining for tumors in the CT26 model generated in BALB/c mice from the efficacy study. Cleaved caspase-3 was stained in the tumors using IHC. Calreticulin and HMGB1 were stained using IF (*n* = 3 per group). **D-F** The DCs maturation analysis of the tumors from CT26 models treated for seven days. Flow cytometry was used for the detection (n ≥ 4 per group). **G-I** The IHC staining of CD3 and CD8 for the tumors from CT26 efficacy study in BALB/c mice. Representative staining images are shown (Scale bar = 20 μm) (G) (n ≥ 3). Arrows indicate the positive staining cells. **J-K** Serum levels of IFNγ and Granzyme B from the CT26 mice treated with drugs for seven days. The serum was extracted from whole blood for ELISA analysis of different biomarkers (n ≥ 4 per group). In all the experiments above, the positive signal percentages were assessed using ImageJ, and the data were prepared by GraphPad Prism 8.0. Data represent mean ± SEM. Statistical analysis was done using the unpaired student's T-test. *P < 0.05, **P < 0.01, and ***P < 0.001

The in vivo DCs maturation potency upon the treatment with the combination of PLD and IN10018 was evaluated with the CT26 model generated in BALB/c mice. The tested tumor-taking mice were treated with vehicle control, 12.5 mg/kg IN10018, 1.5 mg/kg PLD, and the 2-drug combination, respectively for seven days. Thereafter, the tumors were collected and processed for further flow cytometric analysis. The DCs population was determined by positive staining of CD45 and CD11C. CD80 and CD86 served as biomarkers of matured DCs. This test demonstrated that an increase in matured DCs appeared within tumors after combined therapy compared to other treatments (Fig. 6D-F and Supplementary Fig. 9L). The in vivo DCs maturation tests confirmed that FAK inhibition in combination with PLD is capable of increasing DCs maturation. Besides, we also found that the combination regimen can increase the percentage of M1 macrophages compared to the other treated groups, suggesting that the regimen is also able to regulate the macrophages other than DCs (Supplementary Fig. 9L-N). The similar trends regarding DCs maturation and immunoregulation were observed in a test with 4T1 model which was established on BALB/c mice (Supplementary Fig. 10A-I).

We conducted IHC staining for the tumor-infiltrating lymphocytes with tumor samples from our CT26 efficacy study in BALB/c mice. CD3 is a T cell-specific biomarker, and CD8 is the biomarker for cytotoxic T cells [48]. Consistent with our ICD and DCs maturation results, the data illustrated that levels of CD3- and CD8-positive cells could be increased sharply by the cotreatment of IN10018 and PLD as opposed to either monotherapy (Fig. 6G-I, Supplementary Fig. 9D-E). We also examined the serum from these animals seven days after the start of treatment. ELISA data illustrated that the combination group had significantly increased serum levels of IFNγ and Granzyme B compared to those treated with PLD alone (Fig. 6J-K). This served as another piece of evidence for enhanced antitumor immunity conferred by the doublet regimen.

### The doublet regimen containing FAK inhibition and PLD enhances the treatment outcome of ICB in mice models

FAK inhibition was shown to enhance the antitumor effects of immune checkpoint inhibition [14]. Previously, we worked with numerous syngeneic models for evaluating the inhibition efficacy of IN10018 and PD-1/PD-L1. However, our results from these experiments indicated that slight to moderate enhancement of PD-1/PD-L1 antitumor effects can be exerted by FAK inhibition (Supplementary Fig. 11A-F). To optimize the treatment outcome, we explored alternative strategies. As ICD induced by doxorubicin or PLD can be enhanced by targeting of FAK, we are interested in examining whether the cotreatment of IN10018 and PLD can further strengthen the drug effects of ICB in vivo.

We tested a triple combination therapy including 12.5 mg/kg IN10018, 1.5 mg/kg PLD, and 2.5 mg/kg anti-mouse PD-L1 in a murine syngeneic model, CT26. Notably, the triple combination regimen exhibited the best antitumor effects compared to the other tested groups (Supplementary Fig. 8C). Mice tolerated treatment well during the dosing period and the extensive observation period (Supplementary Fig. 8D). The individual tumor growth data indicated that the monotherapies or 2-drug combination therapies did not sufficiently control the tumor growth, however, the triple combination group had no apparent tumor growth throughout the study (Supplementary Fig. 8E-H). Moreover, the triplet combination of another small molecule FAK inhibitor, defactinib, PLD, and anti-mouse PD-L1 showed optimal tumor growth inhibition in the CT26 model compared to the other treated groups. This indicated that the enhanced antitumor efficacy of the ICB is related to the targeted effects of FAK (Supplementary Fig. 11I-J).

Thereafter, we tested the triple combination regimen in an ovarian cancer syngeneic model, ID8-Luc. In general, the model was established with C57BL/6 mice by peritoneal injection of the cells. Fourteen days after this injection, the mice were randomized based on bioluminescence signals. When the study went to the late stage of the tumor growth, bioluminescence signals were not accurate partly due to the formation of ascites, so that we measured survival time for evaluating the disease progression instead. In brief, the treatment lasted for 28 days and mice were examined weekly until ascites formed (Fig. 7A). The survival curves determined from the time of ascites formation were drawn by each treatment. Interestingly, the triple combination group exhibited the longest ascites free time compared to the other groups (Fig. 7B). This difference in ascites formation time is statistically significant. Abdominal girth increments and body weight gain may also be used as proxy measurements for the tumor development in this model after the ascites formation. Consistently, the triple combination group exhibited the lowest body weight gain and abdominal girth increment among all treatment groups (Fig. 7C-D). In summary, the 3-drug combination of IN10018, PLD, and PD-1/PD-L1 blockade exerted outstanding antitumor effects compared to each monotherapy or 2-drug combination therapy, providing a possible clinical regimen to optimize the therapeutic response from immunotherapy. Ovarian cancer is considered to be a “cold” tumor type, which is characterized by the lack of TILs. In general, it does not respond well to ICB. Here, our data confirmed that the combination of PLD and IN10018 is capable of converting “cold” tumors to “hot” tumors, priming the tumor microenvironment for immunotherapies (Fig. 7E).

**Fig. 7:**
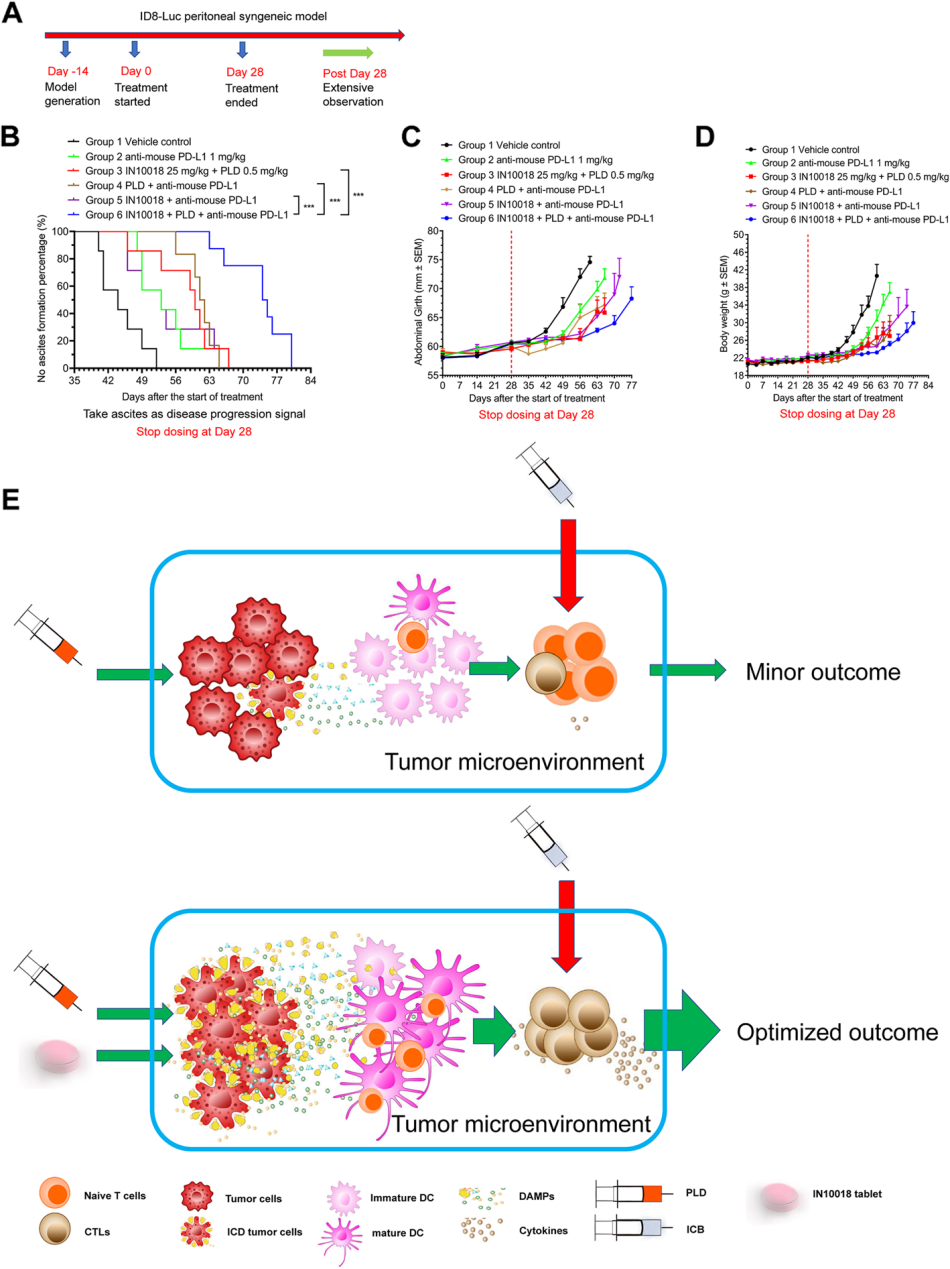
The doublet regimen of FAK inhibition and PLD enhances the treatment outcome of ICB. **A** The schedule for the ID8-Luc study. **B-D** The triple combination testing including IN10018, PLD, and anti-mouse PD-L1 in the treatment of ID8 Luc model. IN10018 were dosed through oral gavage once daily. PLD was dosed by teil vein injection once a week and anti-mouse PD-L1 was intraperitoneally administered twice a week. The dosing was stopped at day 28. The survival curves of no ascites formation rate were prepared using GraphPad Prism 8.0 software (B). The abdominal girth (C) and body weights (D) were recorded weekly. Data represent mean ± SEM. Statistical analysis was done using one-way ANOVA for the CT26 study. Log-rank test was performed for the ID8-Luc study. *P < 0.05, and ***P < 0.001. **E** Schematic model for the optimized anticancer effects of ICB boosted by the ICD from IN10018 plus PLD

A recent study reported that targeting of FAK may provide therapeutic benefits to another immune checkpoint, TIGIT inhibition [49]. We tested the triple combination treatment of IN10018, PLD, and anti-mouse TIGIT on the CT26 syngeneic model. Similar to the tests associated with PD-1/PD-L1 blockade, the TIGIT antibody-associated triple combination also exhibited the best antitumor effects compared to other treatment groups (Supplementary Fig. 11G-H). These data suggested that the ICD induced by cotreatment of IN10018 and PLD may serve as a pan-enhancer to the blockade of immune checkpoints.

## Discussion

FAK is frequently amplified and associated with disease development in different cancer types. However, our data and other reports suggested that monotherapy inhibiting FAK may not be sufficient to obtain effective anticancer responses [17, 19]. To fully realize the impact of FAK inhibitors, combining them with other therapeutic approaches was seen as an intriguing therapeutic avenue. In this study, FAK inhibition by IN10018 can exert the highest enhancement of cancer cell killing with doxorubicin amongst different series of chemotherapeutic drugs. The liposome formulation of doxorubicin, PLD is frequently used in the clinical treatment of ovarian cancer and other cancer types through its induction of instant, severe DNA damage. FAK signaling can protect cancer cells from DNA damage-related cytotoxicity through the upregulation of NF-κB signals [36], which subsequently activate the DNA repair system [18]. Targeting FAK may enhance antitumor effects from DNA damage inducers by disrupting the DNA repair process. Based on our data and hypothesis, we confirmed that combination therapy including the FAK inhibitor IN10018 and either PLD or doxorubicin outperformed monotherapies, eliciting improved antitumor effects both in vitro and in vivo*.* In the preclinical setting, we validated that IN10018 efficiently decreased the NF-κB signaling, enhancing DNA damage in combination with doxorubicin or PLD. These data suggested that the underlying biology is similar to previous reports [36]. Finally, a proof-of-concept clinical trial for investigation of the doublet regimen was performed in PROC beginning in 2020. On the cutoff date of 31 May 2022, the response data already demonstrated outstanding therapeutic effects (overall response rate (ORR) = 54.8%, disease control rate (DCR) = 88.1%) compared to the historical data from PLD treatment alone on platinum-refractory or resistant ovarian cancer patients [50, 51]. Outside of ovarian cancer, we also performed the experiments to show the synergistic anti-cancer effects between PLD and IN10018 for pancreatic cancer, colorectal cancer, head and neck cancer, triple negative breast cancer (TNBC), small cell lung cancer (SCLC) in preclinical settings. Further, this doublet regimen will also be explored clinically in TNBC and head and neck cancer, since PLD serves as standard of care in these two cancer types.

Intriguingly, the clinical data from ovarian cancer indicated that 10 of the enrolled patients showed response latency upon treatment with the tested regimen. Most patients exhibited persistent antitumor effects, and prolonged duration of response (DOR) compared to historical data from monotherapy using PLD [12]. These data support the hypothesis that the effectiveness of this regimen may be at least partially due to antitumor immunity [52, 53]. Aligning with this hypothesis, transcriptome profiling suggested that the combination of IN10018 and doxorubicin can kill cancer cells with enhanced ICD pathways and immunogenic signatures. This indicated that ICD may ultimately be involved in the treatment outcome.

ICD is a pattern of cell death in which the surface of stressed cancer cells is damaged, causing the leakage of DAMPs to the tumor microenvironment [54]. The DAMPs stimulate APCs presenting tumor-specific antigens to innate T cells, activating more CTLs for long-term antitumor effects [55]. PLD and its active ingredient, doxorubicin are certainly ICD inducers. The former has already been evaluated on PD-1/PD-L1 blockade and exhibited good antitumor effects in preclinical and clinical settings [9, 56]. Targeting of FAK was also demonstrated effective in increasing antitumor immunity and exerting increased efficacy to ICB [14, 57]. In alignment with emerging evidence, we confirmed that heightened levels of DAMPs could be released by cancer cells under treatment with IN10018 in combination with either doxorubicin or PLD as opposed to monotherapies. Furthermore, the increased ICD is sufficient to improve the maturation of DCs and the infiltration of CTLs in tumors. The animal models generated in immune-proficient versus immune-deficient mice responded to the cotreatment of IN10018 and PLD much better, mechanistically conferring a clear interpretation of the clinical outcome.

FAK operates as a multi-featured chaperone in regulating critical processes during cancer development, including antitumor immunity, cancer cell stemness, epithelial-mesenchymal transition, and the tumor microenvironment [19, 58]. Concomitant targeting of FAK and immune checkpoints is known to exert synergistic antitumor effects by activating antitumor immunity [57, 59] and remodeling the immunosuppressive microenvironment [14]. These characteristics of FAK led us to evaluate the drug combination efficacy including IN10018 and PD-1/PD-L1 inhibition. Unexpectedly, multiple animal studies have revealed that outcomes of the combined treatment are severely limited. Another FAK inhibitor, defactinib has been employed in combination with the PD-1 antibody pembrolizumab in a clinical trial beginning in 2016 targeting advanced solid malignancies. This project was closed without data publication, yet recently, a study testing a triple combination of defactinib, gemcitabine, and pembrolizumab has published preliminary clinical data [60]. The emerging evidence suggested that targeting FAK alone may not be sufficient to optimize the antitumor efficacy of ICB. Coincidentally, the cotreatment of PLD with PD-1 blockade in ovarian cancer patients has already been assessed clinically. Although the efficacy is much more refined compared to PD-1 inhibition or PLD alone, the ORR is approximately 25%, indicating that this regimen still has room to be optimized [24].

A recent report indicated that FAK inhibition could eliminate cancer-associated fibroblasts (CAFs) which are responsible for the suppression of antitumor immunity, thereby increasing the antitumor effect of radiotherapy. This report further tested a triplet combination of FAK inhibitor, radiotherapy, and PD-1 antibody and uncovered that antitumor effects were enhanced significantly compared to the other tested treatments [61]. In our setting, as ICD induction can be significantly enhanced by IN10018 and either doxorubicin or PLD, we carefully tested triplet therapy including FAK inhibition, PLD, and ICB to see if it was capable of further enhancing the antitumor effects safely and effectively. The in vivo experiments utilizing PD-L1 or TIGIT blockade with CT26 and ID8-Luc animal models confirmed our hypothesis as the triplet regimen exhibited prolonged and refined antitumor effects. The encouraging results from preclinical tests warrant a further validation clinical trial for the triple combination of IN10018, PLD, and ICB.

In summary, we experimentally confirmed that FAK inhibition by IN10018 can enhance the ICD induced by PLD, further amplifying the antitumor effects of ICB. We expect to provide a safe and effective triplet regimen for the clinical treatment of ovarian cancer and other cancer types.

## Methods

### Cell lines and reagents

The cancer cell lines A2780, SK-OV-3, PA-1, TOV21G, TOV112D, OVCAR3, MDA-MB-231, MC38, 4T1, CT26, SCC-9, B16-F10, and MDAH-2774 were acquired from ATCC. The Kuramochi, A1847, SNU251, COV362, ID8, and Pan02 cell lines were from Cobier. The ID8-Luc cell line was from Pharmalegacy. The mouse KPC cell line was purchased from Modelorg. The mouse KPL cell line was a gift from Ji et al. [62]. All cells were maintained in RPMI1640 or DMEM (Basalmedia) supplemented with 10% fetal bovine serum (FBS) (Gibco). IN10018 was provided by InxMed. The chemotherapeutic drugs used for screening were purchased from Medchemexpress. Doxorubicin and defactinib were purchased from SuperLan-chem, and PLD for animal studies was from Jingyuan. FAK siRNA was synthesized by Genepharma, and the sequence is listed in the Supplementary Table 3. The antibodies used in the study are listed in Supplementary Table 4.

### Anti-mouse TIGIT production

The anti-mouse TIGIT (10A7 clone) for in vivo testing was generated in house. In brief, the CHO cells were transiently transfected to express the anti-mouse TIGIT. The sequence of generated antibody was from patent US20090258013A1 and is shown in Supplementary Table 3.

### Cell viability assay

Cell viability was evaluated with CCK8 reagent (Cellorlab). Briefly, cells were dispensed into 96 well plates. After the cells attached to the well surface, the agents were administered to each well. The cells were treated for 72 h. 10 μL of CCK8 reagent was then added to each well. The cells were incubated with CCK8 for another 2 to 4 h at 37℃. Finally, the signal at 450 nm was recorded using a plate reader (Molecular devices). The cell viability fraction based on signal readout was analyzed and calculated by GraphPad Prism 8.0.

### Chemotherapeutic drug screening

Human ovarian cancer cell lines A2780, SK-OV-3, the mouse colorectal cancer cell line CT26, and the mouse pancreatic cancer cell line KPC were used in drug screening. The drug pool contained 21 conventional chemotherapeutic drugs. In brief, the drugs were diluted with DMSO-containing medium to different indicated concentrations, then added to each well of the 96 well plates. The cells were added to the wells with or without 3 μM IN10018 and maintained in a cell incubator for 72 h. The cell plates were then moved out of the incubator, and the CCK8 reagent was used to evaluate cell viability. Finally, the log IC50 values of chemotherapy alone (x-axis) or combined with IN10018 (y-axis) were placed in a graph to illustrate the cell-killing preference of different regimens.

### Immunofluorescence assay

4% paraformaldehyde (Beyotime) was used to fix the cells. Cells were then incubated with 0.1% Triton X (Sigma-Aldrich) for permeation. 3% BSA (Sangon) was used for 1 h to block the cells at RT. The primary antibody was added to the cells for 2 h at RT. The cells were then supplemented with Hoechst33342 (Cell Signaling Technology) and a secondary antibody with fluorescence (Cell Signaling Technology) for 1 h at RT. The cell-containing slides were sealed using the fluorescence mounting medium (Beyotime). Images were taken using an Olympus U-HGLGPS microscope. Statistical analyses were performed using ImageJ and GraphPad Prism 8.0.

### Flow cytometry

Cells were placed into 6 well plates and treated with test articles for a determined length of time. The cells were then collected in a tube for flow cytometry. Fluorescence-labeled antibodies were added to the cells for 30 min. Staining intensities were recorded and analyzed by FACSCanto II flow cytometry (BD Bioscience). The results were analyzed using Flowjo 10.0.

### Westernblot

Protein samples were collected from cell culture or tumor tissues using RIPA lysis buffer (Rockland). A BCA kit from Thermos Fisher Scientific was used for the quantitation of protein level. The protein lysis buffer was mixed with 4 × laemmli blue loading buffer (Bio-Rad) and boiled at 95℃ for 15 min. A 12% SDS-PAGE gel was used for resolving the protein by molecular weights. A nitrocellulose membrane (Bio-Rad) was used for protein transfer. After transferring, the samples were incubated with primary antibodies overnight at 4℃. On the second day, the samples were incubated with HRP-labeled secondary antibodies for 1 h at RT. A ChemiDoc MP (Bio-Rad) was used for membrane exposure after excitation with the ECL reagent (Epizyme biomedical).

### Apoptosis assay

After drug treatment, cells were fixed and stained with annexin V/propidium iodide (PI) kit (Beyotime). The experiment was conducted as described by the protocol. After staining, the cells were transferred for flow cytometry to detect apoptosis. Annexin V positive/PI negative cohort represents early apoptotic cells, and the annexin V positive/PI positive cohort represents late apoptotic cells.

### ATP detection assay

The extracellular ATP was evaluated using an ATP detection kit from Beyotime. A standard curve of ATP was drawn with different ATP concentrations. The cell culture medium was collected and used as samples. The ATP detection reagent was added to the samples, and the luminescence readout was recorded using a plate reader (Molecular devices).

### siRNA transfection

Cells were transfected with siRNAs using lipofectamine 3000 reagent (Thermo Fisher Scientific). Serum-free medium Opti-MEM (Gibco) was used to prepare siRNA-containing buffer and lipofectamine-containing buffer. The two fractions were mixed and incubated together for 20 min at RT. The mixture was then added dropwise to the cell culture. The biomarkers and phenotype changes were observed after transfection.

### In vitro test for DCs maturation

Bone marrow cells of 3 BALB/c mice were collected from the bone marrow of the tibia and femur. The cells were aspirated to obtain a cell suspension for further analysis. 10 ng/μL IL4 (Biolegend) and 10 ng/μL GM-CSF (Abcam) were added to the bone marrow-derived cells to promote the initial differentiation of DCs. The 4T1/CT26 cancer cells were treated with DMSO, 5 μM IN10018, 0.5 μM doxorubicin, and the drug combination for 72/48 h. Then, the treated 4T1/CT26 cells were washed with PBS three times and co-cultured with bone marrow-derived cells for extra 96/72 h. The cells were harvested for staining of the fluorescence antibodies of CD45, CD11C, CD80, CD86, CD40, and MHCII and were analyzed by flow cytometry to uncover the maturation rate of DCs.

### RNA-seq

Total RNA was extracted following the protocol of the RNA iso plus reagent (Takara). RNA integrity values were evaluated using an RNA 6000 nano kit on a 2100 bioanalyzer (Agilent). The cDNA libraries were prepared using the NEBNext Ultra Directional RNA Library Prep kit for Illumina (New England Biolabs). An Illumina Hiseq 2500 sequencer was selected for sequencing. Raw data were checked with FASTQC software and then processed with TopHat and Cuffdiff packages [63, 64]. Wiki pathway analysis was used to filter out the most significantly disrupted signaling by the treatment. The Heatmapper software package [65] was used to draw a heatmap of immunotherapy-related genes.

### Animal study

6- to 8-week-old mice were selected for model generation. In brief, for the cell line-derived xenograft (CDX) models, A2780 (1 × 10^7^), PA-1 (1 × 10^7^), TOV21G (5 × 10^6^), OVCAR3 (1 × 10^7^), TOV112D (2 × 10^6^), and SK-OV-3 (1 × 10^6^) were injected into the right flank of each mouse for model establishment. For the mouse syngeneic models, 3 × 10^5^ CT26 cells were injected into the right flank of each BALB/c mouse. 2 × 10^5^ 4T1 cells were used for model generation on BALB/c mice. 1 × 10^6^ of Pan02 cells and B16-F10 cells were inoculated into the right flank of each C57BL/6 mouse, respectively to generate mice models. 5 × 10^6^ ID8-Luc cells were injected into the peritoneal cavity of each C57BL/6 mouse to generate an ascites formation model. For the patient-derived xenograft (PDX) models, the seed tumors were sliced into pieces (around 30 mm^3^ for each) and implanted into the right flanks of the mice. The PDX models were established on nude mice. The solvent for IN10018 was 0.5% Natrosol 250 HX in distilled water. PLD, anti-mouse PD1, anti-mouse PD-L1, and anti-mouse TIGIT were prepared using 0.9% saline. The tumor volumes and body weight changes were recorded twice a week. Tumor volumes were measured by caliper and estimated with a formula of 0.5 × long diameter x short diameter^2^. Dosing began when the tumor volume reached 50–300 mm^3^ in the subcutaneous models. For the ID8-Luc peritoneal model, mice were randomized and recorded based on bioluminescence signals at day 14 after inoculation, abdominal girths were recorded for checking the formation of ascites. The CT26 tumors from BALB/c mice were collected for immunohistochemistry and westernblot. Serum from the mice was collected on day 7 for ELISA testing of chemokines, including IFN-γ and Granzyme B.

### Animal study approval

All animal studies were performed according to the protocols approved by the ethics committee of Shanghai Jiao Tong University School of Medicine (SJTU-SM) and conducted following the AAALAC guidelines. In detail, animal experiments with A2780, PA-1, TOV21G, OVCAR3, TOV112D and SK-OV-3, TOV21G, CT26, and 4T1 models were approved by the Institutional Animal Care and Use Committee (IACUC) of Boehringer-Ingelheim, Nanjing Yunqiao and Shanghai Sixin. The studies with PDX models of LD2-0032–200651, LD2-0032–200775, and LD1-0032–361282 were approved by the IACUC of Shanghai Lide. The study using the PDX model of HN-13–0286 was approved by the IACUC of Shanghai WuXi AppTec. The study using the PDX model of LU5164 was approved by the IACUC of Crownbio. The study using mouse syngeneic model B16-F10 was approved by the IACUC of Shanghai Modelorg. The study using mouse syngeneic model ID8-Luc was approved by the IACUC of Shanghai Pharmalegacy.

### Flow cytometry tests for the in vivo study

6- to 8-week-old BALB/c mice were selected for testing. The CT26/4T1 cells were prepared and inoculated to the right flanks of the mice. After tumor establishment, the animals were randomized into subgroups with different treatments. For the CT26 study, on day 7 after treatment startup, tumor samples were excised for DCs maturation analysis. The tumors were lysed into cell suspensions using a tumor dissociation kit (Miltenyi). The cell suspensions were stained using CD45, CD11B, CD11C, CD80, and CD86 fluorescence antibodies and was analyzed by flow cytometry to uncover the maturation rate of DCs and staining of macrophages. For the 4T1 study, on day 13 post the start of treatment the tumors were harvested and processed into cell suspensions. Then, CD45, CD3, CD4, CD8, CD25, FOXP3, CD11C, and CD80 of the samples were stained with fluorescence antibodies for detecting CD3 + T cells, CD4 + T cells, CD8 + T cells, Treg cells, DCs and DCs maturation, respectively.

### ELISA assay

The serum was separated from the whole blood of the mice. The serum IFN-γ and Granzyme B levels were measured using ELISA kits following manufacturer instructions. IFN-γ ELISA kit was purchased from Beyotime. The Granzyme B ELISA kit was supplied by Boster.

### CT26 rechallenging study

6- to 8-week-old BALB/c mice were selected for the rechallenging study. The CT26 cells were treated with DMSO, 300 nM doxorubicin, and the combination of 300 nM doxorubicin and 3 μM IN10018 for 16 h. Cells were then harvested and exposed to three cycles of freezing and thawing using liquid nitrogen and a 37℃ water bath. The processed cells were seeded into the right flanks of the mice. Seven days later, live CT26 cells were injected into the left flanks of the mice. Tumor sizes and taking rates were recorded for the evaluation of immunization potency.

### Pathological analysis

The tumor tissues of this study were harvested, fixed with 4% paraformaldehyde (Sigma-Aldrich), and prepared into formalin-fixed paraffin-embedded (FFPE) blocks. The pathology slides were stained with primary and secondary antibodies for Immunohistochemistry and immunofluorescence. to mark the region of interest. KF-PRO-120 scanner (KFBIO) was used to scan the pathology slides. Image J was used for the analysis of the scanned images.

### Clinical trial

The clinical trial was approved by Cancer Hospital Chinese Academy of Medical Sciences, Beijing, China. Written informed consent was obtained from all patients. The clinical trial ID of the combination treatment with PLD and IN10018 for PROC is NCT05551507. We updated the clinical readout here based on data on the cutoff date of 31 May 2022. In this study, we selected and analyzed the data from 10 patients who demonstrated SD at first imaging and gradually became PR throughout the trial. The protocol number for this clinical trial is IN10018-006. For the clinical trial, tumor sizes were assessed through computed tomography (CT) scanning or magnetic resonance imaging (MRI). The SD, PR, and PD were evaluated based on RECIST1.1 [34]. The graphs of tumor size variation, swimmer plot, and imagining data were prepared to present the treatment outcome. In the clinical trial, PLD was purchased from CSPC and IN10018 was supplied by InxMed.

### TCGA, MCLP, and CTRP data analysis

The copy number values of the *PTK2* gene across different cancer types, *PTK2* mRNA and protein levels, overall survival, and progression-free survival data from ATCC data collection were obtained from the cBioPortal website. The survival analysis for patients with “copy number values > 7” and “no copy number variance” was performed in GraphPad Prism 8.0. The expression levels of phospho FAK Y397 across different cancer cell lines were downloaded from the MCLP database. The cell viability data from drug screening with PF-573228 were downloaded from the CTRP database. These datasets were prepared and displayed by GraphPad Prism 8.0.

### Statistics

Each data point displayed is represented as Means ± SEM. Correlations between different parameters were analyzed using a slope coefficient test. The synergy effects for in vitro assays were represented by synergy scores evaluated through synergy finder 2.0 [66]. The statistical significance of differences between the tested groups was determined using an unpaired two-tailed Student’s *t-*test or one sample *t-*test. One-way ANOVA with Dunnett’s method was tested for comparisons of multiple groups. Log-rank analysis was performed to evaluate the significance between survival curves. Throughout the whole study, the statistical analyses were performed with GraphPad Prism 8.0 software. *P* values less than 0.05 were considered to be significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Supplementary Information

**Additional file 1:** **Supplementary Figure 1.** Phospho FAK Y397 levels, sensitivity to FAK inhibitor PF-573228 of different cancer cell lines, and drug screening results from CT26 and KPC cell lines. **Supplementary Figure 2.** IHC staining for FAK target in different ovarian cancer tumor tissues. **Supplementary Figure 3. **The antitumor benefits of the combination of FAK inhibition and doxorubicin/PLD. **Supplementary Figure 4. **The tumor images from No.4 patient. **Supplementary Figure 5.  **The synergistic analysis for the combination treatment with doxorubicin and FAK inhibitors in vitro. **Supplementary Figure 6. **The regulation of NF-κB and DNA damage signaling in part serves as the mechanism behind the drug combination effects of IN10018 and doxorubicin. **Supplementary Figure 7.** The representative images for the immunofluorescence staining of cancer cells treated with the combination of FAK inhibition/knockdown and doxorubicin. **Supplementary Figure 8.** The tumor images from the animal studies of CT26 model and the tumor growth inhibition for triple combination of PLD, IN10018, and PD-L1 blockade. **Supplementary Figure 9. **The IHC, IF staining, and westernblot for the tumors from the combination test with IN10018 and PLD on CT26 syngeneic model and the CT26 rechallenging tests. **Supplementary Figure 10. **The animal study data for the combination treatment of FAK inhibition and PLD in the treatment of 4T1 model. **Supplementary Figure 11. **The animal study data for the combination treatment of FAK inhibition, PLD, and immune checkpoint inhibition. **Supplementary Table 1. **The characteristics, treatments, and responses of the efficacy-evaluable patients in the clinical trial with dual regimen of PLD and IN10018 in the treatment of PROC. **Supplementary Table 2. **The AEs summary for the clinical trial. **Supplementary Table 3. **The sequences of FAK siRNA and anti-mouse TIGIT used in the study. **Supplementary Table 4. **The antibodies used in the study.

## Data Availability

The RNA-Seq data have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database under the accession code GSE233112. The TCGA data used in the manuscript can be downloaded from cBioPortal (https://www.cbioportal.org/). All the other data generated or analyzed during this study are included either in this article or in additional files.

# Supplementary material for: Targeting of focal adhesion kinase enhances the immunogenic cell death of PEGylated liposome doxorubicin to optimize therapeutic responses of immune checkpoint blockade
**Source:** J Exp Clin Cancer Res. 2024 Feb 19;43:51. doi: 10.1186/s13046-024-02974-4
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figure 1. Phospho FAK Y397 levels, sensitivity to FAK inhibitor PF-573228 of different cancer cell lines, and drug screening results from CT26 and KPC cell lines. Supplementary Figure 2. IHC staining for FAK target in different ovarian cancer tumor tissues. Supplementary Figure 3. The antitumor benefits of the combination of FAK inhibition and doxorubicin/PLD. Supplementary Figure 4. The tumor images from No.4 patient. Supplementary Figure 5. The synergistic analysis for the combination treatment with doxorubicin and FAK inhibitors in vitro. Supplementary Figure 6. The regulation of NF-κB and DNA damage signaling in part serves as the mechanism behind the drug combination effects of IN10018 and doxorubicin. Supplementary Figure 7. The representative images for the immunofluorescence staining of cancer cells treated with the combination of FAK inhibition/knockdown and doxorubicin. Supplementary Figure 8. The tumor images from the animal studies of CT26 model and the tumor growth inhibition for triple combination of PLD, IN10018, and PD-L1 blockade. Supplementary Figure 9. The IHC, IF staining, and westernblot for the tumors from the combination test with IN10018 and PLD on CT26 syngeneic model and the CT26 rechallenging tests. Supplementary Figure 10. The animal study data for the combination treatment of FAK inhibition and PLD in the treatment of 4T1 model. Supplementary Figure 11. The animal study data for the combination treatment of FAK inhibition, PLD, and immune checkpoint inhibition. Supplementary Table 1. The characteristics, treatments, and responses of the efficacy-evaluable patients in the clinical trial with dual regimen of PLD and IN10018 in the treatment of PROC. Supplementary Table 2. The AEs summary for the clinical trial. Supplementary Table 3. The sequences of FAK siRNA and anti-mouse TIGIT used in the study. Supplementary Table 4. The antibodies used in the study.

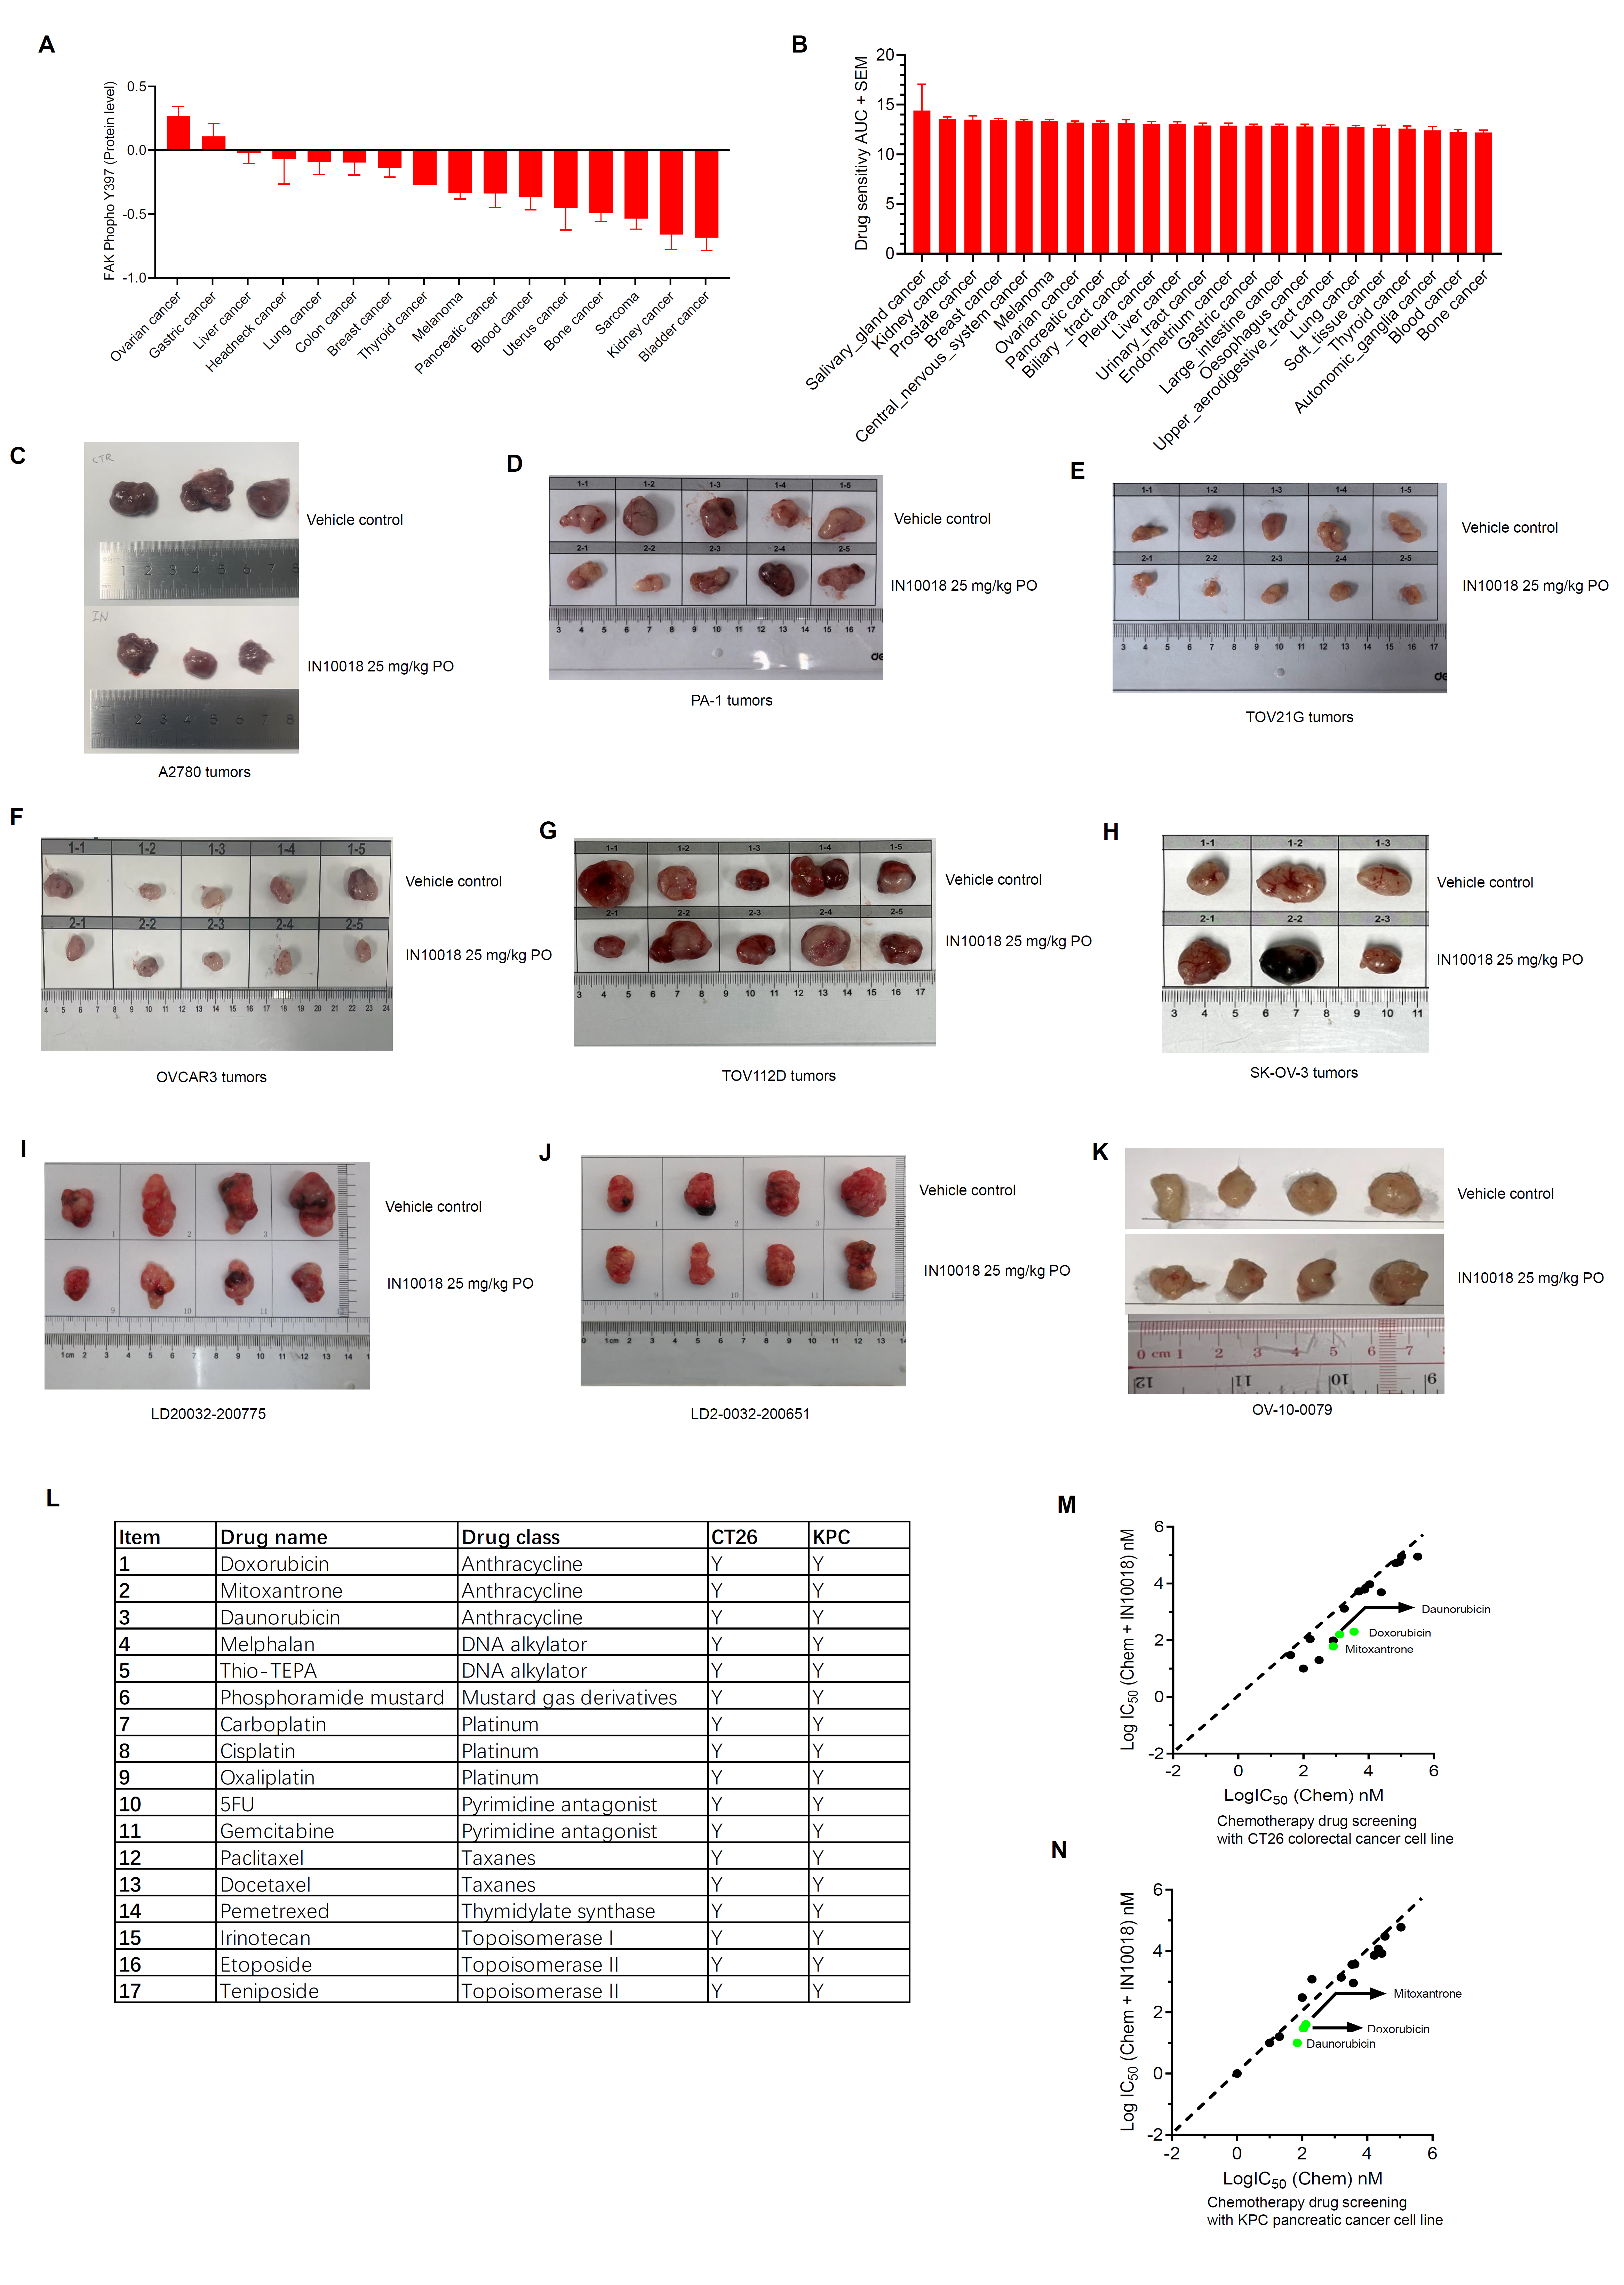

**Supplementary Figure 1:** Phospho FAK Y397 levels, sensitivity to FAK inhibitor PF-573228 of different cancer cell lines, and drug screening results from CT26 and KPC cell lines.

**(A)** Phospho FAK Y397 expression levels of different cancer cell lines from MCLP project. **(B)** The anti-cancer responses to FAK inhibitor PF-573228 of different cancer cell lines from the cancer therapeutics response portal. The drug sensitivity was shown by drug sensitivity AUC here. **(C-K)** The tumor images upon the completion of the animal studies for Fig. 1H. **(L)** The drug information of the screening assay with CT26 cells. **(M)** The results of the chemotherapeutic screening with CT26 cells. **(N)** The results of the chemotherapeutic screening with KPC cells.

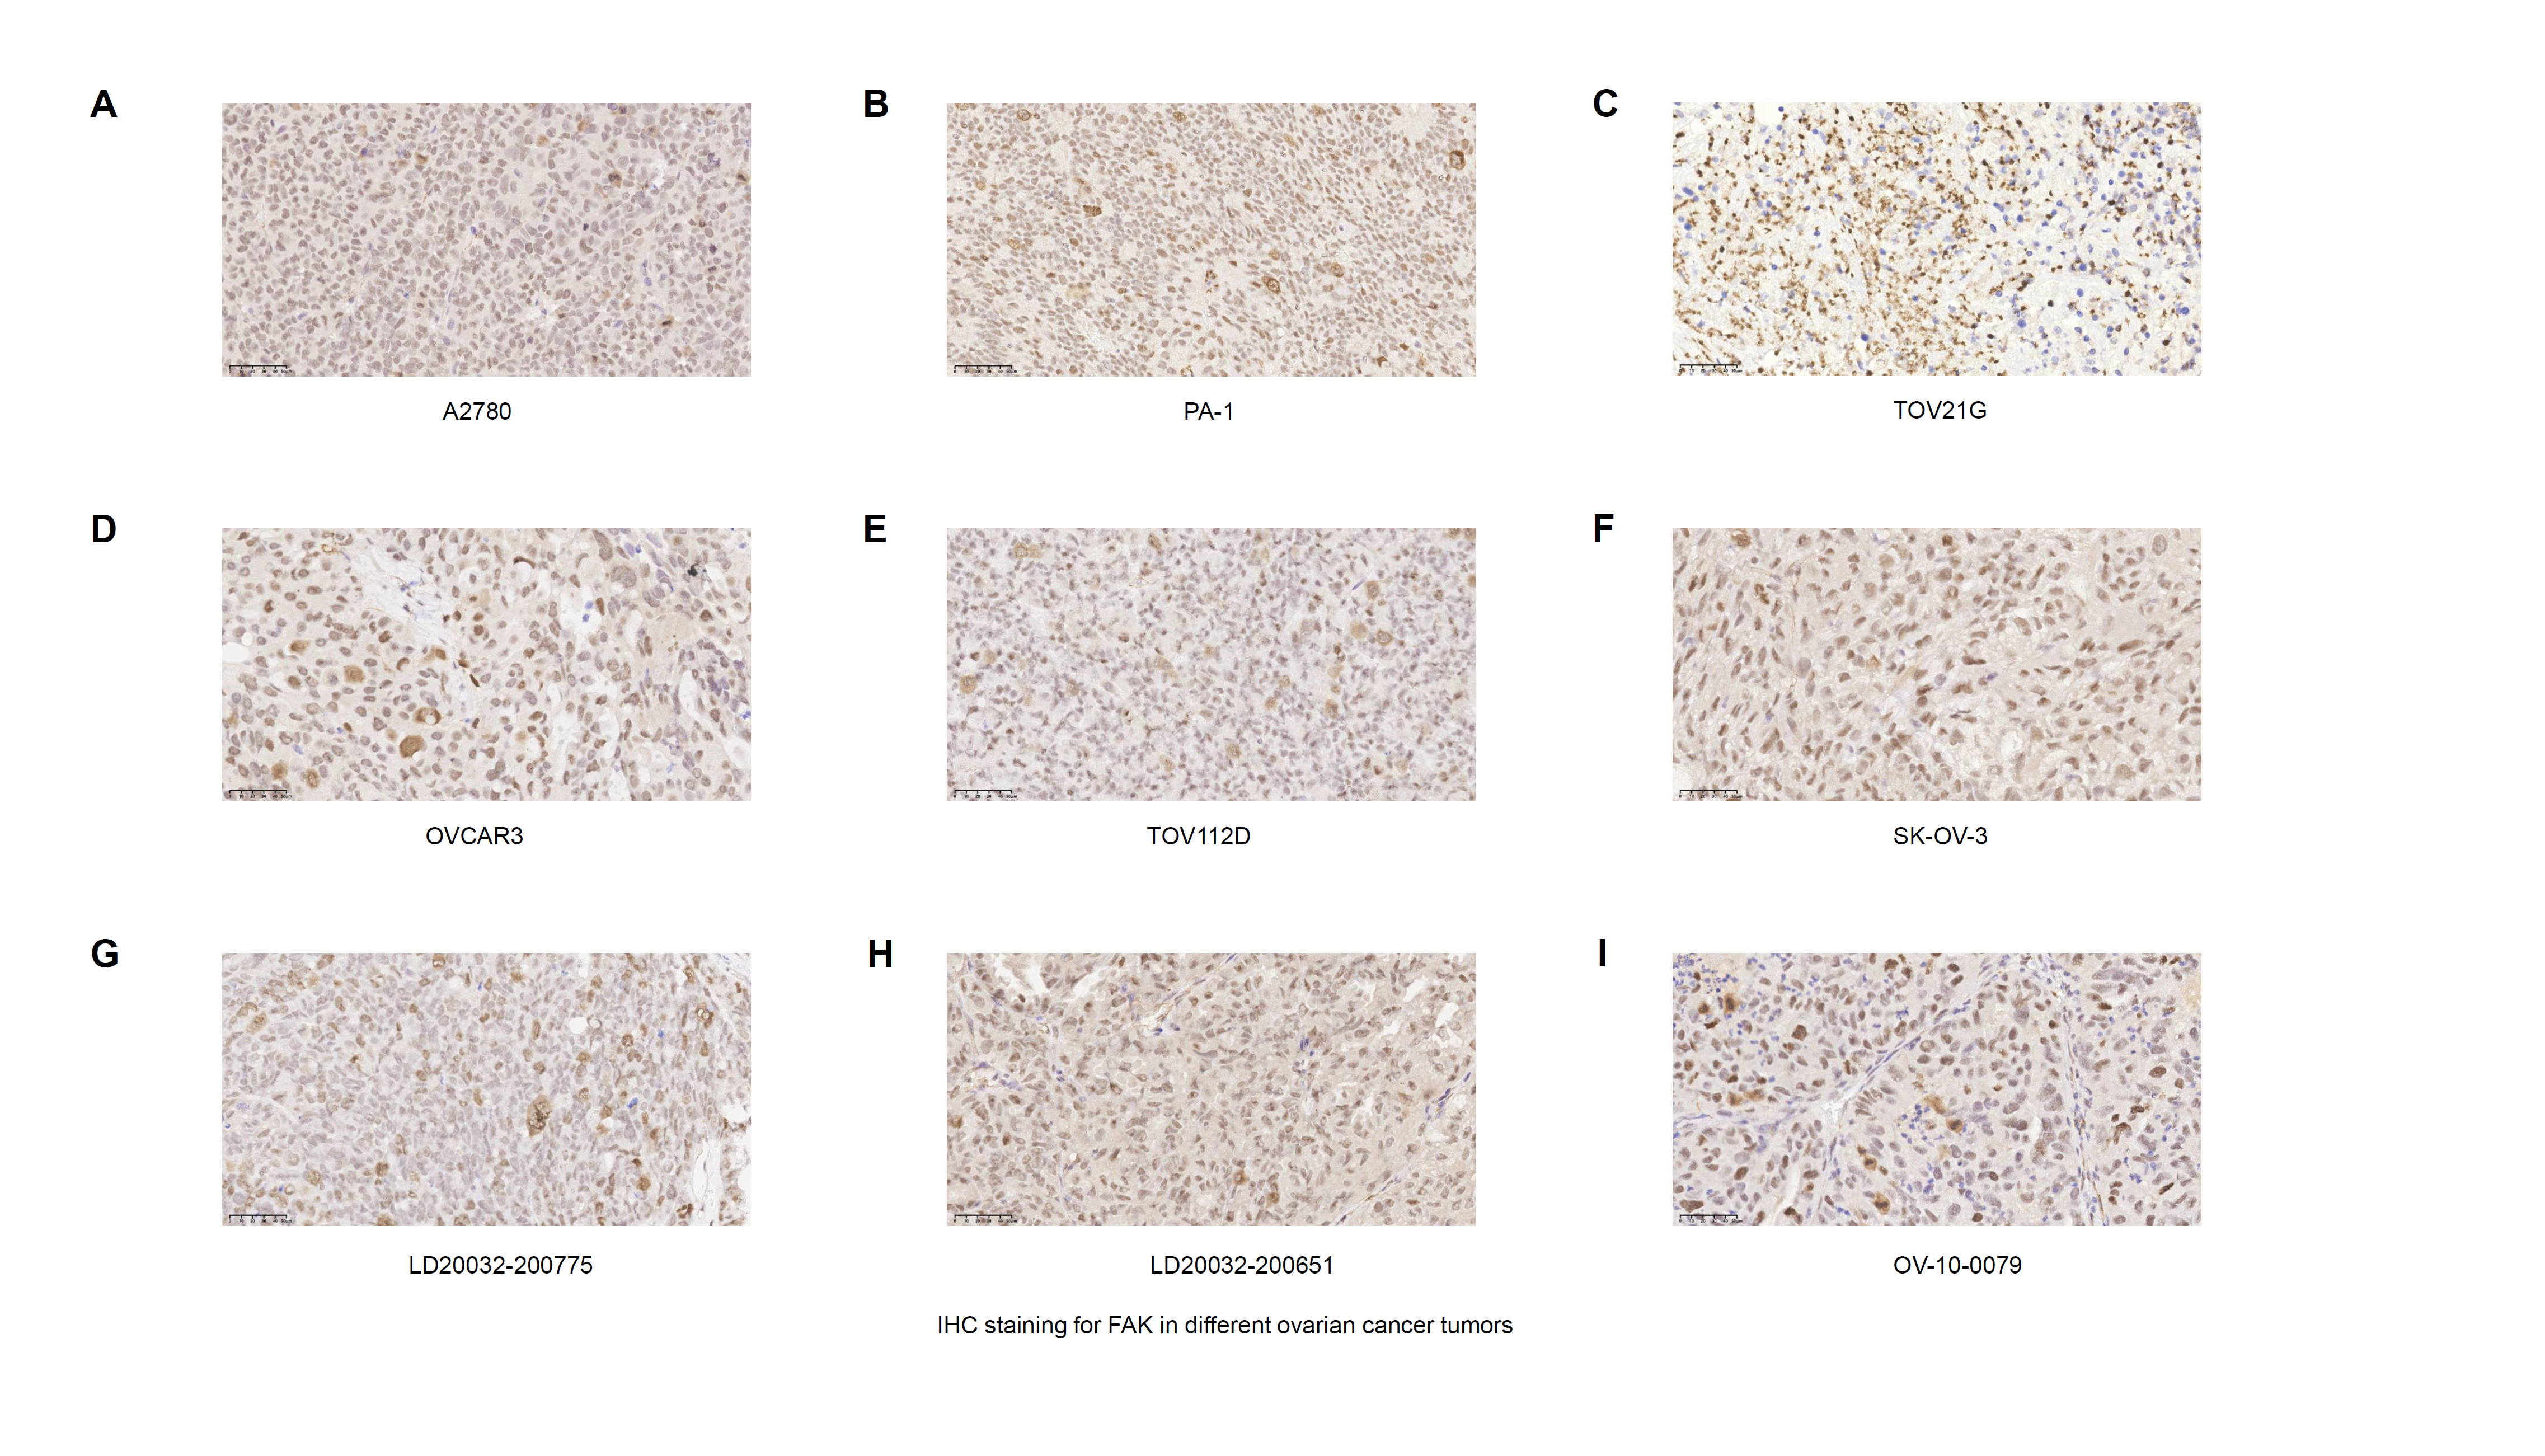

**Supplementary Figure 2:** IHC staining for FAK target in different ovarian cancer tumor tissues.

**(A-I)** The IHC staining images for FAK targets of the ovarian cancer tumor tissues from Fig. 1H.

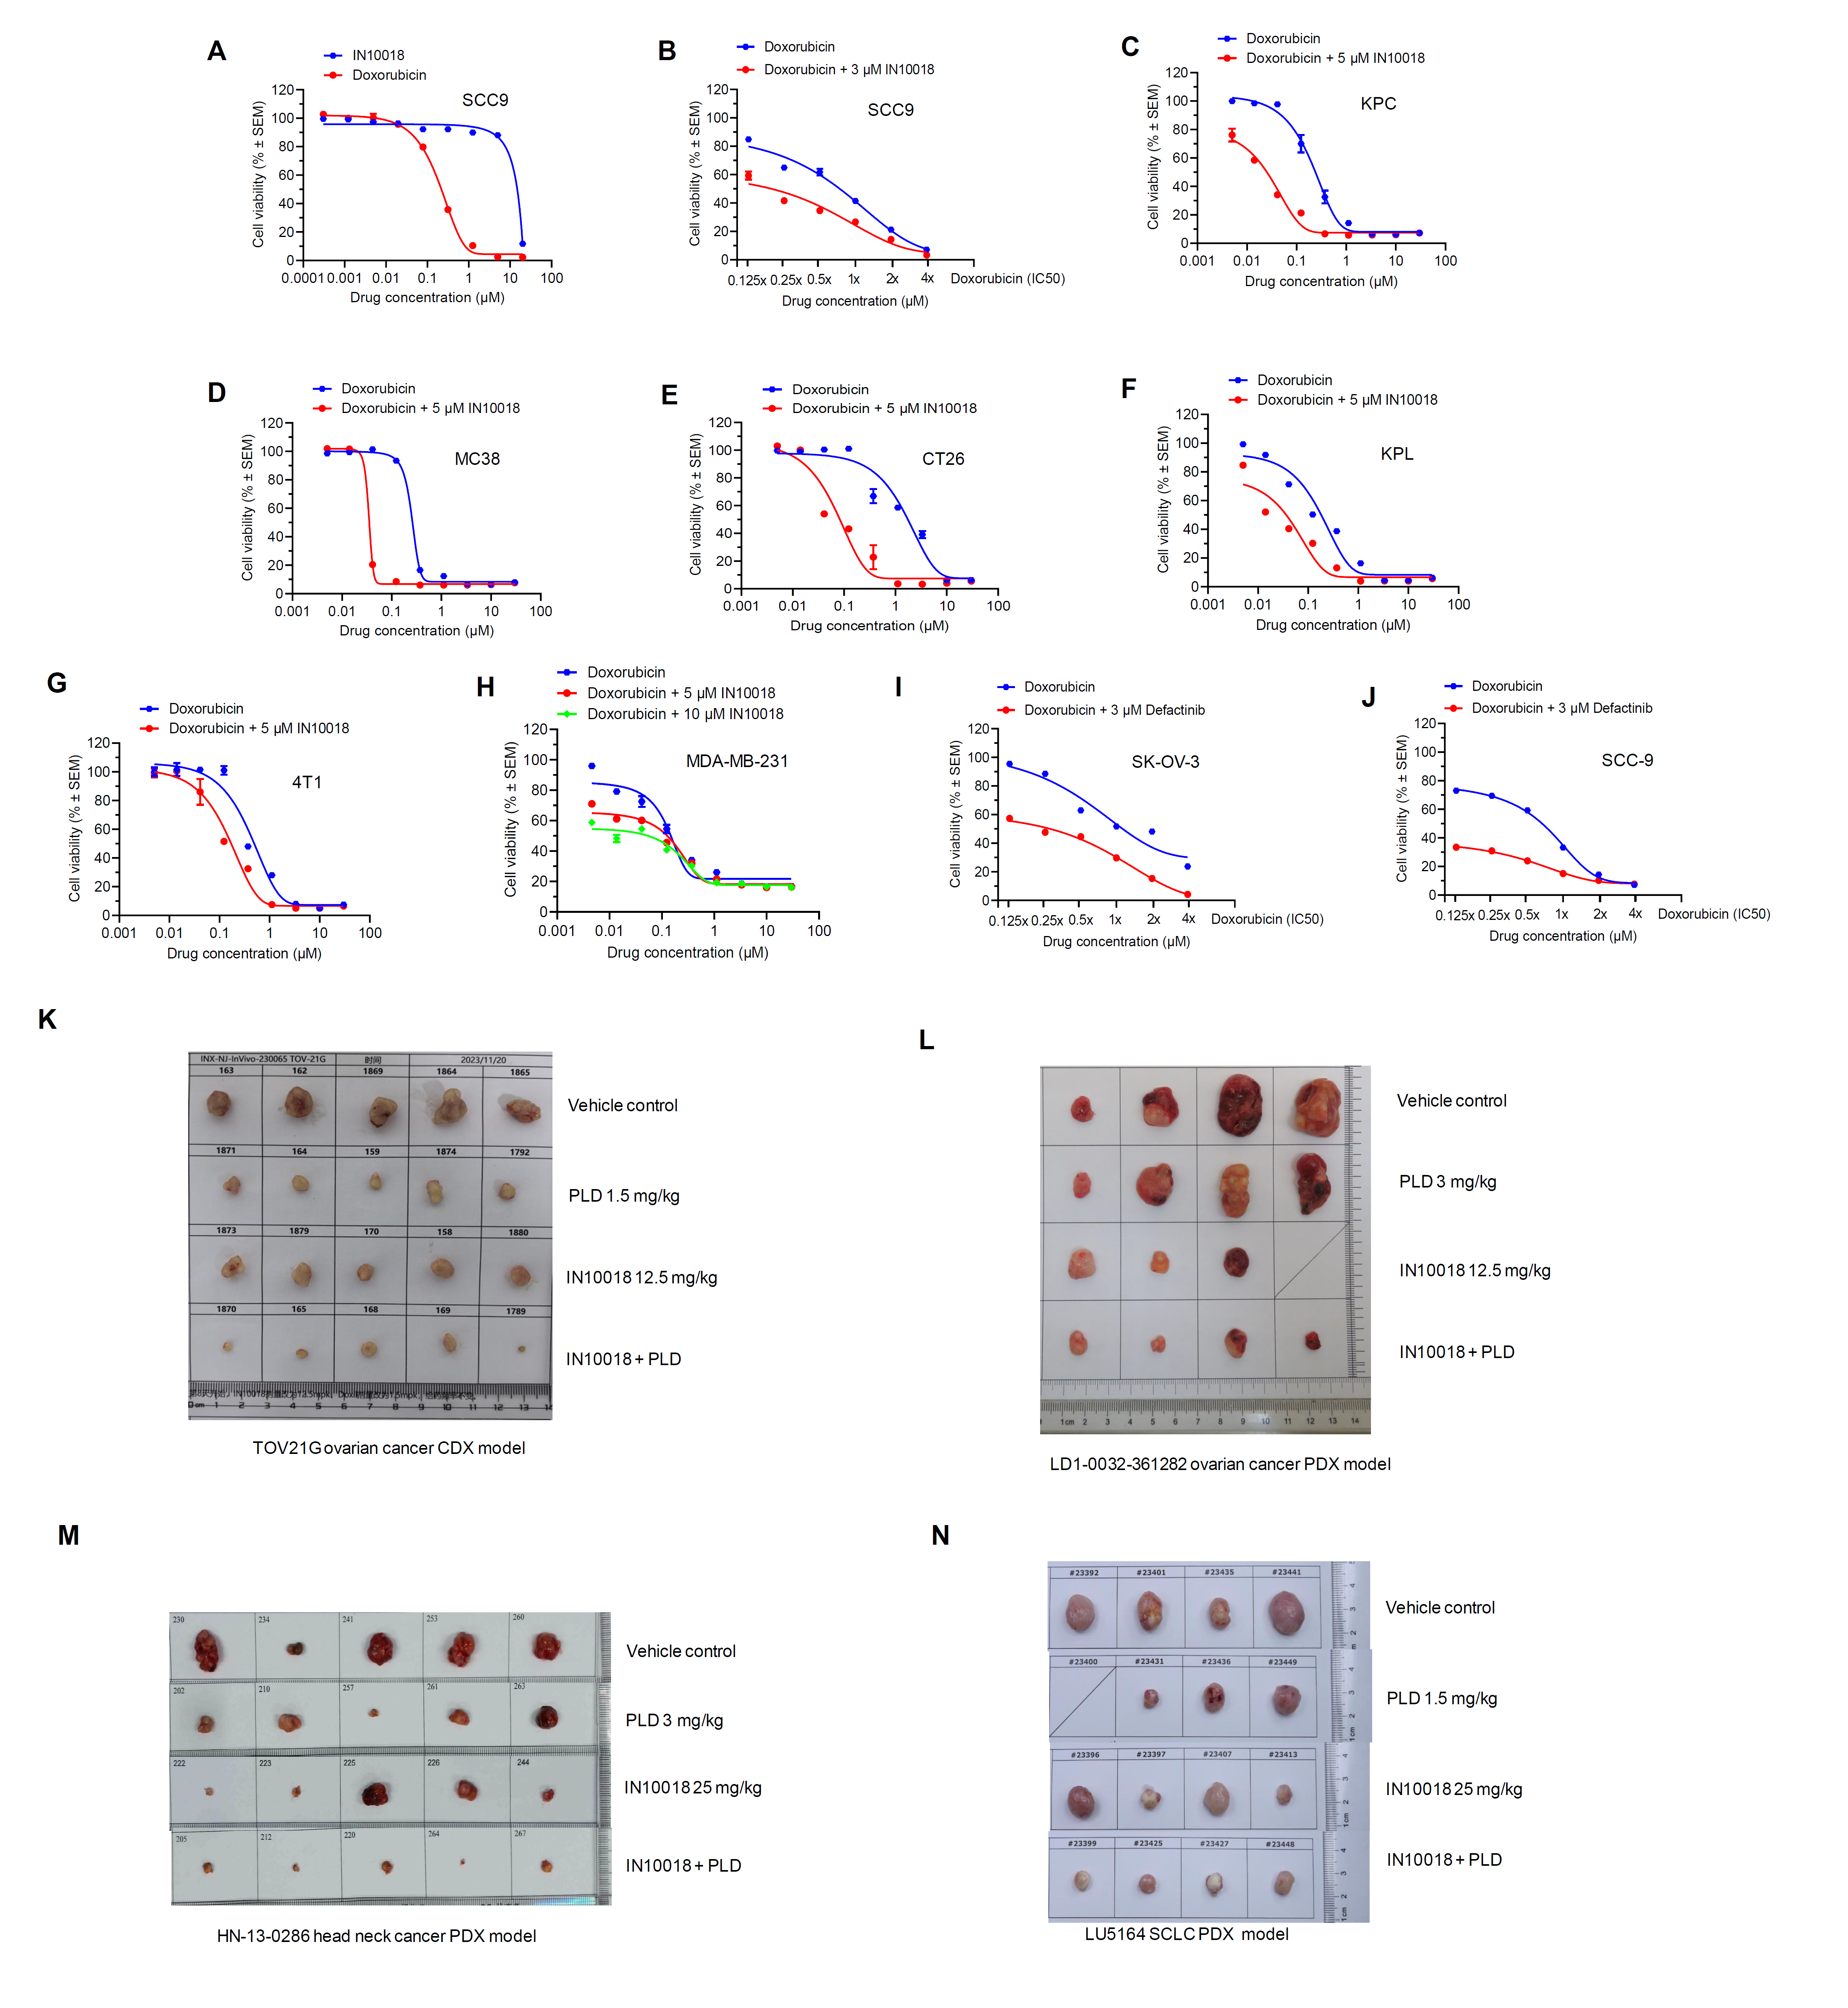

**Supplementary Figure 3:** The antitumor benefits of the combination of FAK inhibition and doxorubicin/PLD.

**(A-H)** The cell viability assay for testing IN10018 in combination with doxorubicin with human head and neck cancer cell line SCC-9, mouse pancreatic cancer cell line KPC, mouse colorectal cancer cell line MC38 and CT26, mouse non-small cell lung cancer cell line KPL, mouse breast cancer cell line 4T1 and human breast cancer cell line MDA-MB-231. The cells were treated with doxorubicin in combination with 3 μM or 5 μM IN10018 (n = 3 per point). **(I-J)** The cell viability tests for the combination of defactinib and doxorubicin on SK-OV-3 and SCC-9 cell lines. The cells were treated with doxorubicin in combination with 3 μM defactinib (n = 3 per point). **(K-N)** The tumor images taken in the end of the studies with 2 ovarian cancer animal models TOV21G (CDX), LD1-0032-361282 (PDX), 1 head and neck cancer PDX model HN-13-0286, and 1 small cell lung cancer PDX model LU5164. Data represent mean ± SEM.

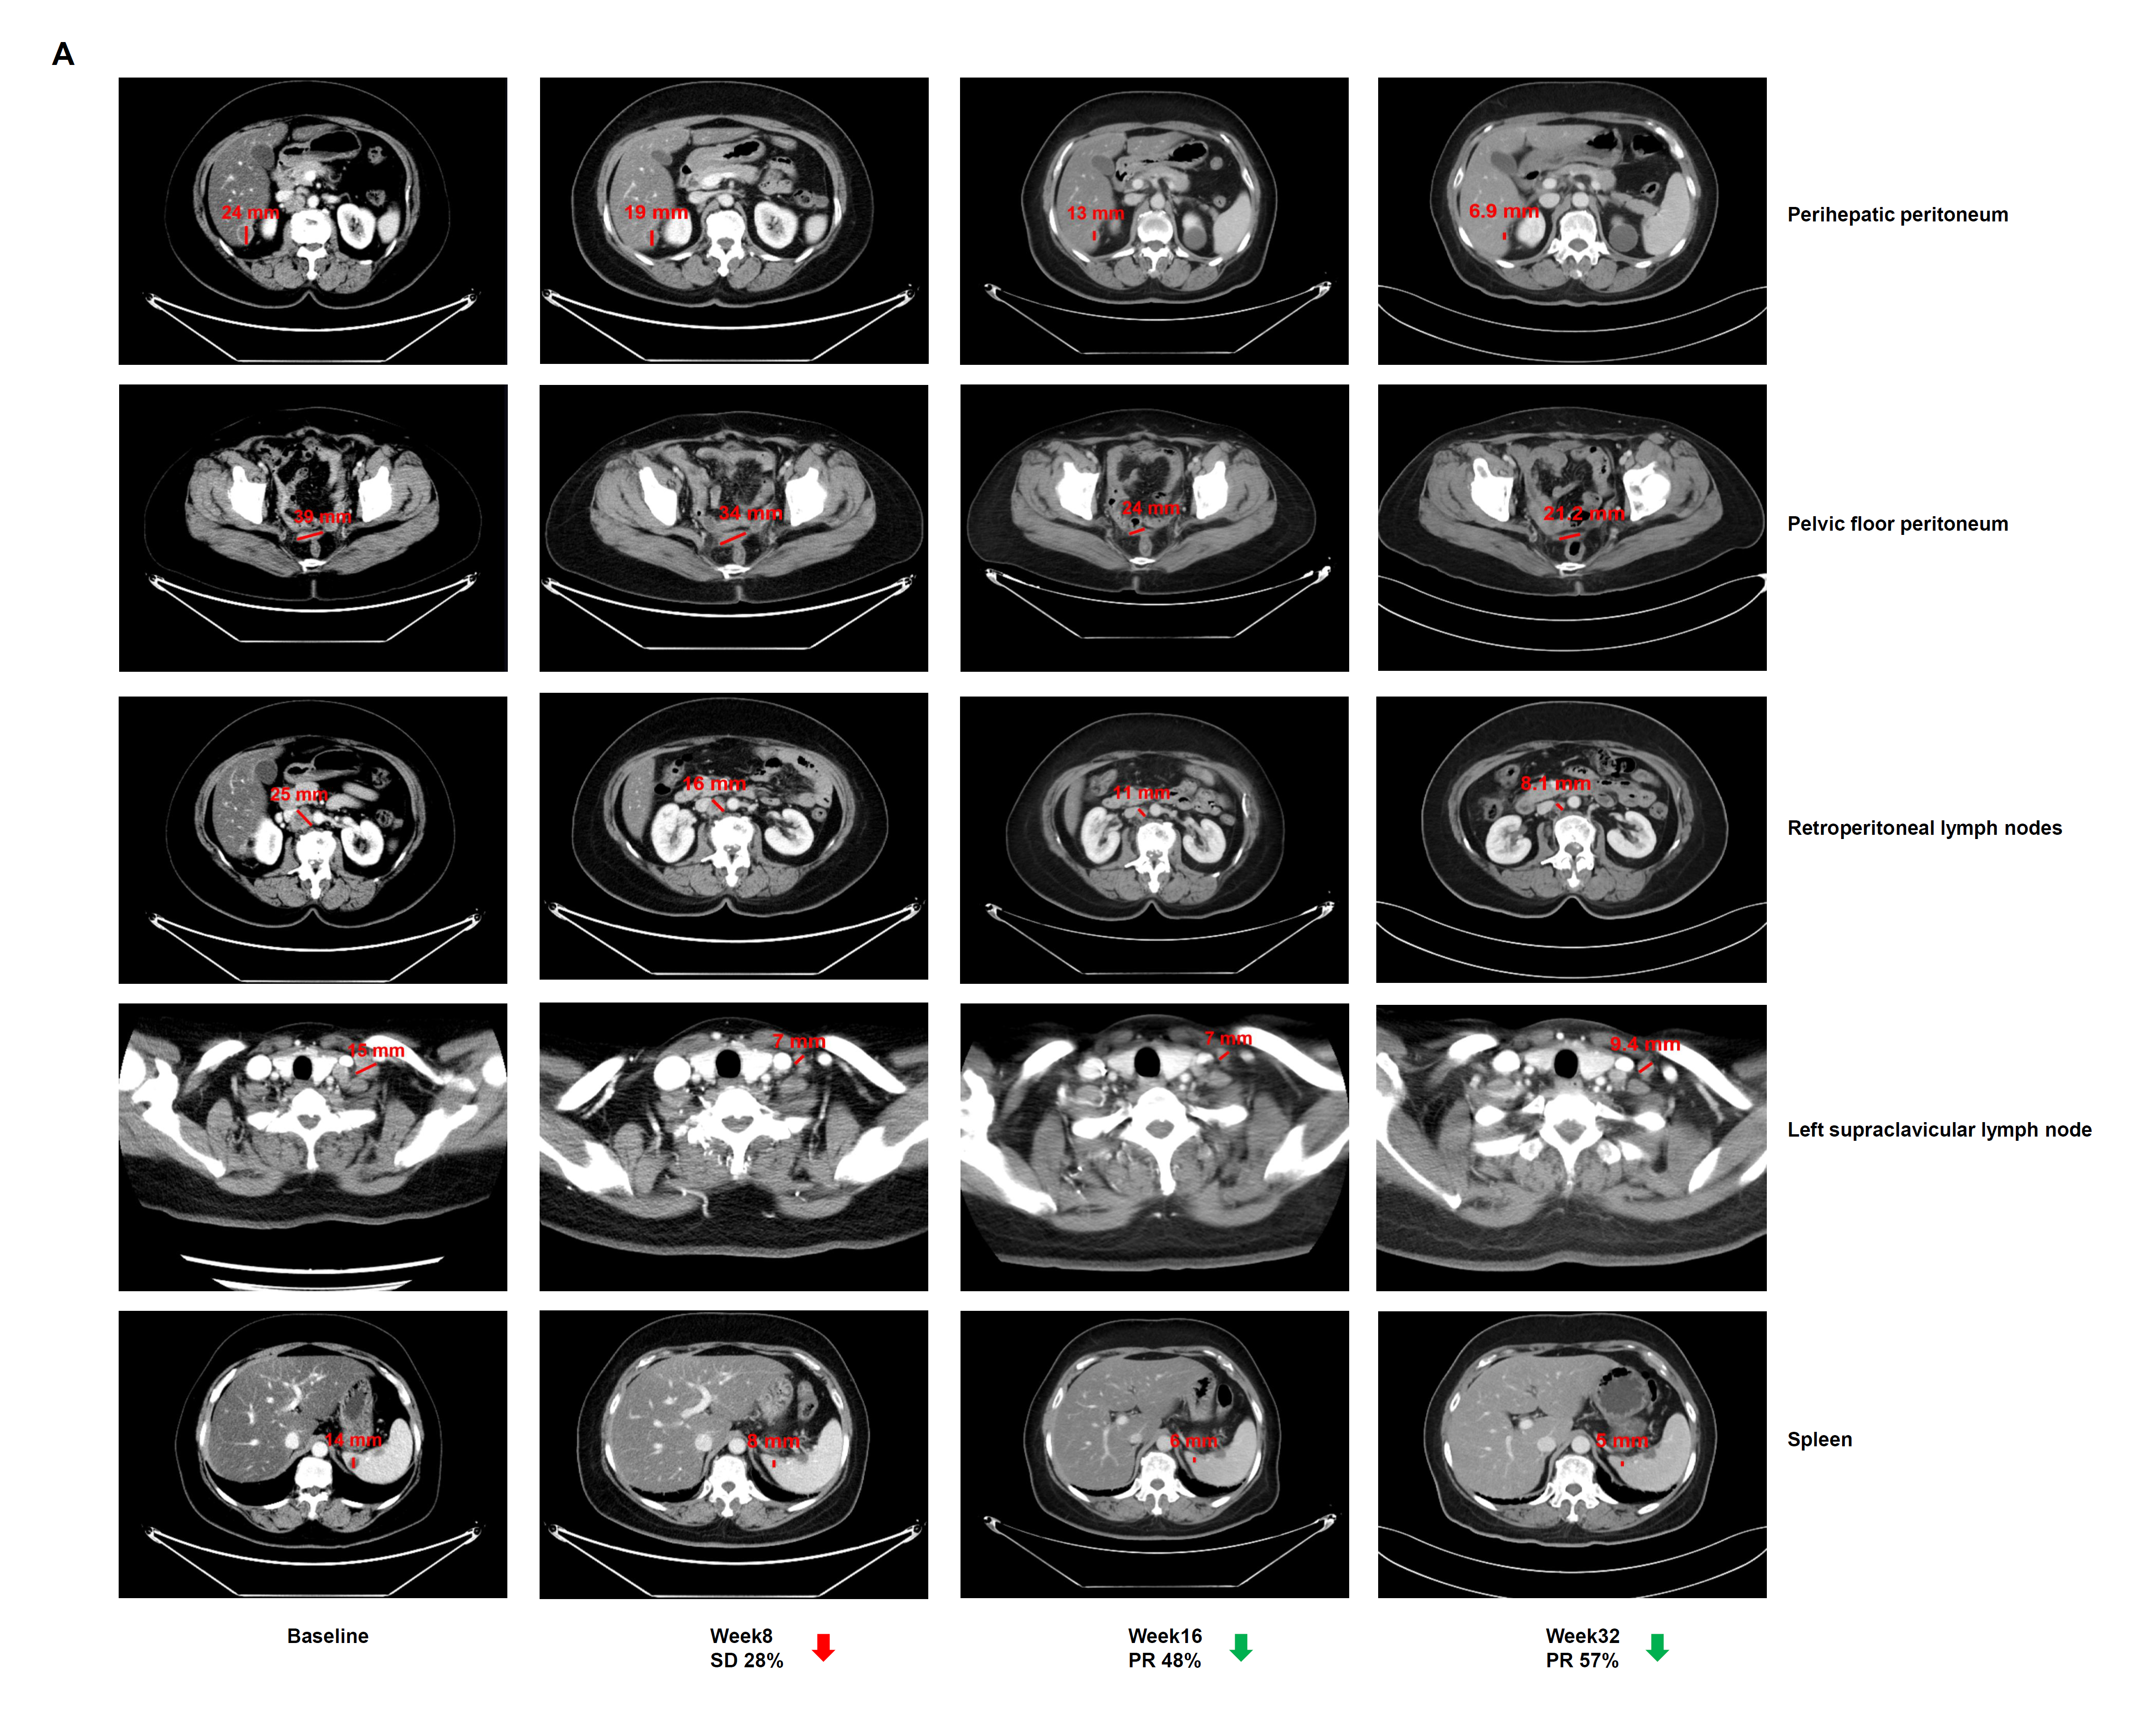

**Supplementary Figure 4:** The tumor images from No.4 patient.

**(A)** The tumor images of different lesions from No.4 patients. The imaging evaluation was performed on indicated timepoints. The patient had been evaluated with five different focuses of disease on perihepatic peritoneum, pelvic floor peritoneum, retroperitoneal lymph nodes, left supraclavicular lymph nodes, and spleen, respectively.

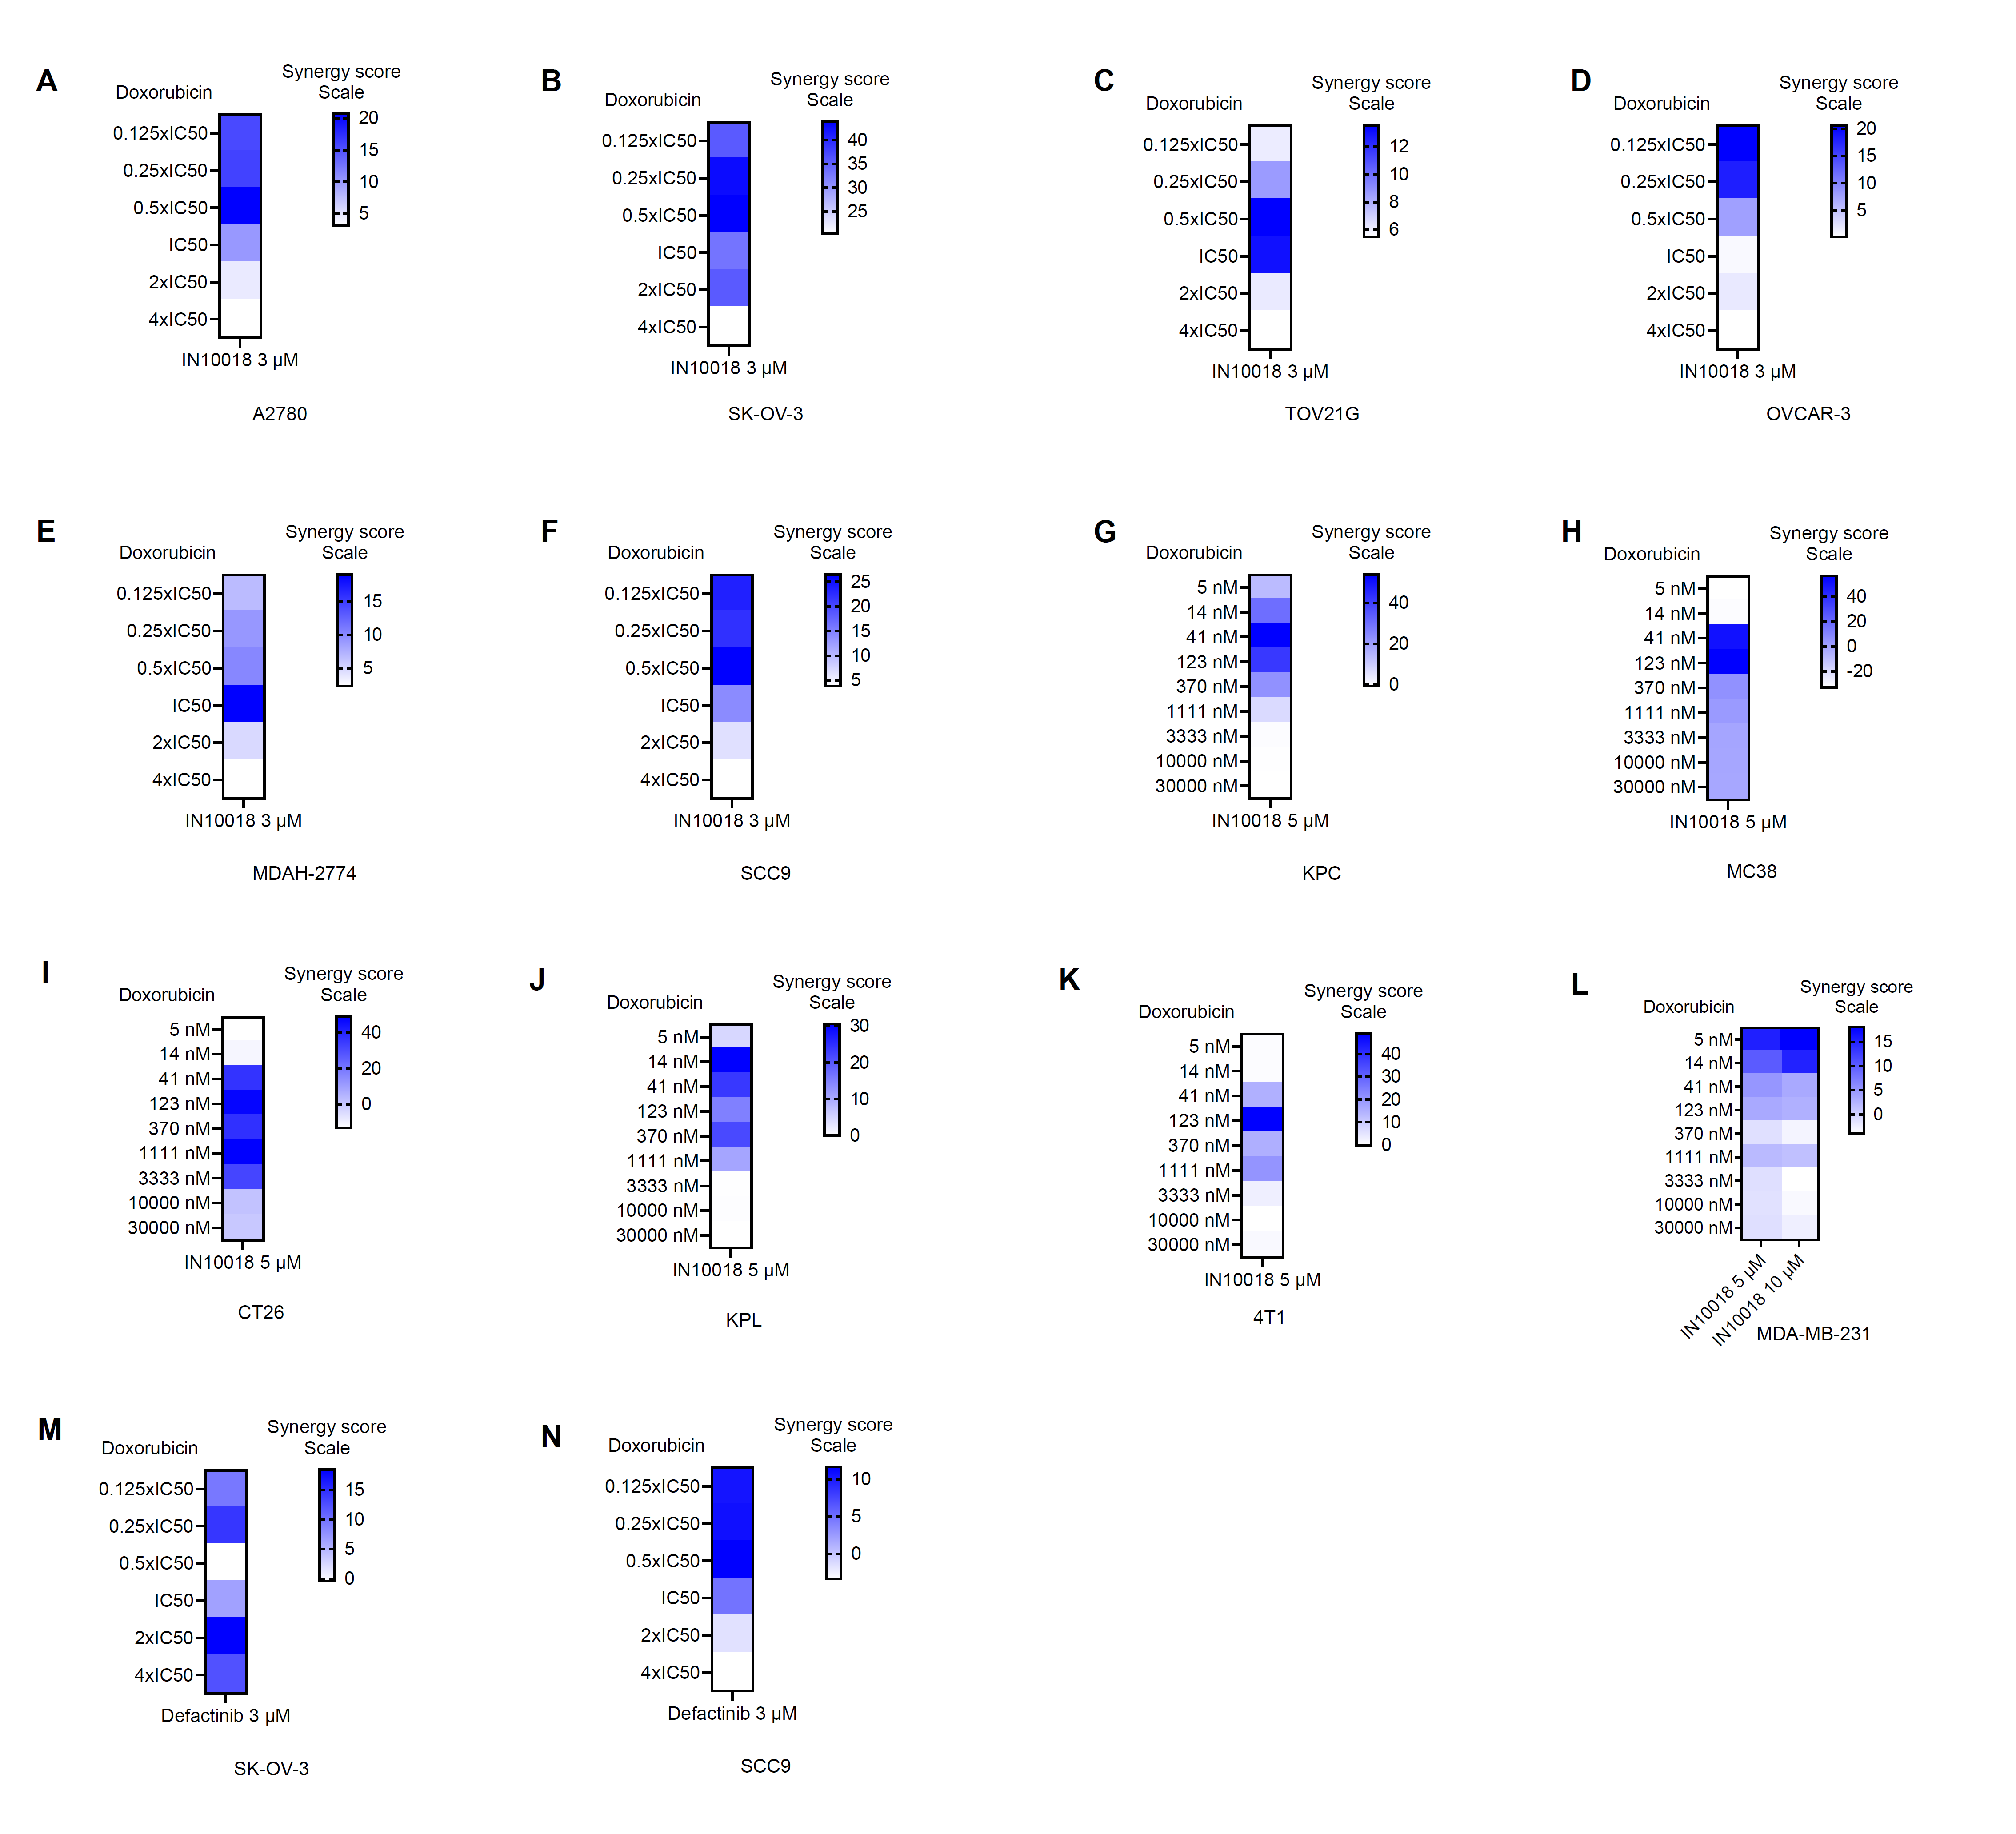

**Supplementary Figure 5:** The synergistic analysis for the combination treatment with doxorubicin and FAK inhibitors *in vitro*.

**(A-E)** The synergistic anticancer effects between doxorubicin and IN10018 in the treatment of ovarian cancer cell lines. The synergy score analysis was based on the data from Figure 2, B-F. **(F-L)** The synergistic effect analysis for the combination of doxorubicin and IN10018 in the treatment of other cancer types including head and neck cancer, NSCLC, pancreatic cancer, colorectal cancer, and breast cancer. The analysis was for the data from Figure S2, B-H. **(M-N)** The synergistic effect analysis for the combination of doxorubicin and defactinib for ovarian cancer cell line SK-OV-3 and head and neck cancer cell line SCC-9. All the synergy scores above were analyzed by synergy finder 2.0. The Synergy score > 10 represents synergistic antitumor effects between the 2 tested drugs.

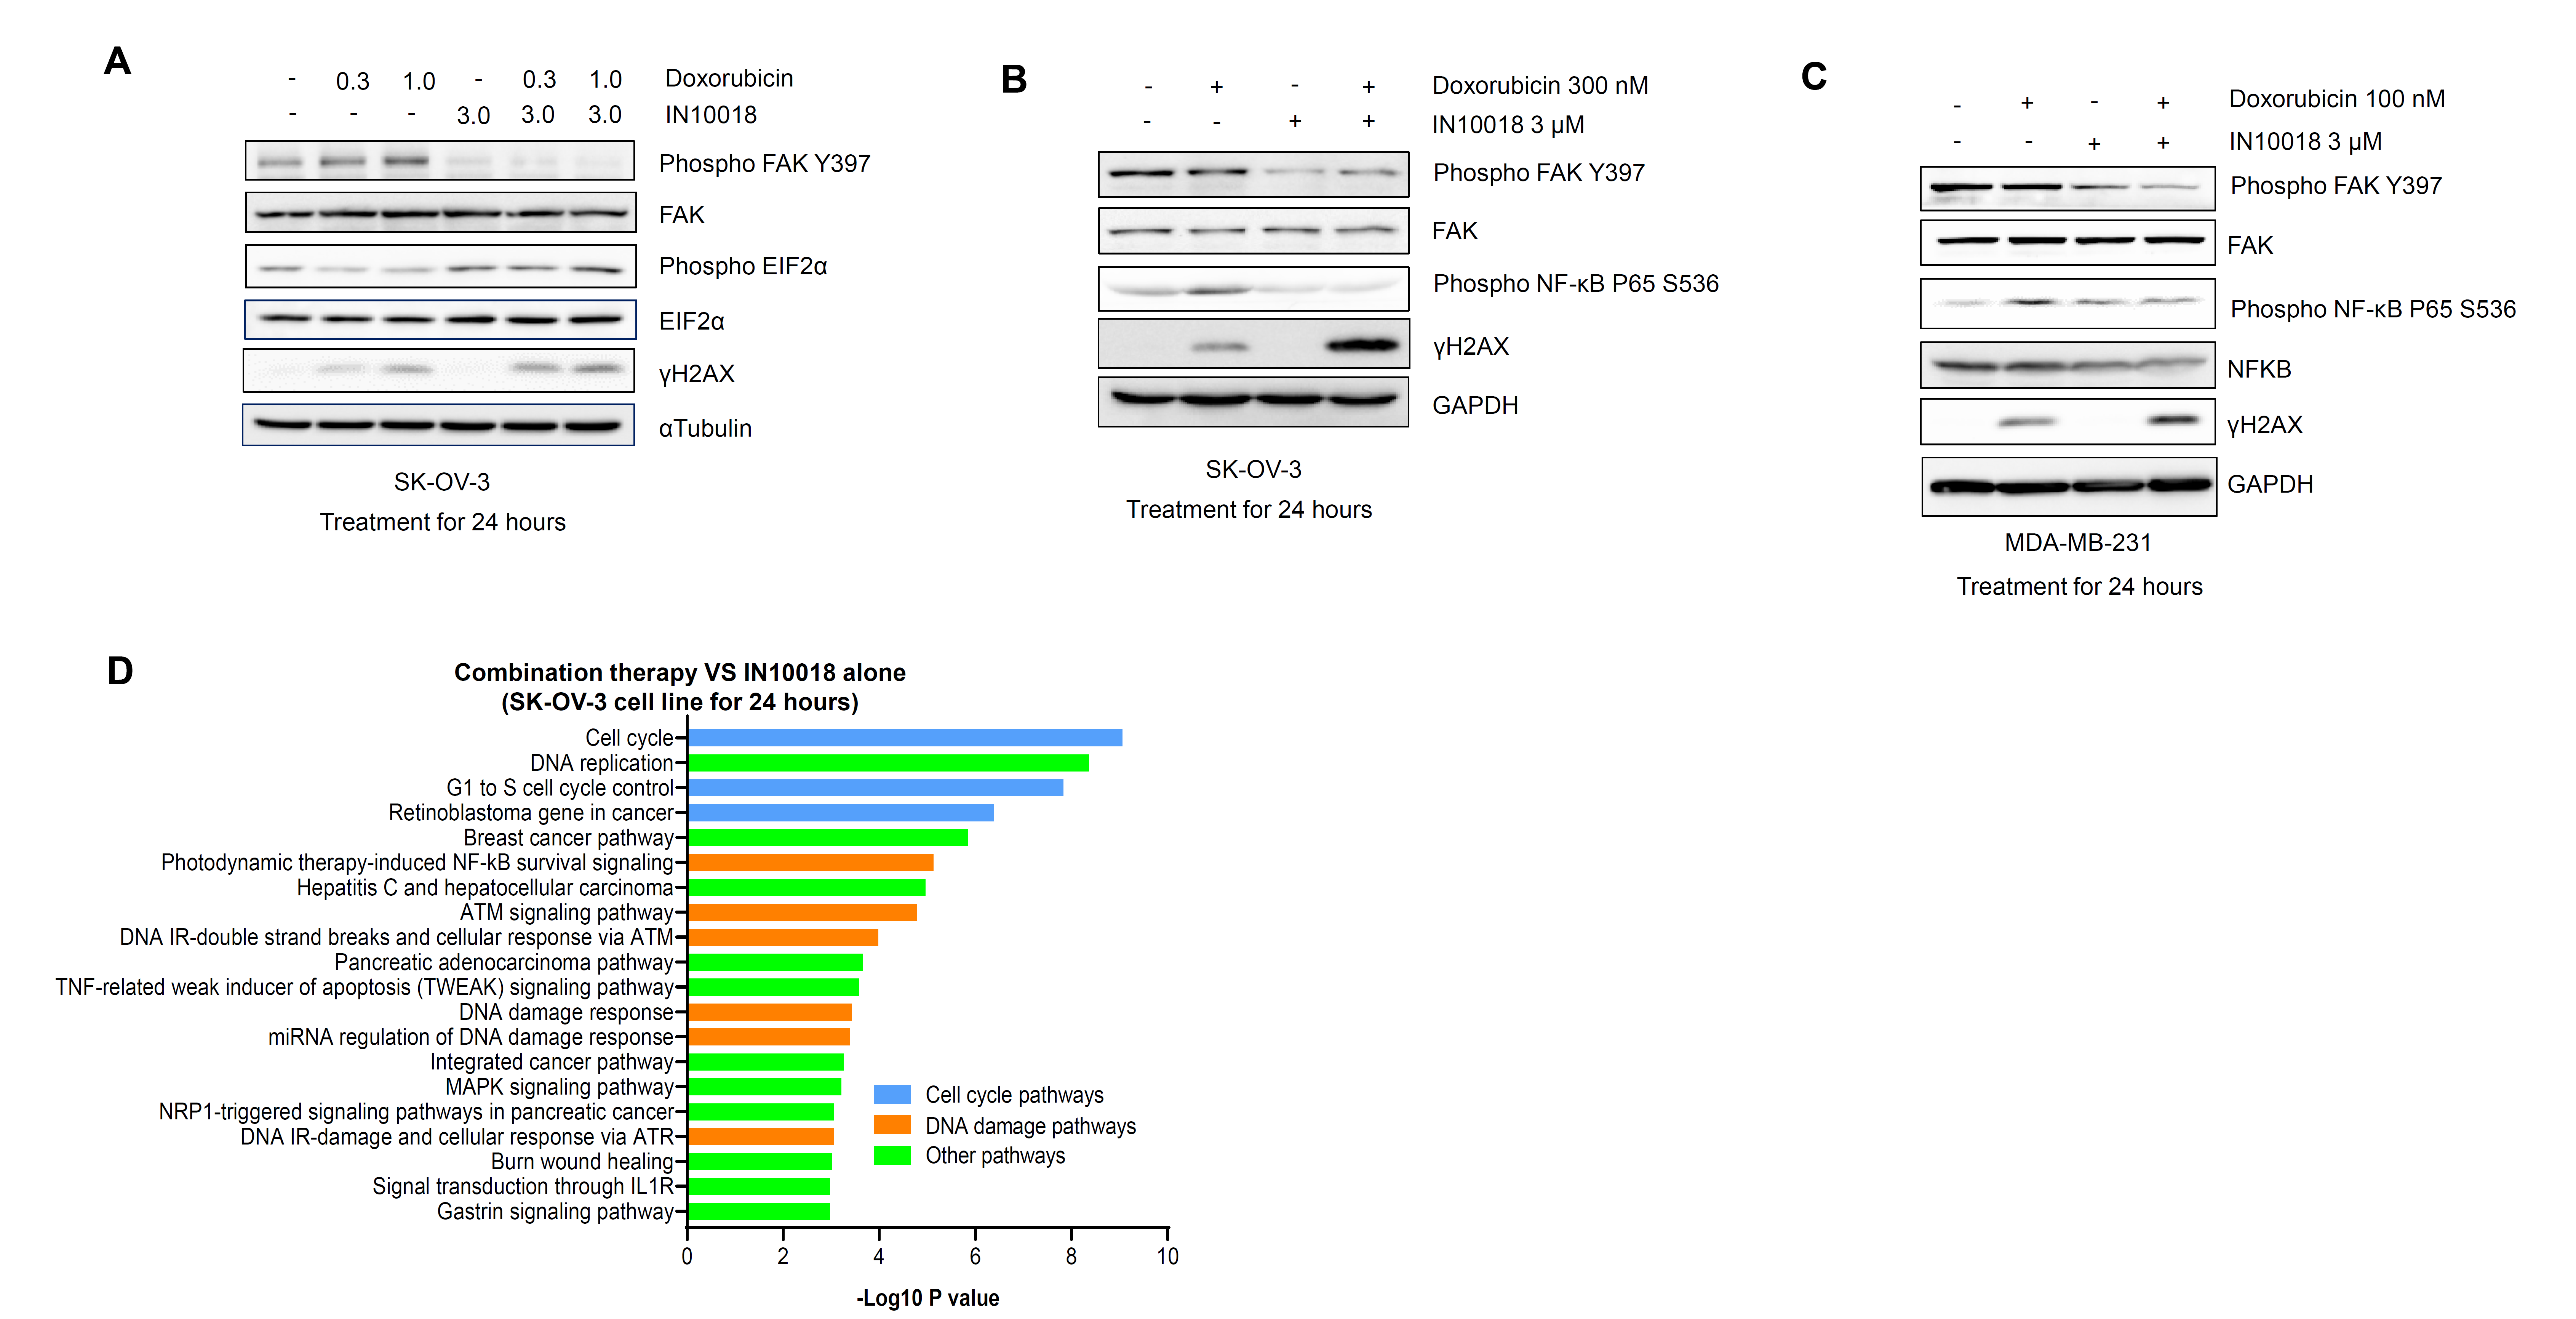

**Supplementary Figure 6:** The regulation of NF-κB and DNA damage signaling in part serves as the mechanism behind the drug combination effects of IN10018 and doxorubicin.

**(A-B)** IN10018 can decrease the enhancement of NF-κB signaling induced by doxorubicin and further strengthen the DNA damage exerted by doxorubicin on SK-OV-3 cells. **(C)** IN10018 can decrease the induced NF-κB signaling by doxorubicin and enhance DNA damage in combination with doxorubicin on the MDA-MB-231 cell line. **(D)** The most significantly altered signaling pathways upon combination treatment with IN10018 and doxorubicin through wiki pathway analysis of RNA sequencing. The items marked in blue indicate cell cycle-related signaling and those marked in red indicate DNA damage pathways.

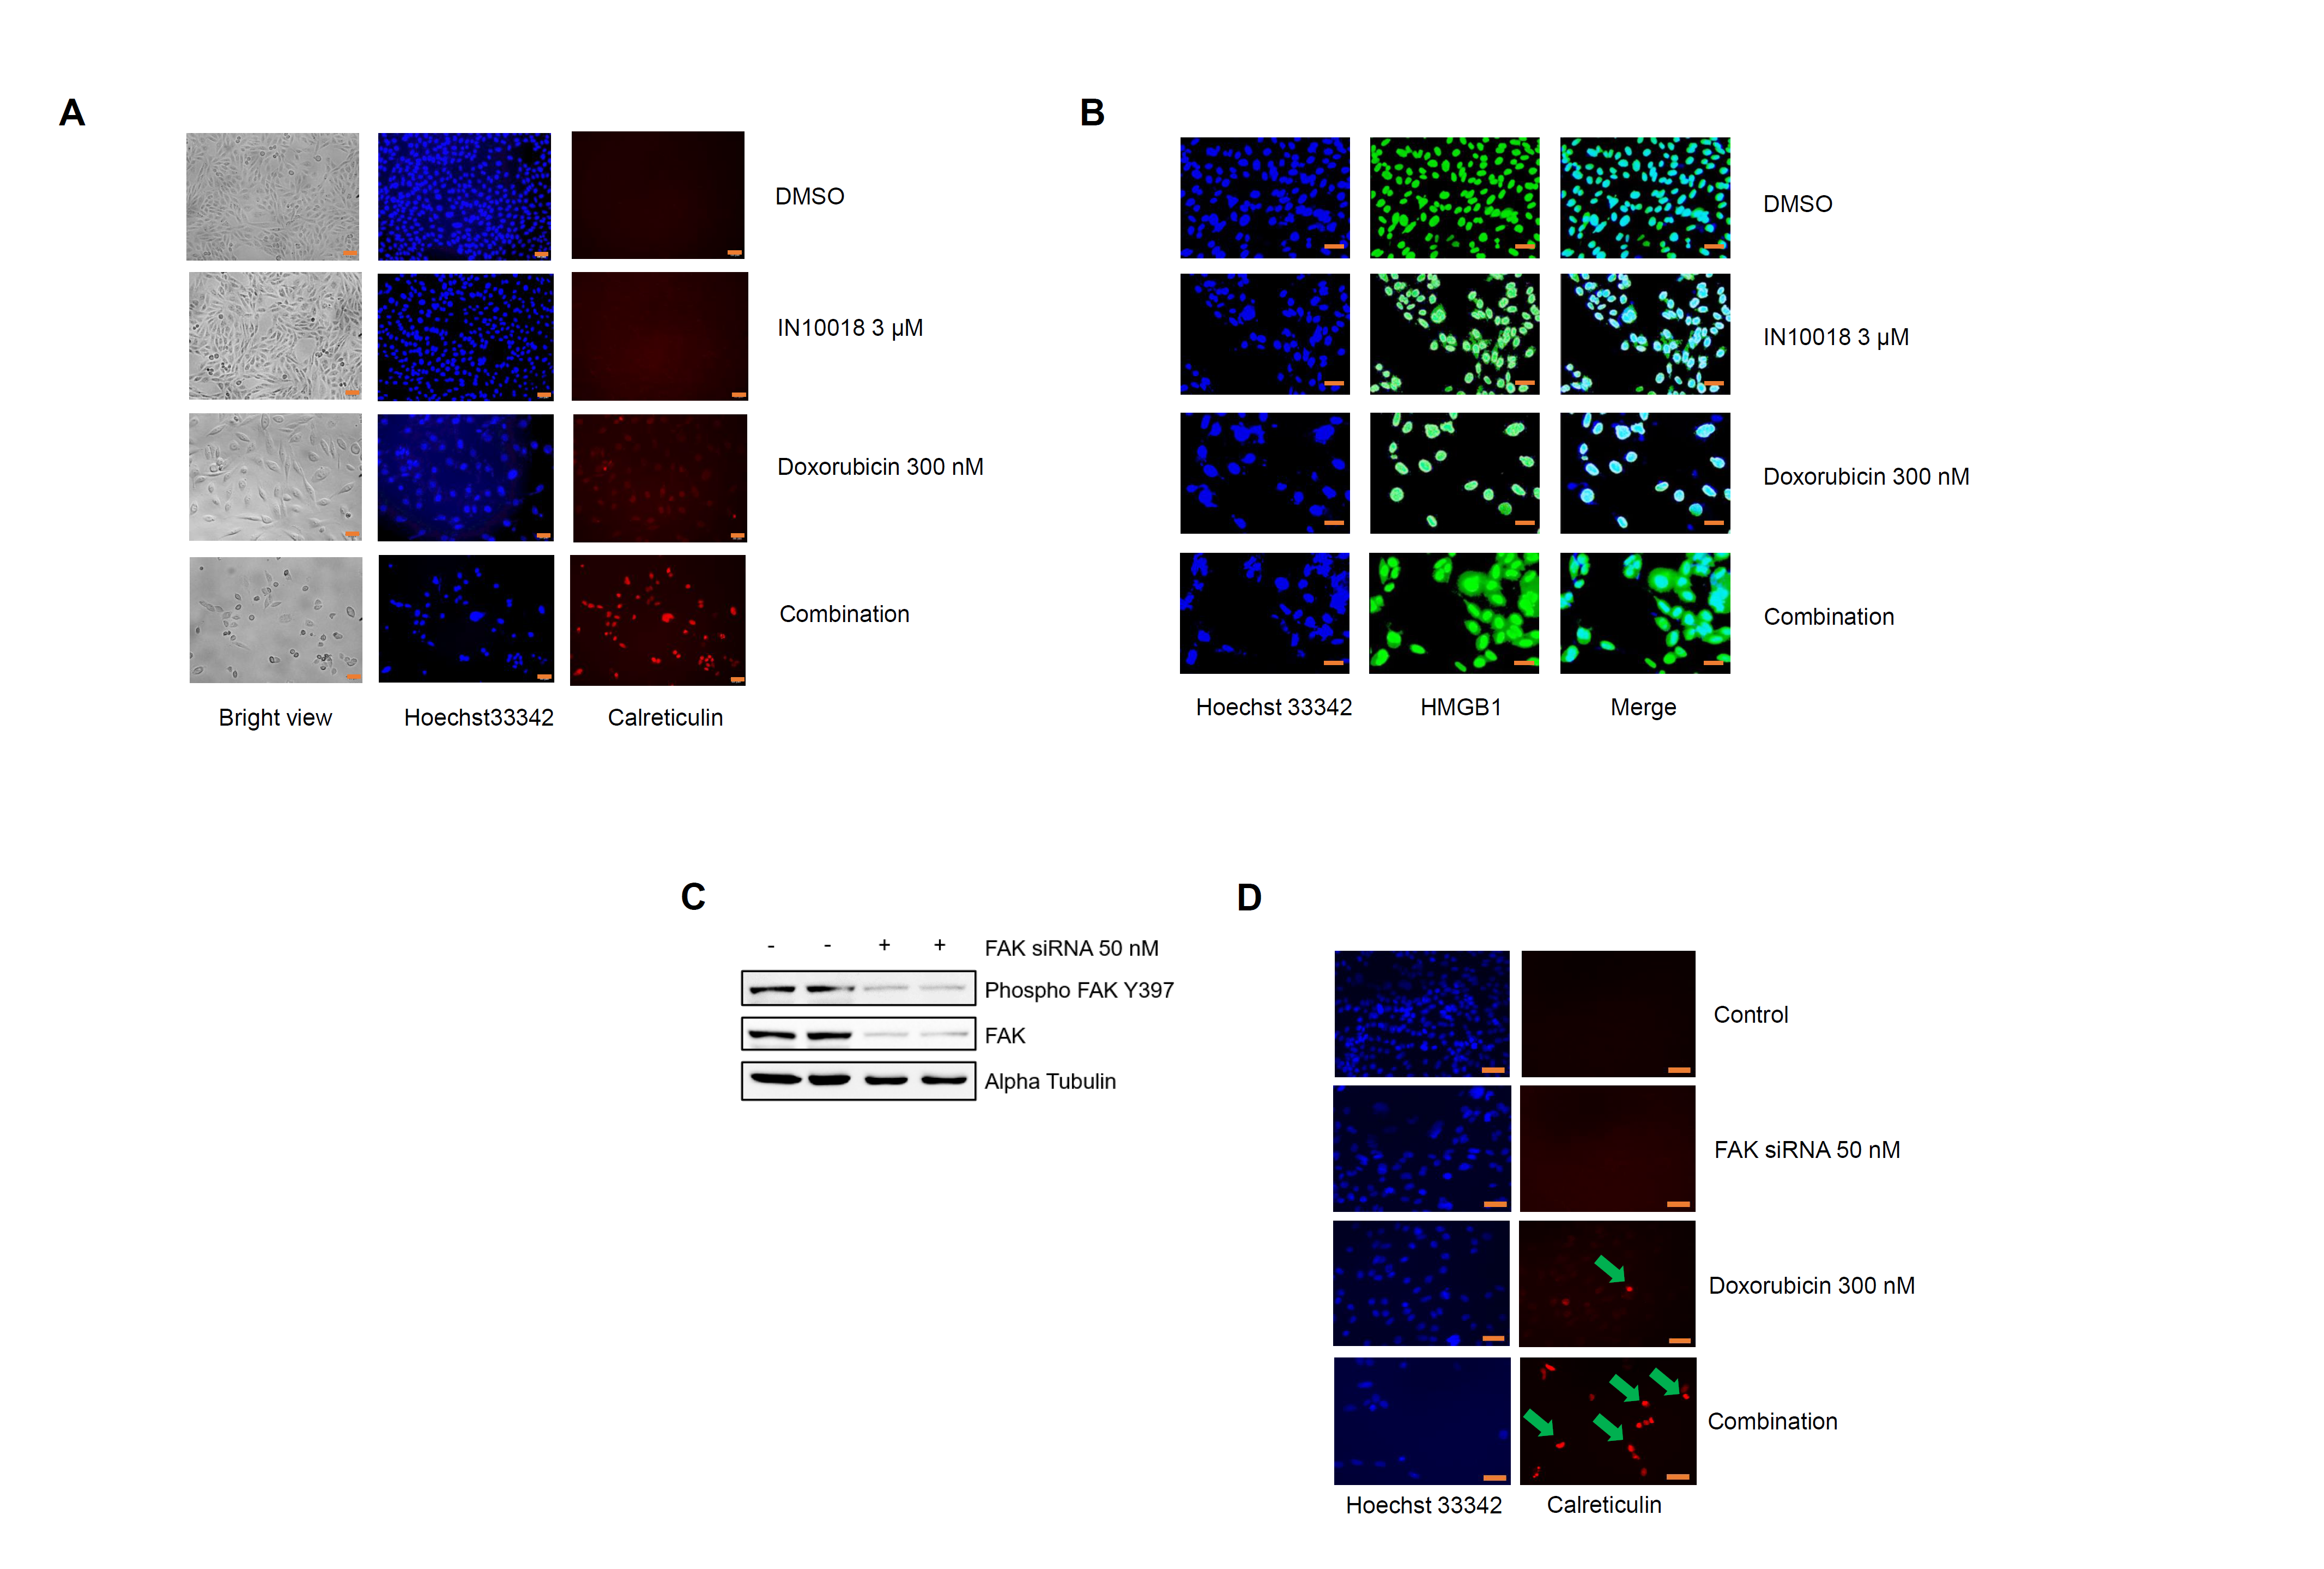

**Supplementary Figure 7:** The representative images for the immunofluorescence staining of cancer cells treated with the combination of FAK inhibition/knockdown and doxorubicin.

**(A-B)** Calreticulin, HMGB1, and Hoechst33342 staining for the SK-OV-3 cells treated with DMSO, 3 μM IN10018, 300 nM doxorubicin, and the drug combination. The cells were treated with the drugs for 48 hours. Then, they were fixed with 4% paraformaldehyde and stained for imaging analysis (Scale bar = 50 μm). **(C-D)** Knockdown of FAK protein level can enhance calreticulin exposure in combination with doxorubicin. After transfection with FAK siRNA for 24 hours, the SK-OV-3 cells were treated in combination with 300 nM doxorubicin for another 48 hours. Finally, the cells were collected for westernblot and calreticulin staining (Scale bar = 50 μm). Arrows indicate the positive staining cells.

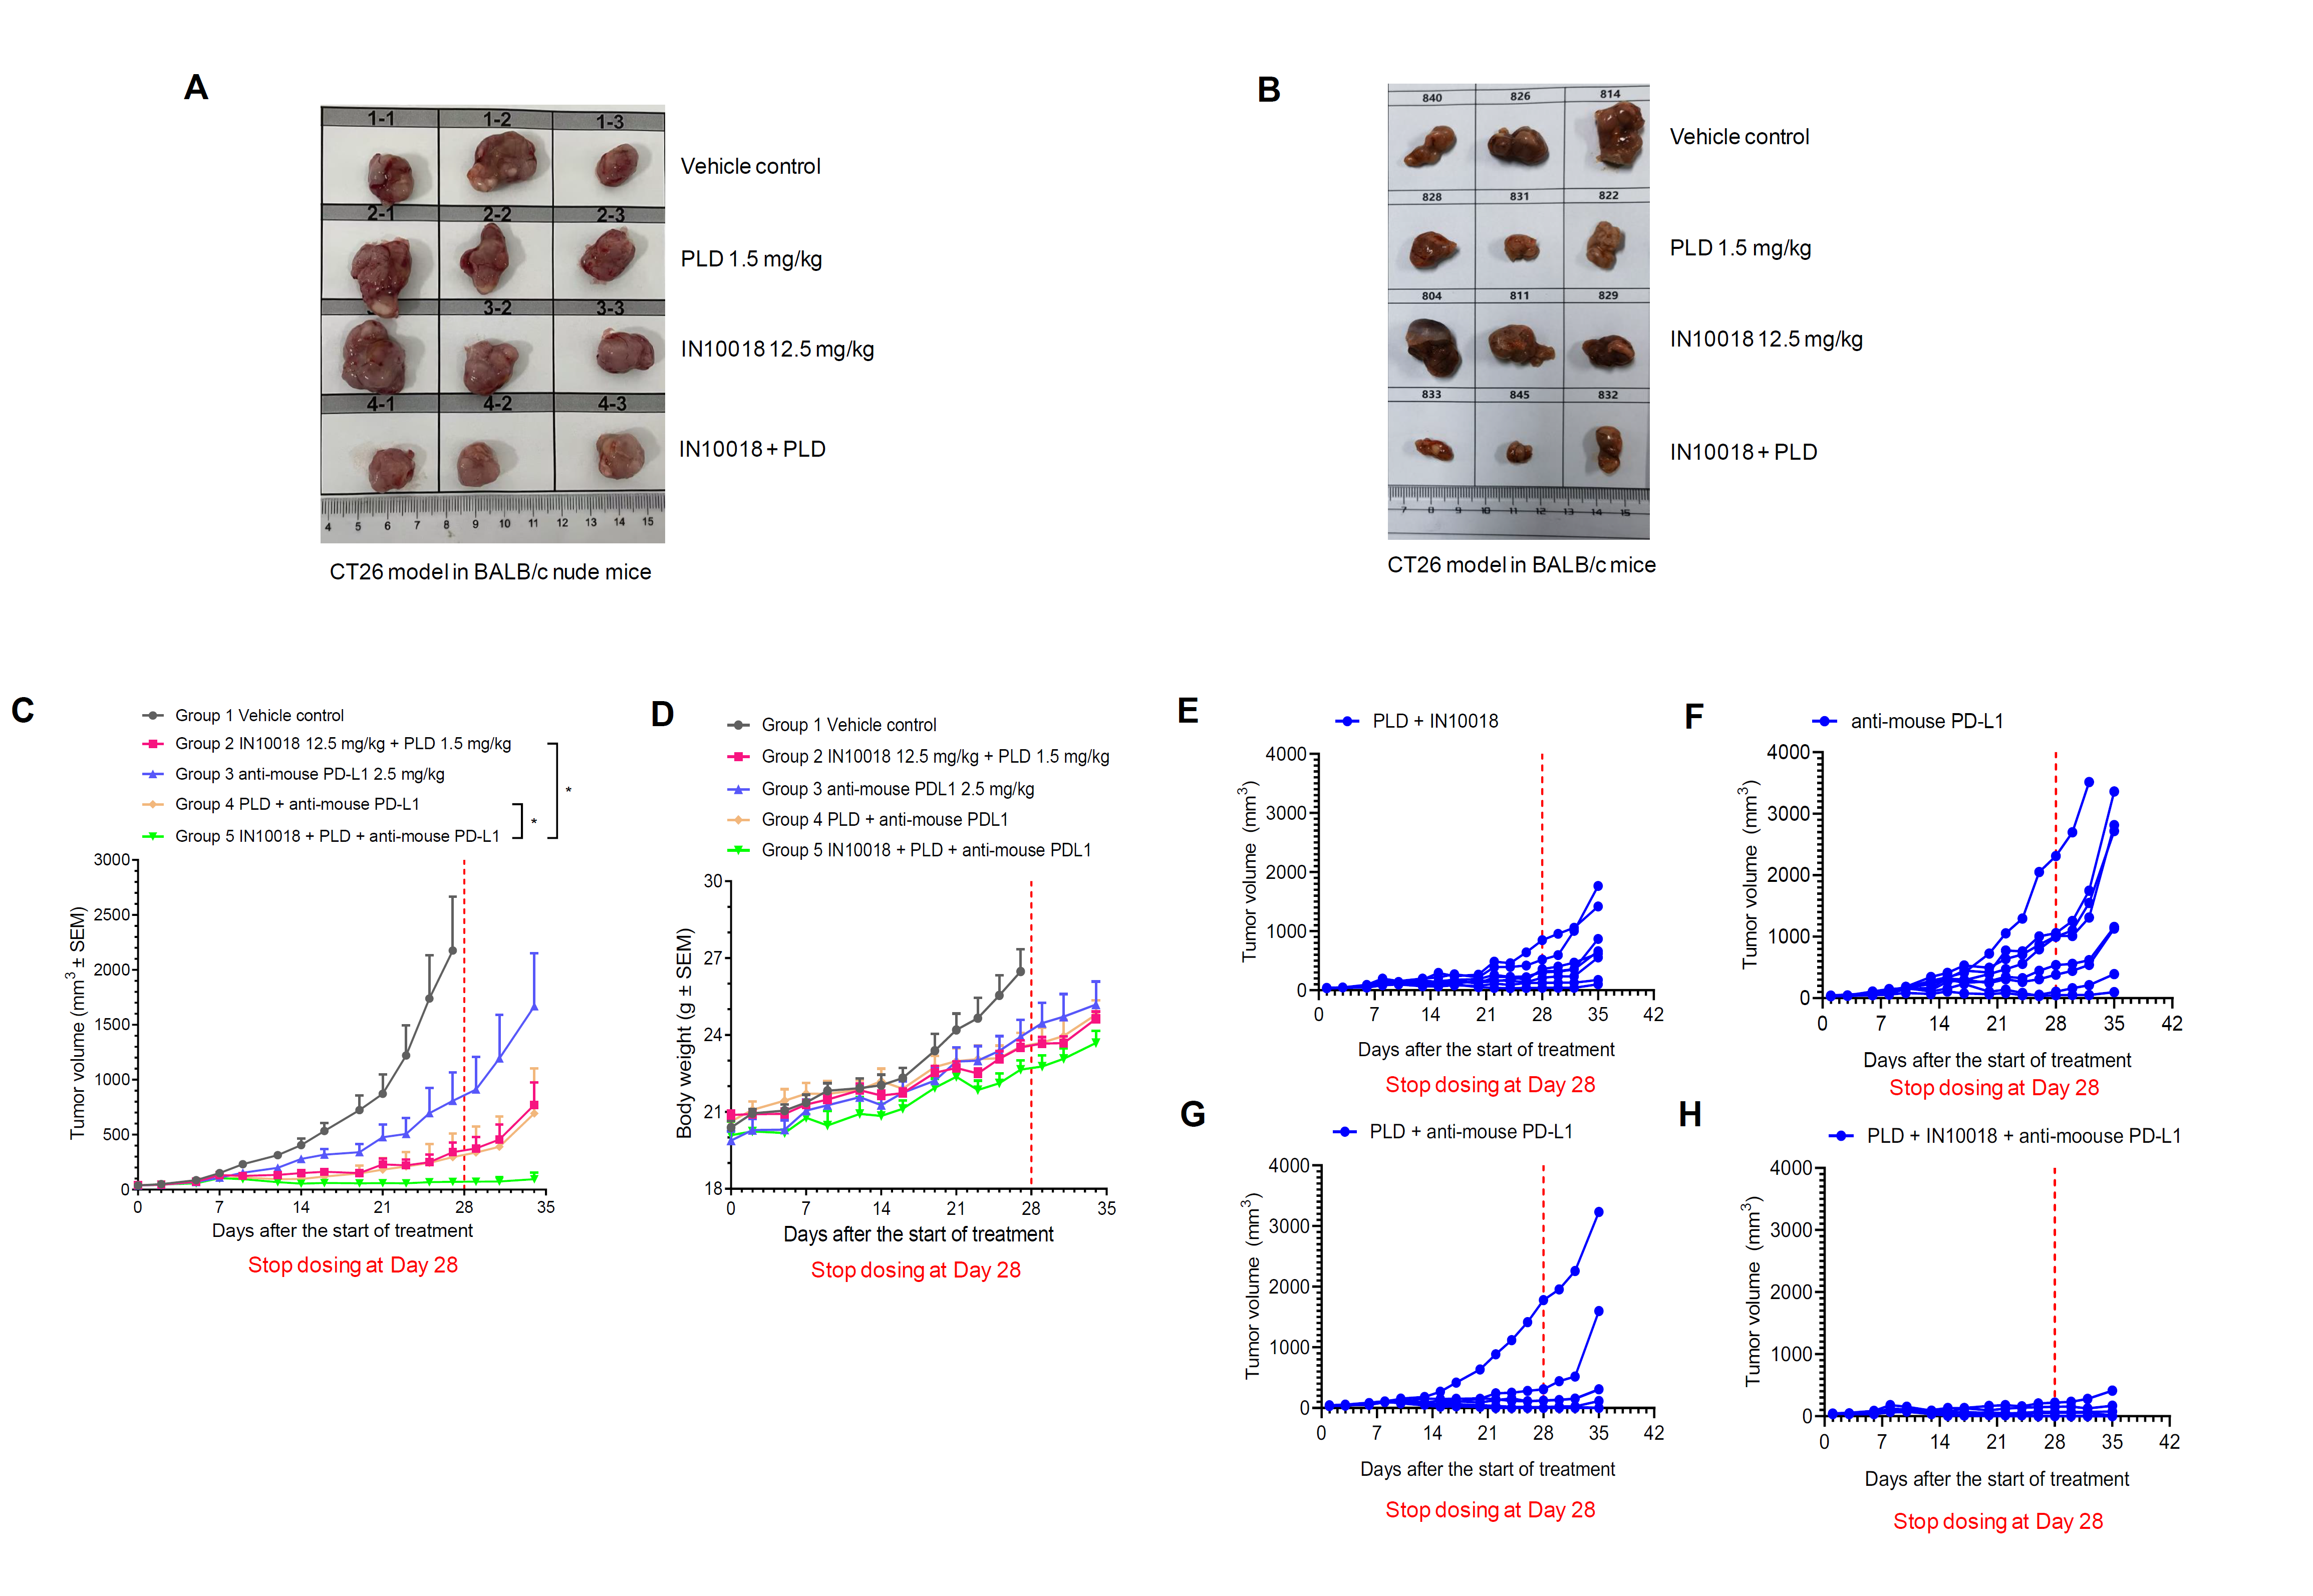

Supplementary Figure 8: The tumor images from the animal studies of CT26 model and the tumor growth inhibition for triple combination of PLD, IN10018, and PD-L1 blockade.

**(A-B)** The tumor images from the animal studies of CT26 model on BALB/c mice and BALB/c nude mice. **(C-D)** The triple combination testing including IN10018, PLD, and anti-mouse PD-L1 in the treatment of CT26 model generated on BALB/c mice. During the experiment, 12.5 mg/kg IN10018 was dosed orally once daily. 1.5 mg/kg PLD was dosed through tail vein injection once weekly. 2.5 mg/kg anti-mouse PD-L1 was intraperitoneally dosed twice a week. The treatment was stopped at day 28 (n = 8 per group). **(E-H)** The individual tumor growth curves from the triple combination study with IN10018, PLD, and anti-mouse PD-L1.

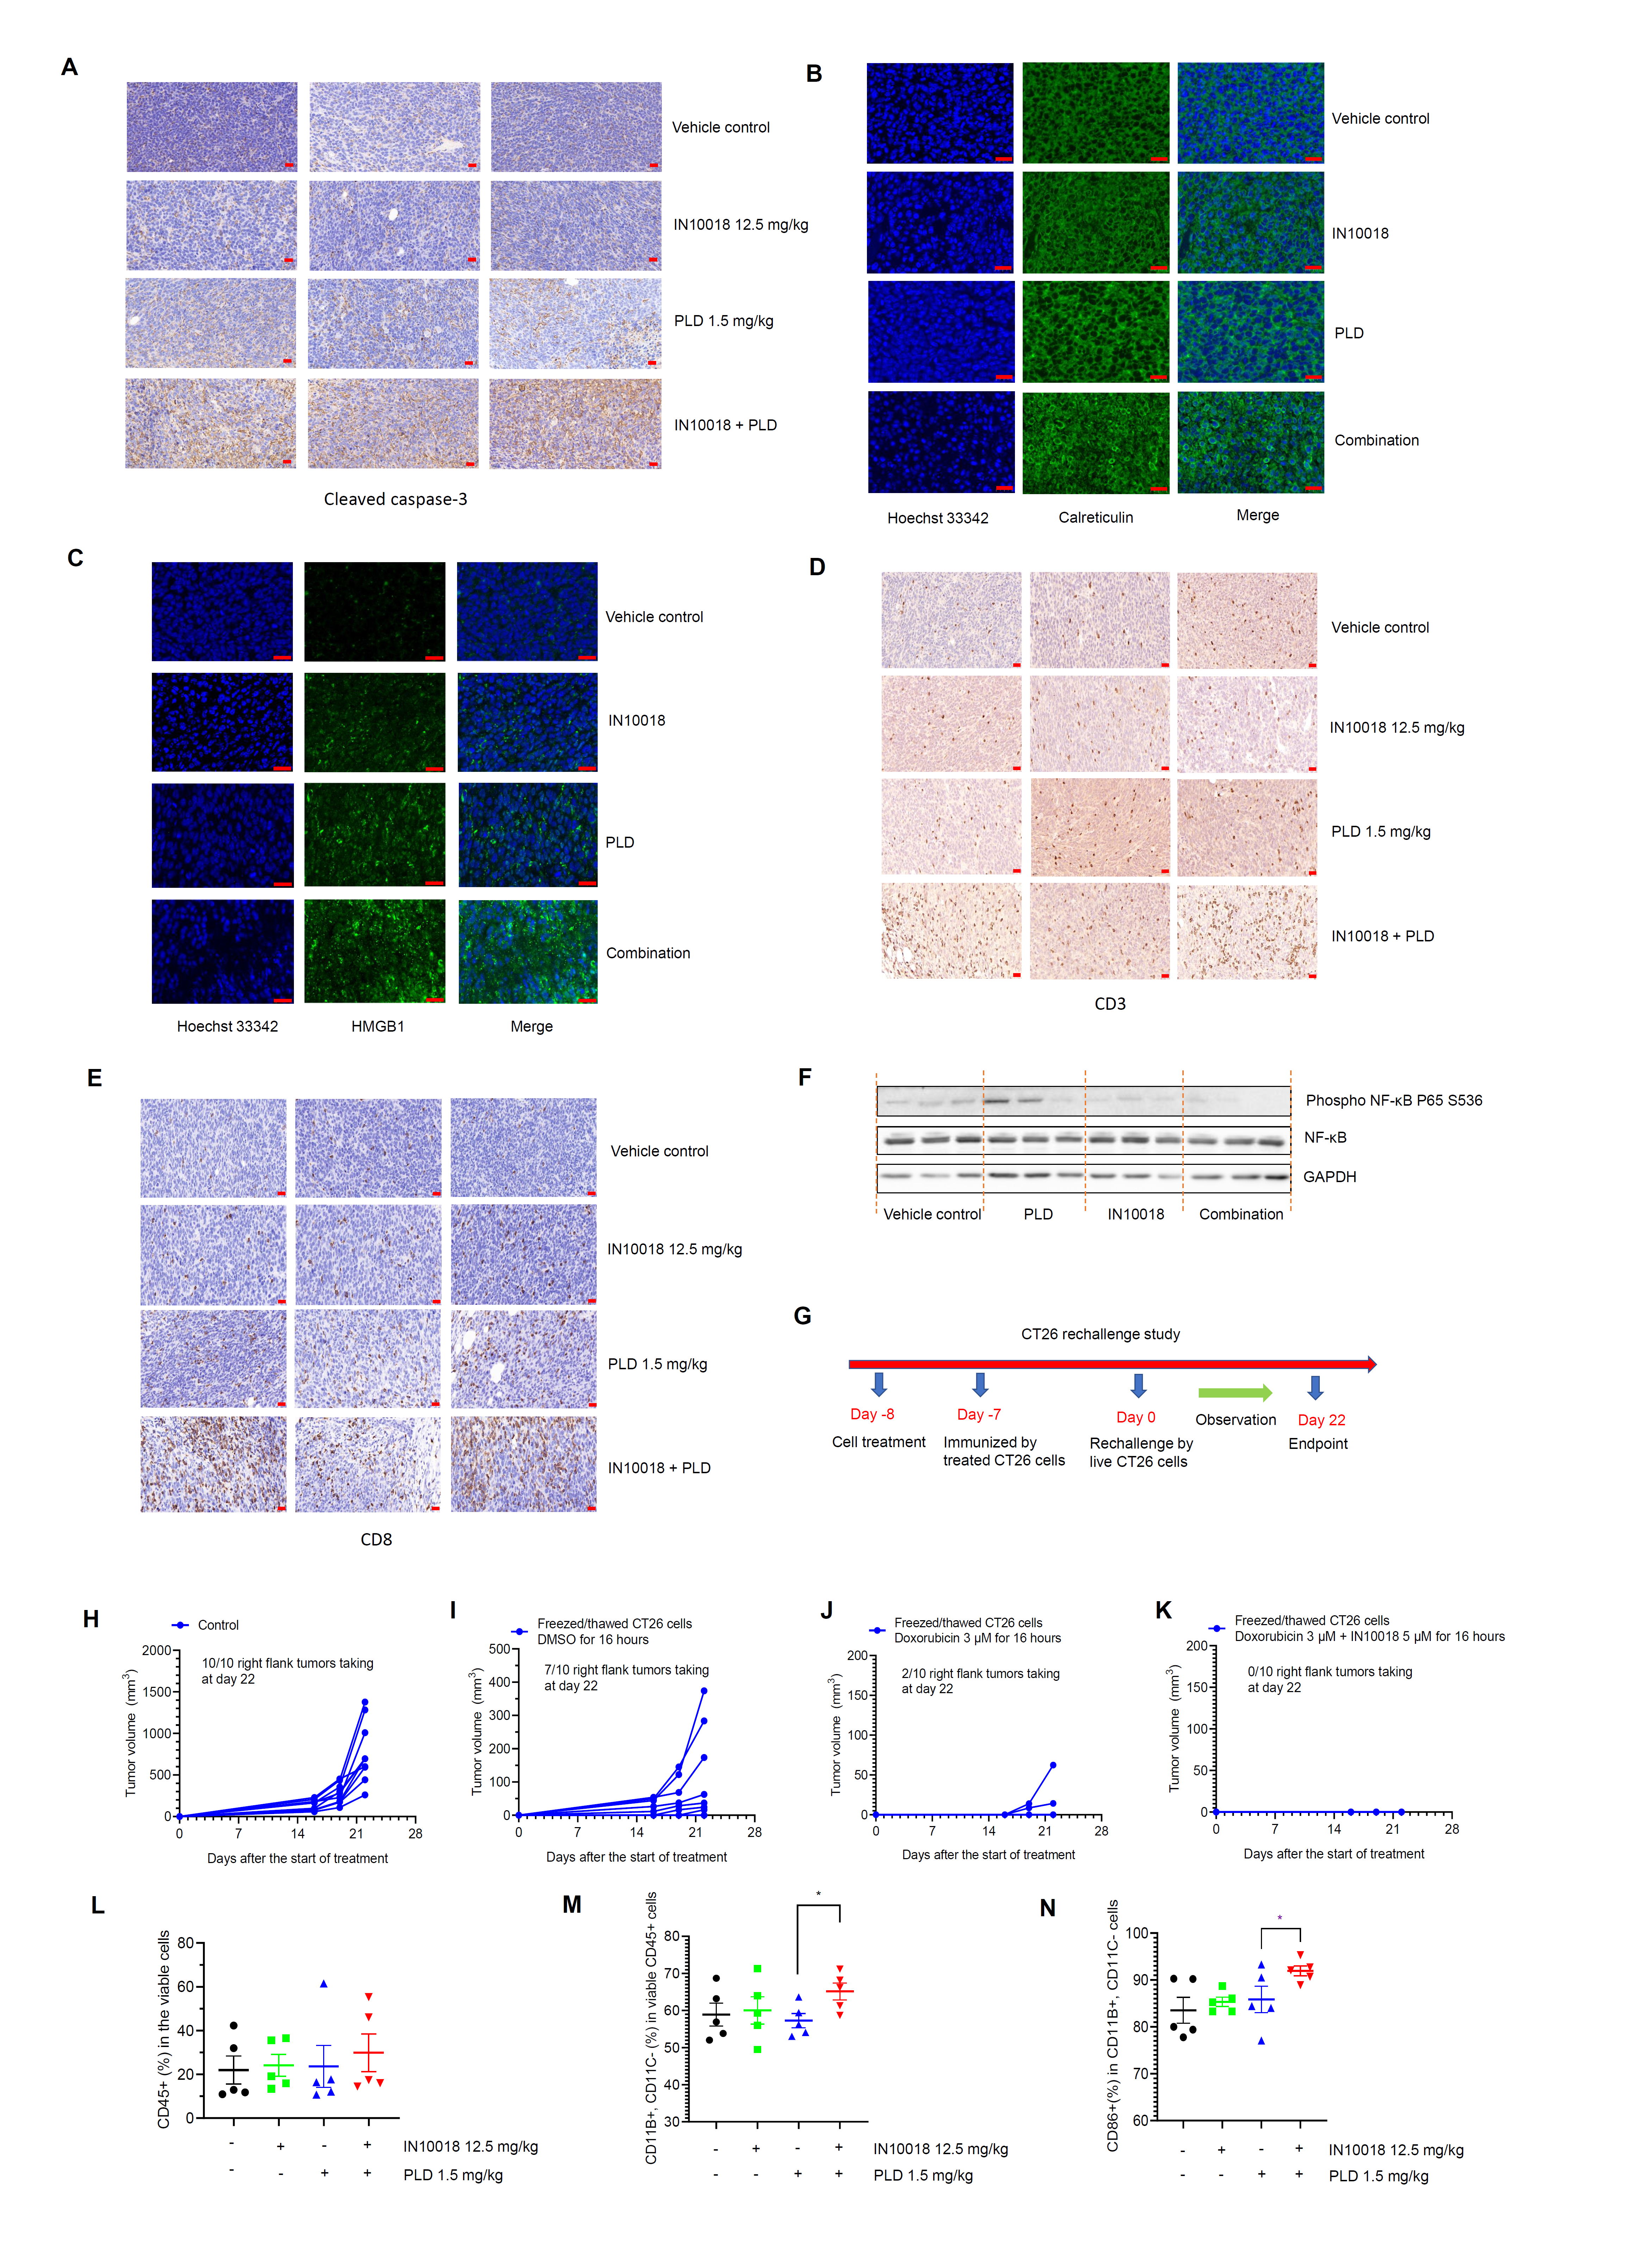

**Supplementary Figure 9:** The IHC, IF staining, and westernblot for the tumors from the combination test with IN10018 and PLD on CT26 syngeneic model and the CT26 rechallenging tests.

(A) Cleaved Caspase-3 IHC staining for the tumors from the efficacy study using the CT26 syngeneic model (Scale bar = 50 μm). **(B)** Calreticulin IF staining for the tumors from the efficacy study with CT26 syngeneic model (Scale bar = 20 μm). **(C)** HMGB1 IF staining for the tumors from the efficacy study with CT26 syngeneic model (Scale bar = 20 μm). **(D)** Westernblot for the tumors from the CT26 study. **(E)** IHC staining of CD3 for the tumors from CT26 efficacy study (Scale bar = 20 μm). **(F)** IHC staining of CD8 for the tumors from CT26 efficacy study (Scale bar = 20 μm). **(G-K)** CT26 tumor rechallenging study. The CT26 cancer cells were treated with DMSO, 3 μM Doxorubicin, and the combination of 3 μM Doxorubicin and 5 μM IN10018 for 16 hours, then the cells were conducted by 3 cycles of freezing/thawing and were injected to the left flank of the mice for immunization procedure. 7 days later, the mice were rechallenged by live CT26 cells. Tumor growth data were recorded for the evaluation of ICD potency *in vivo*. **(L-N)** FACs analysis for the tumors from the CT26 syngeneic model treated as the description above. The percentage of CD45+ cells were analyzed in all the viable tested cells from the dissociated tumor samples (J). The macrophages (K) and M1 macrophages (L) were represented by CD11B+, CD11C- in viable CD45+ cells and CD86+ in CD11B+, CD11C- cells, respectively (n = 5 per group). Data represent mean ± SEM. Statistical analysis was done using the unpaired student's T-test. *P < 0.05.

**Supplementary Figure 10:** The animal study data for the combination treatment of FAK inhibition and PLD in the treatment of 4T1 model.

**(A-B)** The animal study for the drug combination of IN10018 and PLD using 4T1 syngeneic model (n = 5 per group). **(C-I)** FACs analysis for the 4T1 tumors from (A-B). The samples were harvested on Day 13 post the start of treatment. DCs (CD11C+ percentages in viable CD45+ cells) (C), DCs maturation (CD80+ percentages in CD11C+ cells) (D), CD3+ T cells (CD3+ percentages in viable CD45+ cells) (E), CD4+ T cells (CD4+ percentages in CD3+ T cells) (F), CD8+ T cells (CD8+ percentages in CD3+ T cells) (G), and Treg cells (CD25+ and FOXP3+ percentages in CD4+ cells) (H) were filtered and analyzed using FACs. CD8/Treg ratio was calculated based on the FACs data (I) (n = 4 per group). Data represent mean ± SEM. Statistics analysis was done using the unpaired student's T-test. *P < 0.05, and **P < 0.01.

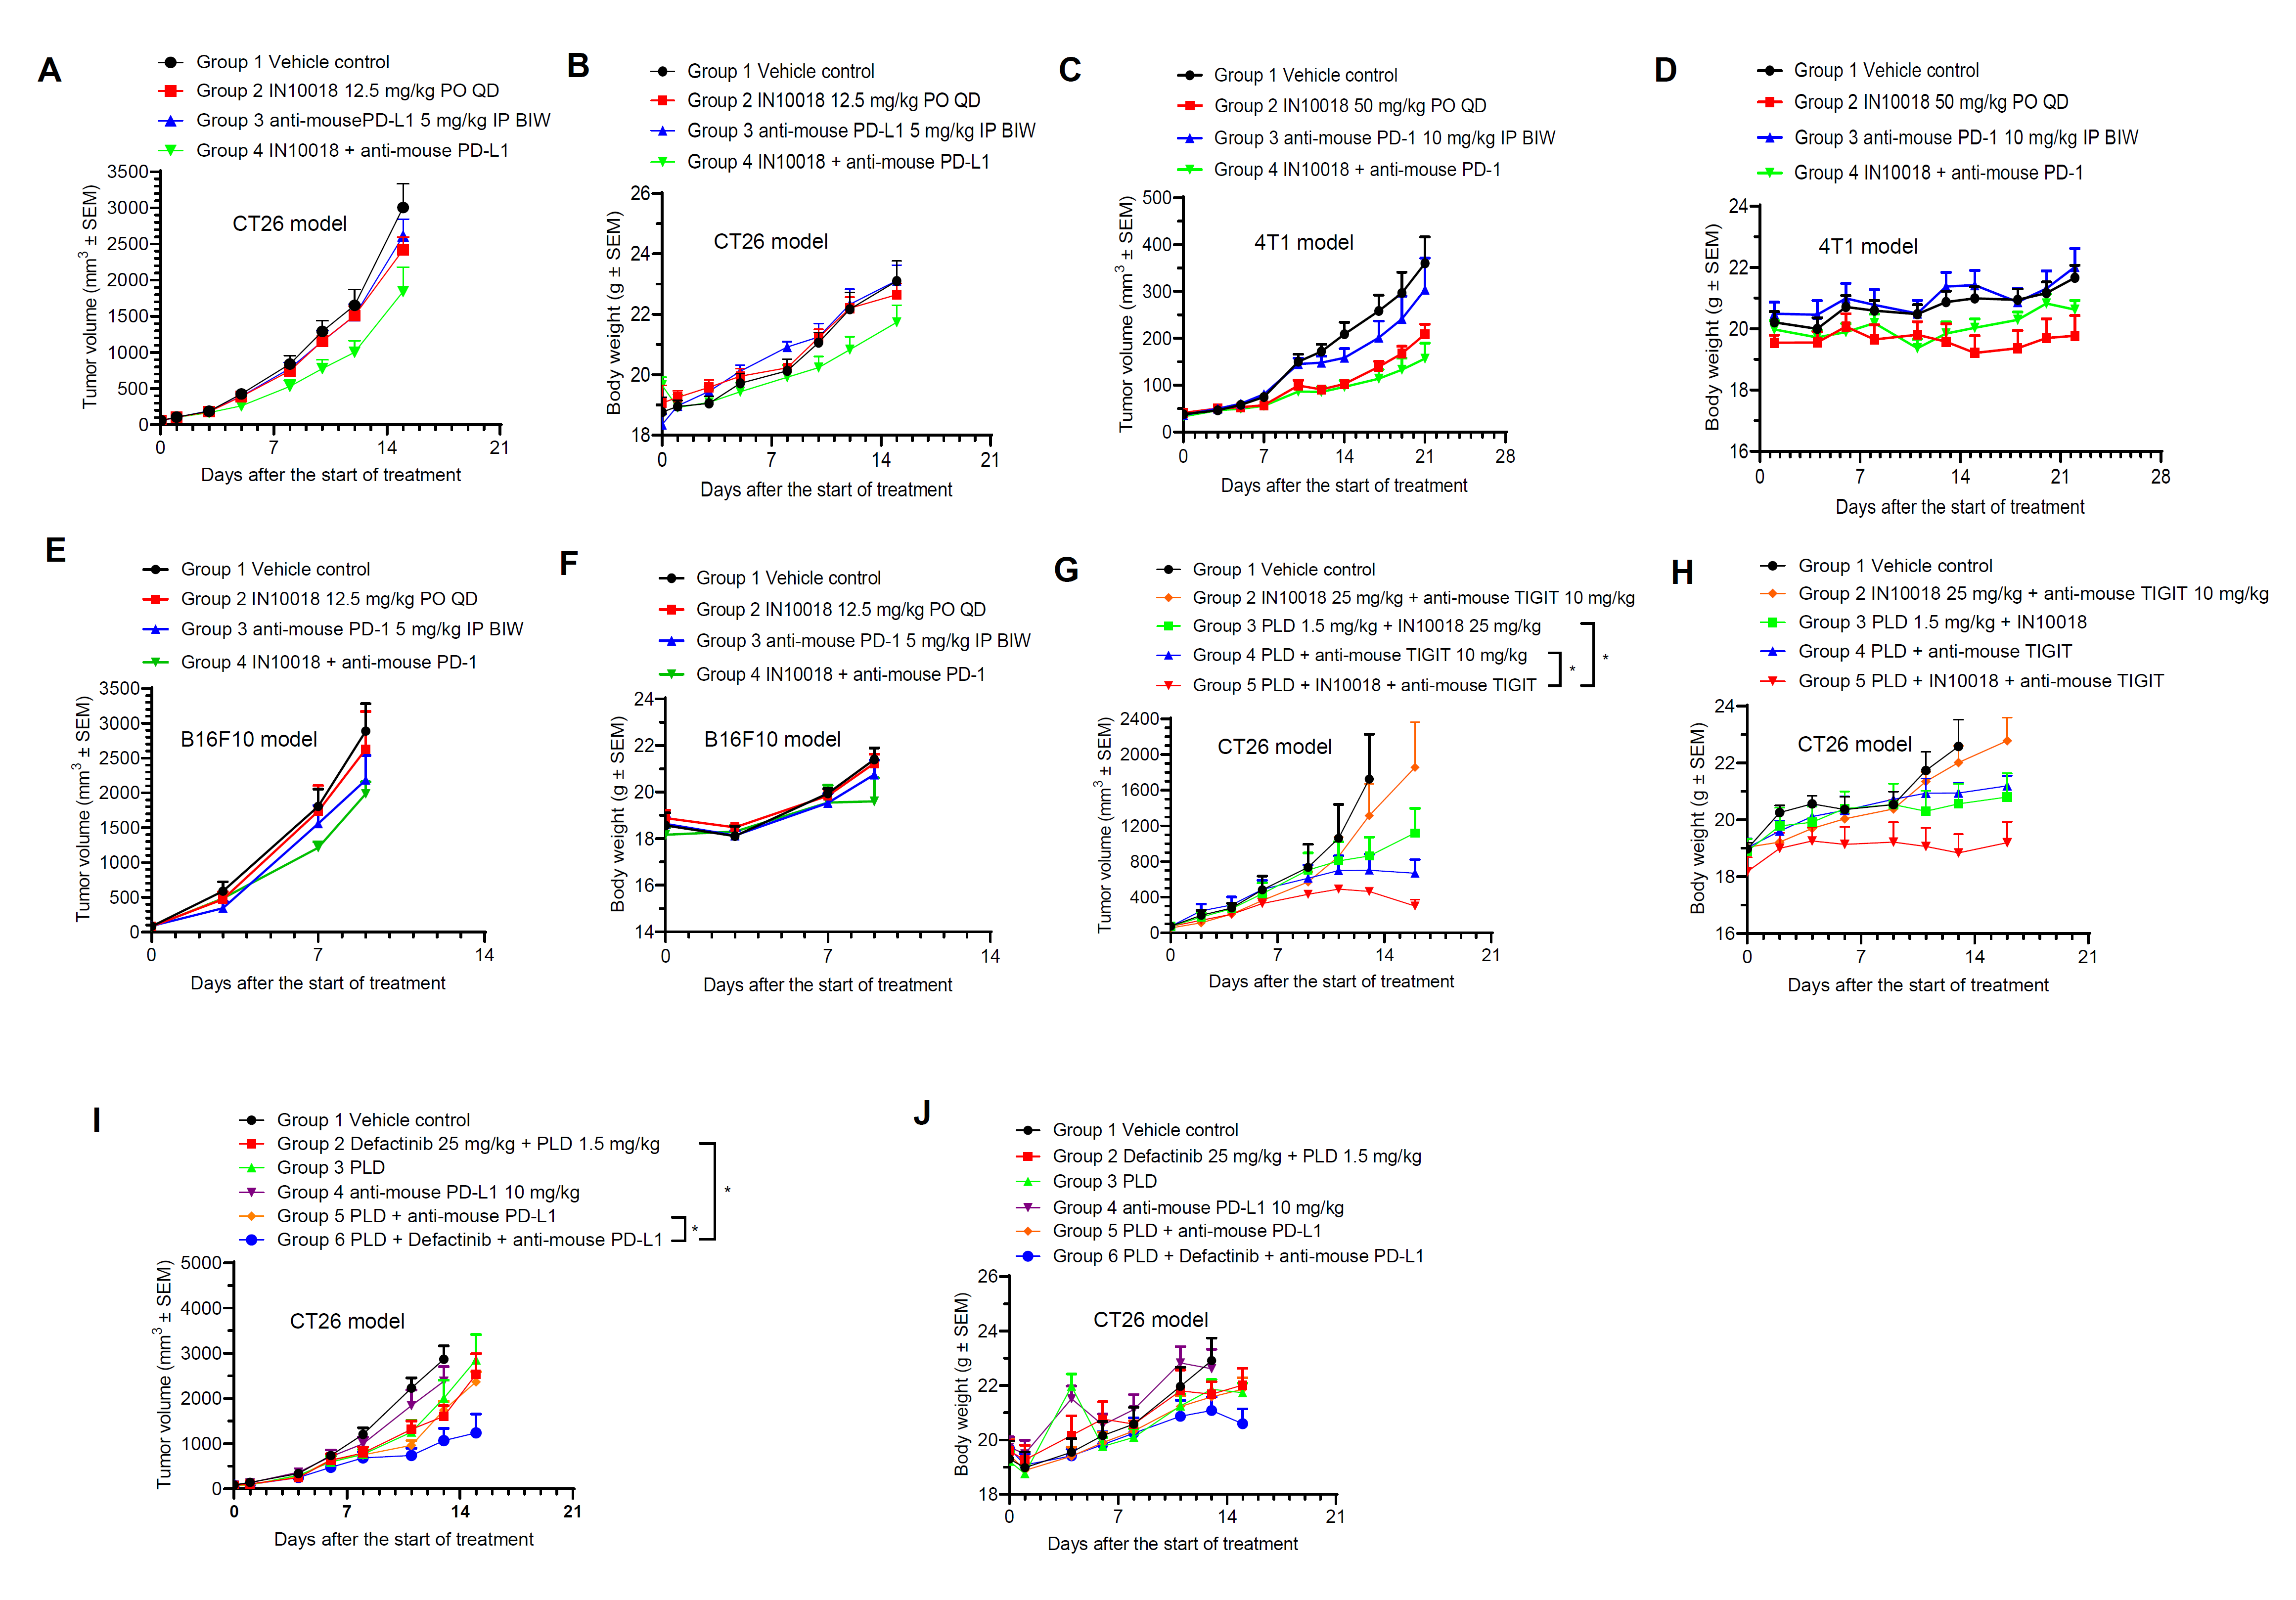

**Supplementary Figure 11:** The animal study data for the combination treatment of FAK inhibition, PLD, and immune checkpoint inhibition.

**(A-B)** The comparison of anti-tumor effect between anti-mouse PD-L1 and the combination of IN10018 and anti-mouse PD-L1 on CT26 syngeneic model. After grouping, anti-mouse PD-L1 was dosed by peritoneal injection twice a week. IN10018 was dosed by oral gavage once daily (n = 6 per group). **(C-D)** The doublet therapy of IN10018 and anti-mouse PD-1 on 4T1 syngeneic model. (n = 10 per group). **(E-F)** The combo-therapy of IN10018 and anti-mouse PD-1 on B16-F10 syngeneic model (n = 10 per group). **(G-H)** The triple combination test of IN10018, PLD and anti-mouse TIGIT on the CT26 syngeneic model. (n = 5 per group). **(I-J)** The triple combination test of defactinib, PLD, and anti-mouse PD-L1 in CT26 syngeneic model (n = 6 per group). In the above animal studies, IN10018 or defactinib was dosed via oral gavage once daily, PLD was dosed via tail vein injection once per week and anti-mouse PD-L1 or anti-mouse TIGIT was intraperitoneally dosed twice a week. Data represent mean ± SEM. Statistics analysis was done using one-way ANOVA. **P* < 0.05.

**Supplementary Table 1:** The characteristics, treatments, and responses of the efficacy-evaluable patients in the clinical trial with dual regimen of PLD and IN10018 in the treatment of PROC.

As of the cutoff date of 31 May 2022, A total of 50 PROC patients were enrolled for this single-arm clinical trial. Anti-cacner effects were evaluable in 42 patients. The abbreviations used in the table are as follows. ID: Identity; BOR: Best Overall Response; PD: Progressive Disease; SD: Stable Disease; PR: Partial Response; PARPi: PARP inhibitor; PFI: Progression Free Interval; ECOG: Eastern Cooperative Oncology Group; FIGO: The International Federation of Gynecology and Obstetrics.

**Supplementary Table 2:** The AEs summary for the clinical trial.

As of the cutoff date of the dual regimen trial, A total of 50 PROC patients were enrolled and have records of AEs. For the triplet regimen trial, a total of 23 PROC patients were enrolled and have assessment of AEs. The abbreviations used in the table were as follows. AEs: Adverse Events; SAE: Serious Adverse Events; CTCAE: Common Terminology Criteria for Adverse Events; AESI: Adverse Event of Special Interest.

| **Items** | **Sequences** |
| --- | --- |
| FAK siRNA | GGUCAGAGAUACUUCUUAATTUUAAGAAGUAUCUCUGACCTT |
| Anti-mouse TIGIT | >10A7 VK  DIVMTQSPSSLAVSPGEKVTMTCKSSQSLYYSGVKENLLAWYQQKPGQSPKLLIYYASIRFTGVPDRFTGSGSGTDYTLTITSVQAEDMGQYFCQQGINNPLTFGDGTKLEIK  >10A7 VH  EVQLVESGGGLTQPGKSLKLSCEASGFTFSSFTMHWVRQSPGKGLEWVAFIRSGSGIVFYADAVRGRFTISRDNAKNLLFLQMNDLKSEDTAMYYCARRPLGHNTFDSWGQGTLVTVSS |

**Supplementary Table 3:** The sequences of FAK siRNA and anti-mouse TIGIT used in the study.

| **Antibody** | **Vendor** | **Host species** | **Dilution factor** | **Catalog No.** |
| --- | --- | --- | --- | --- |
| FITC anti-mouse CD11C | Biolegend | Armenian Hamster | 1:400 | 117306 |
| PE anti-mouse/human CD11B | Biolegend | Armenian Hamster | 1:400 | 101208 |
| CD3 | Abcam | Rabbit | 1:400 | ab16669 |
| Brilliant Violet 421™ anti-mouse CD45 | Biolegend | Rat | 1:400 | 103134 |
| EIF2α | CST | Rabbit | 1:1000 | 5324S |
| CD8α | CST | Rabbit | 1:400 | 98941S |
| PE anti-mouse CD80 | Biolegend | Armenian Hamster | 1:400 | 104708 |
| APC anti-mouse CD86 | Biolegend | Rat | 1:400 | 105114 |
| APC anti-mouse CD40 | Biolegend | Rat | 1:400 | 124612 |
| Brilliant Violet 421™ anti-mouse I-A/I-E (MHCII) | Biolegend | Rat | 1:400 | 107632 |
| Brilliant Violet 605™ anti-mouse CD3 | Biolegend | Rat | 1:400 | 100237 |
| Percp-cy5.5 anti-mouse CD8α | Biolegend | Rat | 1:400 | 100734 |
| Brilliant Violet 510™ anti-mouse CD4 | Biolegend | Rat | 1:400 | 100449 |
| Brilliant Violet 421™ anti-mouse CD25 | Biolegend | Rat | 1:400 | 101923 |
| AF647 anti-mouse FOXP3 | Biolegend | Rat | 1:400 | 126408 |
| Phospho-EIF2α S51 | CST | Rabbit | 1:1000 | 3398S |
| Calreticulin | CST | Rabbit | 1:1000 | 4691T |
| HRP-conjugated alpha Tubulin | Proteintech | Mouse | 1:5000 | HRP-66031 |
| HRP-conjugated GAPDH | Proteintech | Mouse | 1:5000 | HRP-60004 |
| EIF2α | CST | Rabbit | 1:2000 | 5324S |
| HMGB1 | CST | Rabbit | 1:2000 | 4695S |
| GRP94 | HUABIO | Rabbit | 1:1000 | ER1511-5 |
| NF-κB | HUABIO | Rabbit | 1:1000 | ET1603-12 |
| Cleaved Caspase-3 | CST | Rabbit | 1:2000 | 9664S |
| γH2AX | CST | Rabbit | 1:1000 | 14074S |
| Phospho NF-κB P65 S536 | CST | Rabbit | 1:1000 | 3033S |
| Phospho EIF2 alpha S51 | CST | Rabbit | 1:2000 | 3597S |
| Phospho FAK Y397 | Thermo fisher scientific | Rabbit | 1:1000 | 44-624G |
| Phospho-Histone H2A.X S139 (γH2AX) | CST | Rabbit | 1:2000 | 9718S |
| Anti-rabbit IgG (H+L), F(ab')2 Fragment (Alexa Fluor® 647 Conjugate) | CST | Goat | 1:1000 | 4414S |
| Anti-mouse IgG (H+L), F(ab')2 Fragment (Alexa Fluor® 488 Conjugate) | CST | Goat | 1:1000 | 4408S |
| Goat anti-rabbit IgG (H+L) secondary antibody HRP | Invitrogen | Goat | 1:5000 | 31460 |
| Goat anti-mouse IgG (H+L) secondary antibody HRP | Invitrogen | Goat | 1:5000 | 31430 |
| *Invivo*MAb anti-mouse PD-1 (CD279) | BioXcell | Rat | - | BE0146 |
| *Invivo*MAb anti-mouse PD-L1 (B7-H1) | BioXcell | Rat | - | BE0101 |
| Anti-mouse TIGIT | In house | Mouse | - | - |

**Supplementary Table 4:** The antibodies used in the study.

How the deposited data were processed for this re-analysis (not part of the article)

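RNA of SK-OV-3 cells was measured after 24 h in DMSO, in doxorubicin at 300 nM, in IN10018 at 3 μM or in both drugs, with 3 libraries per treatment and 12 in all. The paper's methods name FASTQC, TopHat and Cuffdiff for the reads, and the submitters' processing notes name TopHat, Cufflinks, Cuffdiff and hg38. Versions and the annotation are not given in the sources used here. The paper takes a p under 0.05 as significant in the whole study, and a fold change or an adjustment for a dysregulated gene is not given in the sources used here. The FPKM values, as deposited by the authors, had been normalized to 1 length per gene and to library size, without a further scaling between libraries, and which program wrote them is not given in the sources used here. It need not be one of those named, since Cufflinks and Cuffdiff divide reads between transcripts in fractions, while these values stand for whole reads. They cover 60623 Ensembl genes per library, and raw reads were not used here. In all 24090 genes above 0 in at least 3 libraries the values stood in whole-number ratios (relative tolerance 3e-12, denominators up to 3000000), and in 0 of them after each value was moved at random by up to 1e-06 of its size. Of the other genes, 26880 were at 0 in every library, 6738 were above 0 in 1, where the ratio is fixed, and 2915 in 2, where 2024 also passed after the move, so these say little. The whole reads obtained in this way gave the depth of each library, from 8033951 to 12901505 reads. The sums of these reads matched the library sizes relative to each other to within 4.5e-05. Between libraries of one treatment, the chi-square per degree of freedom of these reads was 8.00 to 107, so the libraries differed by more than counting noise and no library was a copy of another. Positions, gene type, GC content and transcript length come from GENCODE release 29 (GRCh38, Ensembl 94), in which 58516 of the identifiers were found.

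Genes that share a symbol (93 symbols) were summed, and genes with at least 1 FPKM in at least 3 libraries were kept. A linear model with the 4 treatments as groups was fitted to log2(FPKM + 1) of all 12 libraries with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend; 8 residual degrees of freedom), without a further scaling and without a replicate block. Tests were two-sided, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the 11301 genes kept. The 6 comparisons were doxorubicin, IN10018 and the combination against DMSO, the combination against each single treatment, and the interaction (the combination minus both single effects, on the log2 scale). Errors of FPKM are SD over 3 libraries and errors of log2 fold changes are standard errors from the model. An adjusted p in the text is from limma unless another tool is named. Files were read and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

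The genes named in the text are those the paper names and those labelled in Fig. 3B; for each comparison the 10 largest increases and decreases among genes past the threshold with a mean of at least 5 FPKM and groups that do not overlap; and up to 4 called members of each list described, with members a statement needs that were not called. Small RNA genes, pseudogenes, antisense and other noncoding RNA genes among the largest changes are not described, because their FPKM are uncertain, and some other genes that this rule names are not reported here. Of 33 gene lists written from general knowledge, 32 had a measured member. WikiPathways gene sets were not used here. Lists were tested with limma's camera at a preset correlation of 0.01 between genes, with camera at an estimated correlation, and with fry, adjusted over the lists within a comparison, and their members were also adjusted over the list alone. Camera called 12, 9, 12, 8, 10 and 10 lists in the 6 comparisons, in the order given, fry called 12, 0, 18, 10, 16 and 0, and camera with an estimated correlation called 0 in each of the 6. The genes of Fig. 3B were read from the figure and counted, with 20 simulations of values without any change for the share of genes above both single treatments. Each gene was drawn independently there, so shifts of whole libraries were not simulated.

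The method was tested on simulated data with the spread of each gene in these libraries, drawn independently for each gene. The axis along which whole libraries of a treatment differed was not simulated, so the counts of calls do not cover it. Of 100 genes with a log2 change of 1 and 100 with a log2 change of 2 between doxorubicin and DMSO, 43 and 91 were called, with 9 false calls among 11064 genes, and without any change 0 or 1 gene was called per comparison. Depth limits the test for low genes. Of the genes of a library, 64.1% to 66.8% had no read, for want of depth or of expression. Alternatives changed the pseudocount (0.1 and 0.5), the filter (none, and 5 FPKM), the scaling (median ratios, quantiles), the libraries in the fit, a replicate block, the variance trend, a minimum log2 fold change of 1, the handling of shared symbols and each library in turn. Alternatives added after the data were seen used voom weights on the recovered reads, left out the libraries that stand apart, took the small RNA share of FPKM as a covariate, corrected for GC content and transcript length (splines with 5 degrees of freedom, 99.34% of genes) or weighted libraries with limma's arrayWeights. Other splits of the samples were refitted, all 10 for each pair of treatments and 100 random ones for results over 4 groups.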

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

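The tests of the patterns in the last 3 paragraphs, with their limits for an explanation, were chosen only after the result was seen, and the splits of the samples were set before.

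The interaction compares the effect of doxorubicin in the presence of IN10018 with its effect in the absence of IN10018, and each value here is a median log2 difference over a list, where the median of all genes was 0.245. No single gene passed this test in limma, 689 had an unadjusted p under 0.05, and voom weights on the recovered reads also gave 0. By camera, 10 lists differed between these effects, and none of them did with an estimated correlation or in fry. DNA replication differed by 0.68 (adjusted p = 5.80e-12, and 0.375 with an estimated correlation) and G2/M and mitosis by 0.65 (adjusted p = 1.67e-08, and 0.411), with all 32 and all 28 genes positive. The G1/S transition differed by 0.52 (adjusted p = 6.63e-04, and 0.561) and DNA damage signalling and repair by 0.49 (adjusted p = 2.43e-04, and 0.729). Mitochondrially encoded genes differed by 0.57 (adjusted p = 1.64e-04, and 0.561) and ribosomal proteins by -0.36 (adjusted p = 5.31e-07, and 0.375). Epithelial markers differed by -0.23 (adjusted p = 4.51e-04, and 0.411). Focal adhesion proteins differed by 0.41 (adjusted p = 0.0234, and 0.797), a call lost without DMSO replicate 1 (0.141) or 3 (0.0758), doxorubicin replicate 3 (0.0867), IN10018 replicate 1 (0.186), or combination replicate 2 (0.0580) or 3 (0.108). Polyadenylated histone transcripts differed by -0.12 (adjusted p = 0.00599, and 0.311), a call lost without DMSO replicate 3 (0.0507) or combination replicate 3 (0.0996).

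The list of leukocyte markers had a single measured gene, LYZ, which encodes lysozyme, and differed by -3.21 (adjusted p = 1.10e-04, and 0.0782 with an estimated correlation), a call lost without a filter (0.0546), where more genes of the list are measured. LYZ was 7.77 ± 4.77 FPKM with doxorubicin, 0.48 ± 0.24 with DMSO, 2.24 ± 1.84 with IN10018 and 0.75 ± 0.84 in the combination (SD, n = 3 each).

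Counts against DMSO belong to comparisons for which the paper reports no gene count: 906 genes with doxorubicin, 1 with IN10018 and 1761 with the combination. The 10 splits of 2 groups of 3 are too few for a share under 0.05. The highest count of another split was 2 for doxorubicin, 3 for IN10018 and 1 for the combination against DMSO, and 1 each for the combination against doxorubicin (real count 0) and against IN10018 (real count 1815). A count as large as the real one was found in 1, 3, 1, 10 and 1 of the 10 splits, in that order. Every split reaches a real count of 0, so that the 10 of 10 for the combination against doxorubicin, and the 100 of 100 random splits over 4 groups for the interaction and for genes higher than both single treatments, say nothing about chance. Other random splits gave up to 2114 and 405 genes. A random split can place libraries with doxorubicin under labels that these tests compare, so the effect of doxorubicin can give such counts. They do not show another structure of the samples.

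Libraries of one treatment differed along one axis. Same-numbered libraries of different treatments had residuals correlated as low as -0.68, which argues against the replicate number as a shared batch. GC content and transcript length may account for part of the axis, since the weights of 9524 protein-coding genes on it followed their GC content (Spearman's rho 0.642, across genes, which are not independent replicates). No biological explanation within a treatment was tested, because the design names none.

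More genes were higher than lower in the combination against DMSO (91.8% of the changed genes). Scaling of the deposited values was not the whole cause, since 69.8% were higher after median-ratio scaling. After the correction for GC content and transcript length the share was 54.2% (1259 higher and 1066 lower). Whether GC content is the cause cannot be told apart from the treatment, because the fold changes followed GC content between the treatments too (rho 0.26) and the correction removes both. Doxorubicin alone against DMSO had a skew too, with 73.8% of the changed genes higher, 65.4% after median-ratio scaling and 52.2% after the correction. Ribosomal protein genes took 23.7% and 21.1% of the reads in combination replicates 2 and 3. They took 27.8% to 32.3% in the other libraries, which was not tested as a cause. A broad response stays open, need not take both drugs and was not tested apart from these.

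No gene passed between the combination and doxorubicin over the 12 libraries. After the correction for GC content and transcript length 10 genes passed, but it also took the median log2 fold change of all genes from 0.23 to 0.01, and with it part of the difference between the treatments. So spread from that trend cannot be told apart from the other explanations by this count. With the small RNA share of the libraries as a covariate 105 genes passed, just above the limit of 100 set for this explanation, and without combination replicate 1, 676 passed. Without the libraries that stand apart within their treatments (DMSO replicate 2, IN10018 replicate 1 and combination replicate 2), 1321 passed. Each of these may account for the low count. The covariate and combination replicate 1 overlap, since that library took 37.6% of its FPKM from small RNA genes. Combination replicate 1 also lies far out on the axis of the libraries that stand apart, at its other end (score -21.7, against 25.3 for combination replicate 2), and its residuals followed GC content most closely (rho -0.742), so these explanations and that trend are not independent of one another. A small difference between these treatments stays open as well.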

How the results depend on the processing

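The fits with voom weights, without the libraries that stand apart, with the small RNA share as a covariate, after the correction for GC content and length, and with array weights were chosen only after the result was seen. Of 3255 values of 117 named gene results under alternatives, 2988 kept their direction and their side of the threshold, 109 lost a call, 130 gained one and 28 turned direction. For 58 gene list results the same counts were 1510, 131, 11 and 18 of 1670. Depth limits genes of low expression, and the causes of the moves given here were not tested, apart from a minimum fold change, which can only lower a count, and from filters, which change the genes tested.

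Genes changed by doxorubicin against DMSO (906) became 491 without a filter, 1489 under quantile normalization, 556 with a replicate block, 384 with a log2 fold change of at least 1, 3021 without the libraries that stand apart, 2357 with the small RNA share as a covariate, 2444 after the correction for GC content and length, and 6632 with array weights. Leaving out 1 library gave 363 to 1284: 386 without DMSO replicate 1, 451 without DMSO replicate 3, and 371, 476 and 363 without doxorubicin replicates 1, 2 and 3. For IN10018 against DMSO (1) the count was 12 without a filter, 2 after median-ratio scaling, 4 under quantile normalization, 0 with only its own groups in the fit, 0 with a replicate block, 2 without the libraries that stand apart, 8 with the covariate, 6 after the correction and 811 with array weights. Leaving out 1 library gave 0 (IN10018 replicate 2 or 3) to 2 (IN10018 replicate 1). For the combination against DMSO (1761) it was 1126 without a filter, 928 with a stricter filter, 914 with its own groups, 618 with the minimum fold change, 3243 with the covariate and 5061 with array weights. Leaving out 1 library gave 710 (combination replicate 3) to 2407 (combination replicate 1), with 1021 without DMSO replicate 3 and 1116 without combination replicate 2. For the combination against IN10018 (1815) it was 934 with a stricter filter, 1019 with its own groups, 679 with the minimum fold change, 3109 with the covariate, 2848 after the correction and 3224 with array weights, and 881 (without combination replicate 3) to 2207 with 1 library left out.

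Between the combination and doxorubicin (0 genes in limma, 1778 at an unadjusted p under 0.05) the count was 4 with a pseudocount of 0.1 and 4 with 0.5, 1 without a filter, 1 with a stricter filter, 5 after median-ratio scaling, 4 under quantile normalization, 5 with its own groups, 2 with voom weights, 1321 without the libraries that stand apart, 105 with the covariate, 10 after the correction and 3892 with array weights. Leaving out 1 library gave 0 to 676 (676 without combination replicate 1, 4 without IN10018 replicate 1 and 1 without DMSO replicate 2). The interaction (0 in limma, 689 unadjusted, 0 with voom weights) had 2 genes without a filter, 1 after median-ratio scaling, 1 under quantile normalization and 1207 with array weights, and 0 with any 1 library left out. Genes higher than both single treatments (0 in limma, 604 unadjusted, 0 with voom weights) were 1 without a filter, 258 without the libraries that stand apart, 23 with the covariate, 1248 with array weights, and 0 to 366 with 1 library left out (366 without combination replicate 1). Of the genes of Fig. 3B, 2 were past the threshold in both comparisons without the libraries that stand apart, 1 with the covariate, 7 with array weights, and 0 to 3 with 1 library left out (3 without combination replicate 1). The genes of Fig. 3B with a mean above both (26 of 30) were 15 of 18 with a stricter filter, 17 of 30 after median-ratio scaling and 17 of 30 after the correction, and 24 to 27 with 1 library left out.

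Camera with an estimated correlation called 0 lists in each comparison. Fry called 0 for IN10018 against DMSO, 0 for the interaction and 16 for the combination against IN10018. Without a filter 20 lists were called in the combination against DMSO, 17 against doxorubicin, 16 against IN10018 and 17 in the interaction, and with a stricter filter 5 against doxorubicin. Without a filter a list is ranked against 33487 genes, including those the filter leaves out, so expressed lists may rank higher for that reason. With 1 library left out the calls were 12 to 13 for doxorubicin, 8 to 13 for IN10018 and 10 to 13 for the combination against DMSO, 6 to 10 and 9 to 11 for the combination against doxorubicin and IN10018, and 9 to 13 for the interaction. In the interaction, the adjusted p was 0.0619 for DNA damage signalling and repair, 0.185 for epithelial markers and 0.0515 for polyadenylated histone transcripts with a stricter filter, and 0.242 for ribosomal proteins under quantile normalization.

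Directions that turned were those of small differences. Against doxorubicin, the log2 fold change of CCN1 (0.19) was -0.0734 after median-ratio scaling, -0.0286 under quantile normalization and -0.0473 after the correction, and that of CXCL8 (0.14) was -0.14, after median-ratio scaling, and -0.0124 after the correction, with -0.14 to 0.33 when 1 library was left out. HMGB1 (0.09) was -0.18 after median-ratio scaling and -0.15 after the correction. CCN2 (-0.10) was 0.0377 without the libraries that stand apart, 0.13 with array weights, and -0.30 to 0.0377 with 1 library left out. YAP1 (0.10), EIF2S1 (0.14) and ANXA1 (0.25) were -0.157, -0.124 and -0.0261 after median-ratio scaling. YAP1 and EIF2S1 were -0.141 and -0.0570 under quantile normalization and -0.161 and -0.101 after the correction, and YAP1 and EIF2S1 were -0.114 and -0.0470 with the covariate. Against IN10018, TAPBP (0.29) was -0.0168 after the correction, and with 1 library left out EIF3H (-0.01) was -0.17 to 0.11 and STAT2 (-0.04) -0.15 to 0.0785. Camera's ranking of 4 lists against doxorubicin turned, at no adjusted p under 0.05. For complement (median 0.36) it turned with a stricter filter (median 0.17). For chemokines (0.17) it turned without a filter (median 0.0729), with a stricter filter (0.14), under quantile normalization (0.10) and after the correction (-0.0023), and with 1 library left out the median was 0.0128 to 0.25. For YAP/TEAD target genes (0.19) it turned without a filter (0.18), with a stricter filter (0.18), with its own groups (0.19), without the libraries that stand apart (0.29) and with array weights (0.37), and with 1 library left out the median was 0.0494 to 0.29. Fry, which compares a list with no change and not with other genes, gave a positive direction for chemokines and YAP/TEAD target genes, that of their medians. For NF-κB target genes (0.36) it turned without combination replicate 3 (0.22), and with 1 library left out the median was 0.22 to 0.40.

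The replicate numbers did not pair the libraries: residuals of 18 same-numbered pairs had correlations of -0.68 to 0.72 (median -0.12), and 1 of 12 libraries was closest to those of its own number. The estimation of the array weights stopped before it converged, so the counts of that fit say little. Its weights went from 0.183 (DMSO replicate 2) to 17.5 (DMSO replicate 3).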

Differences from the paper's values

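The fits with voom weights, without the libraries that stand apart, with the small RNA share as a covariate, after the correction for GC content and length, and with array weights were chosen only after the result was seen. The paper's text gives no value for these results. Its statistics section takes a p under 0.05 as significant in the whole study, and names for RNA sequencing no test, no fold change and no adjustment. Pathways were tested here as lists written from general knowledge, not as WikiPathways sets.

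The paper names focal adhesion among the pathways that differed between the combination and doxorubicin, and the list of focal adhesion proteins ranked higher here by camera. Fig. 3A also shows SREBP signaling, and the lists of cholesterol and fatty acid synthesis ranked higher here too. With an estimated correlation none of these 3 lists passed (adjusted p = 0.791, 0.355 and 0.505, in the order named), and in fry focal adhesion proteins did not (0.0761), while cholesterol synthesis (0.0221) and fatty acid synthesis (0.0291) did. The paper reports vitamin D receptor, STAT3, complement and chemokine pathways as enriched in the combination, and YAP regulation as altered. Here none of these 5 lists passed camera between the combination and doxorubicin, with an adjusted p of 0.264 for vitamin D receptor target genes (0.0330 to 0.816 over all settings), 0.149 for the STAT3 pathway (0.00185 to 0.791), 0.658 for complement (0.0814 to 0.954), 0.944 for chemokines (0.196 to 0.998) and 0.944 for YAP/TEAD target genes (0.155 to 0.998). The medians of all 5 lists were above 0, from 0.17 to 0.36, but so was the median of all genes (0.23). Fry, an alternative chosen before the data were examined, called the vitamin D receptor target genes (adjusted p = 0.0330), but compares a list with no change and not with other genes. The STAT3 pathway was called without a filter (adjusted p = 0.00185) and without combination replicate 1 (0.0224), both chosen before the data were examined, and with array weights (0.0461), chosen after seeing the values. No setting called complement, chemokines or YAP/TEAD target genes. The paper also reports that IN10018 reduced the NF-κB signaling raised by doxorubicin. NF-κB target genes had a median above 0 here against doxorubicin, as had all genes together, and were called in no setting, and RNA is another measure than protein.

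For Fig. 3B the paper states that most of the positive regulators were overexpressed in the combination compared to either single treatment. The figure draws 2 columns per treatment without naming the replicates, and all 3 libraries of each treatment were used here. Of the 30 genes tested here, 26 (86.7%) had the higher mean in the combination, and 17 after median-ratio scaling and 19 under quantile normalization. Among all genes the share was 61.8%, or 29.8% and 28.9% with these scalings. The study chose these genes and drew them from this experiment, so the tally is no independent test of the statement. None of the 30 was past the threshold against both single treatments in limma, and 1 was at an unadjusted p under 0.05 in both (0 past the threshold with voom weights). Leaving out each library in turn was chosen before the data were examined. In that series 3 genes passed in both without combination replicate 1, and 0 without any other library. Among the fits chosen after seeing the values, 2 passed without the libraries that stand apart, 1 with the small RNA share as a covariate and 7 with array weights, whose estimation did not converge.

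The paper bases its pathways on significantly dysregulated genes between the combination and doxorubicin, where limma called 0 genes here, voom weights 2 (chosen after seeing the values) and a fit without combination replicate 1 676, with 1778 at an unadjusted p under 0.05. Fits chosen after seeing the values also called 1321 genes without the libraries that stand apart, 105 with the covariate, 10 after the correction for GC content and length and 3892 with array weights. Of the alternatives chosen before, pseudocounts of 0.1 and 0.5 and quantile normalization called 4 each, median-ratio scaling and the fit with only these groups 5 each, and the fits without a filter, with a stricter filter or without DMSO replicate 2 called 1 each. The fit without IN10018 replicate 1 called 4.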

Other observations

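The fits chosen only after the result was seen enter this part only through ranges of the adjusted p over all settings.

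NF-κB target genes rose with doxorubicin: 12 of 17 measured were higher and 0 lower against DMSO (13 higher when adjusted over the list alone), with a median log2 fold change of 0.96 (adjusted p = 3.52e-13 by camera, and 0.267 with an estimated correlation). In the combination against DMSO, 16 of 17 were higher (17 when adjusted over the list alone; median 1.12, adjusted p = 9.03e-13, and 0.442), and against IN10018 15 of 17 (16 when adjusted over the list alone; median 1.40, adjusted p = 1.81e-13, and 0.201). NFKB2 rose from 1.78 ± 0.39 FPKM with DMSO to 10.4 ± 0.66 with doxorubicin (SD, n = 3 each) and was 1.80 ± 0.28 with IN10018 and 18.7 ± 7.81 in the combination. RELB rose from 3.22 ± 0.54 to 17.0 ± 3.35 FPKM with doxorubicin and was 3.32 ± 0.77 with IN10018 and 27.0 ± 11.1 in the combination. Between the combination and doxorubicin no gene of the list passed (1 higher when adjusted over the list alone), with a median of 0.36 (adjusted p = 0.658, and 0.977 with an estimated correlation; 0.22, ranked lower, without combination replicate 3). Log2 fold changes there were 0.70 for NFKB2 (adjusted p = 0.266) and 0.56 for RELB (0.350), which passed without combination replicate 1 (0.0266 and 0.0349; 0.00560 to 0.815 and 0.0149 to 0.865 over all settings). The paper reports that IN10018 reduced the NF-κB signaling that doxorubicin raised in SK-OV-3 cells. Here NFKB2, RELB and the list's median were above 0 against doxorubicin, without a call in the main fit. The median of all genes there was 0.23, and 9171 of 11301 were higher on average. The paper lists antibodies to NF-κB and phosphorylated p65, and RNA of target genes is another measure than protein. RELA, which encodes the p65 subunit, had a log2 fold change of 1.09 in the combination against DMSO (SE 0.21, adjusted p = 0.00459) and of 0.34 against doxorubicin (SE 0.21, adjusted p = 0.416). With doxorubicin against DMSO it was 0.74 (adjusted p = 0.0477), a call lost without DMSO replicate 1 (0.131), 2 (0.0977) or 3 (0.0697), doxorubicin replicate 1 (0.186), 2 (0.0893) or 3 (0.122), IN10018 replicate 2 (0.0591) or 3 (0.0657), or combination replicate 2 (0.0530) or 3 (0.0566), and also without a filter (0.106) or with a replicate block (0.0900), with 0.00124 to 0.186 over all settings. Chemokines also rose with doxorubicin, 5 of 8 higher and 0 lower (6 when adjusted over the list alone; median 0.97, adjusted p = 1.92e-04, and 0.267), and so did 6 of 19 genes of MAPK output and immediate early response (7 when adjusted over the list alone; median 0.50, adjusted p = 9.59e-05, and 0.455).

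Lists written as checks of the RNA or of other cells moved with doxorubicin against DMSO as well. Mitochondrially encoded genes had a median of -0.45, with 0 of 13 past the threshold and 11 lower when adjusted over the list alone (adjusted p = 4.47e-06 by camera, 0.378 with an estimated correlation and 0.0147 in fry). Housekeeping genes had a median of -0.44, with 1 of 11 lower over all genes and 3 when adjusted over the list alone (adjusted p = 0.0197, 0.385 with an estimated correlation and 0.0200 in fry), a call lost without DMSO replicate 2 (0.0948; 0.00742 to 0.385 over all settings). The 2 measured fibroblast markers had a median of -0.71 (2 lower when adjusted over the list alone; adjusted p = 0.0150, 0.293 with an estimated correlation and 0.00325 in fry), a call lost with a stricter filter (0.0915; 5.89e-06 to 0.293 over all settings). The members past the threshold, named after their values were seen, were the glycolysis gene PGK1 (log2 fold change -0.67, SE 0.19, adjusted p = 0.0443) and LUM, which encodes lumican (-0.84, SE 0.18, adjusted p = 0.0138), while the collagen gene COL1A1 was at -0.57 (SE 0.17, adjusted p = 0.0523; 3.99e-05 to 0.185 over all settings). COL1A1 passed after median-ratio scaling (0.0140), under quantile normalization (0.00579), with a pseudocount of 0.1 (0.0322) or 0.5 (0.0424), with only its own groups (0.0425), and without DMSO replicate 2 (0.0469), IN10018 replicate 1 (0.0272) or combination replicate 1 (0.0460). The call of PGK1 was lost without a filter (0.0607), with a replicate block (0.0932) and without any 1 library other than DMSO replicate 2, IN10018 replicate 1 or combination replicate 1 (0.0549 to 0.171; 6.73e-06 to 0.171 over all settings). That of LUM was lost without DMSO replicate 1 (0.0695) or doxorubicin replicate 2 (0.0723; 1.23e-04 to 0.0723 over all settings).

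Camera also called lists of pathways that the paper names in comparisons other than with doxorubicin. The STAT3 pathway had a median of 0.46 in the combination against DMSO (6 of 21 higher, and 6 when adjusted over the list alone; adjusted p = 0.00522, 0.507 with an estimated correlation and 0.00322 in fry) and of 0.33 against IN10018 (6 higher, and 8 when adjusted over the list alone; adjusted p = 0.0155, 0.619 and 0.00313). Both calls were lost with a stricter filter (0.0530 and 0.150; 1.62e-06 to 0.507 and 1.26e-05 to 0.619 over all settings). YAP/TEAD target genes had a median of 0.55 against IN10018 (7 of 19 higher, and 7 when adjusted over the list alone; adjusted p = 0.0439, 0.717 and 0.0197), a call lost with a pseudocount of 0.1 (0.0583), with a stricter filter (0.150), and without IN10018 replicate 1 (0.100) or combination replicate 1 (0.0665) or 3 (0.0846), with 4.76e-06 to 0.717 over all settings.

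Genes of cholesterol synthesis and uptake ranked higher with IN10018 against DMSO. All 21 were positive, with a median log2 fold change of 0.55, and 10 were higher when adjusted over the list alone but 0 over all genes (adjusted p = 7.79e-20 by camera, 0.0993 with an estimated correlation and 0.0702 in fry). INSIG1 was 4.79 ± 1.34 against 1.51 ± 0.25 FPKM (SD, n = 3 each; log2 fold change 1.18, SE 0.19, adjusted p = 0.124, with 0.0146 after median-ratio scaling, 0.0180 under quantile normalization, 0.00980 without IN10018 replicate 1 and 8.33e-05 to 0.875 over all settings). HMGCS1, an early enzyme of the pathway, had a log2 fold change of 0.55 (SE 0.30). Among 11 genes of fatty acid synthesis, all positive, SCD passed and 3 were higher when adjusted over the list alone (median 0.27, adjusted p = 1.16e-08, and 0.157 with an estimated correlation). Fold changes between IN10018 and DMSO followed GC content (Spearman's rho 0.54 over 9524 protein-coding genes), which may account for part of these rankings. In the combination against doxorubicin both lists ranked higher too. Cholesterol synthesis had a median of 0.55 (12 of 21 higher when adjusted over the list alone; adjusted p = 9.71e-07, and 0.355) and fatty acid synthesis one of 0.59 (6 of 11; adjusted p = 5.03e-05, and 0.505). There SREBF1, a transcription factor of lipid synthesis, had a log2 fold change of 1.07 (adjusted p = 0.101), the fatty acid synthase gene FASN 0.93 (0.246) and the desaturase gene FADS2 0.72 (0.246), and each passed without combination replicate 1 (0.0266 each), with 0.00111 to 0.815 over all settings and these 3 genes. Against DMSO the combination had 5 of 21 cholesterol genes higher (9 when adjusted over the list alone; median 0.48, adjusted p = 0.0103, and 0.512).

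With IN10018 alone, lists of proliferation ranked lower than with DMSO, with no single gene past the threshold. DNA replication had a median log2 fold change of -0.42, with 31 of 32 genes negative (5 lower when adjusted over the list alone; adjusted p = 7.40e-23 by camera, 0.157 with an estimated correlation and 0.106 in fry). G2/M and mitosis had a median of -0.41, with all 28 negative (2 lower when adjusted over the list alone; adjusted p = 3.91e-17, and 0.157), the G1/S transition one of -0.20 (3 lower; adjusted p = 1.16e-08, and 0.170) and DNA damage signalling and repair one of -0.22 (2 lower; adjusted p = 7.75e-06, and 0.582). Doxorubicin alone raised 17 of 32 genes of DNA replication (22 when adjusted over the list alone; median 0.64, adjusted p = 3.52e-13, and 0.293), and the combination 23 of 32 (27; median 0.90, adjusted p = 2.22e-12, and 0.442). Of 17 p53 target genes, doxorubicin raised 3 (4 when adjusted over the list alone; median 0.37, adjusted p = 0.0179, and 0.491), and the activity of p53 itself was not tested. All 12 epithelial markers were positive with IN10018 (2 higher when adjusted over the list alone; median 0.38, adjusted p = 3.62e-07, and 0.157), and chemokines ranked lower (3 lower when adjusted over the list alone; median -0.16, adjusted p = 8.59e-04, and 0.157), a call lost without a filter (0.0992) and without DMSO replicate 2 (0.128) or IN10018 replicate 2 (0.0711), with 6.03e-06 to 0.157 over all settings. In fry no list passed between IN10018 and DMSO. Fold changes in this comparison followed GC content (Spearman's rho 0.54 over 9524 protein-coding genes, a check made after the data were seen). In the other comparisons rho was -0.28 to 0.26. A part of these rankings may therefore go with GC content, along which IN10018 replicate 1 and DMSO replicate 2 also stood apart.

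Among molecules linked to immunogenic cell death, HMGB1, a nuclear protein gene, was 72.6 ± 3.90 FPKM with DMSO, 71.5 ± 4.03 with doxorubicin, 52.9 ± 2.12 with IN10018 and 76.4 ± 3.56 in the combination (SD, n = 3 each), with a log2 fold change of -0.45 for IN10018 against DMSO (SE 0.16, adjusted p = 1.00) and of 0.09 for the combination against doxorubicin (adjusted p = 0.712; -0.18 after median-ratio scaling). Against IN10018, HMGB1 was higher in the combination by 0.52 (SE 0.16, adjusted p = 0.0436, and 0.0587 adjusted over the list alone). That call was lost after median-ratio scaling (0.24, adjusted p = 0.363), under quantile normalization (0.41, 0.120), with only its own groups (0.203), with a replicate block (0.100) and without any 1 library other than DMSO replicate 2 or combination replicate 1 (0.0605 to 0.156), with 0.00793 to 0.490 over all settings. HSP90B1, a chaperone of the endoplasmic reticulum, had a log2 fold change of 0.31 in the combination against doxorubicin (SE 0.23, adjusted p = 0.475). PVR, a ligand of the receptors TIGIT and CD226, rose in the combination against DMSO by 1.11 on the log2 scale (SE 0.20, adjusted p = 0.00338), and its log2 fold change against doxorubicin was 0.40 (adjusted p = 0.346). Against doxorubicin, damage-associated molecular patterns had a median of 0.28 over 9 genes (0 past the threshold and 0 adjusted over the list alone; adjusted p = 0.406, and 0.954 with an estimated correlation; 0.0189 without a filter and 0.0189 to 0.954 over all settings). MHC class I antigen presentation had a median of 0.32 over 19 genes (0 past the threshold and 1 adjusted over the list alone; adjusted p = 0.247, and 0.839), with an adjusted p of 0.0475 without combination replicate 1, 0.00127 without a filter, 0.00883 under quantile normalization and 5.98e-04 to 0.996 over all settings. Without a filter the median of all genes against doxorubicin was 0.02, and 0.23 for the genes kept. The values of both lists without a filter may therefore reflect a shift that expressed genes share. Of other genes the paper names, log2 fold changes there were 0.25 for ANXA1 (SE 0.21, adjusted p = 0.503; -0.0261 after median-ratio scaling), 0.14 for EIF2S1 (SE 0.26, adjusted p = 0.732; -0.124) and 0.10 for YAP1 (SE 0.30, adjusted p = 0.840; -0.157).

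Other lists called by camera between the combination and doxorubicin had no gene past the threshold. Extracellular matrix genes had a median of 0.33 (3 of 16 higher when adjusted over the list alone; adjusted p = 0.0266, and 0.791 with an estimated correlation), a call lost with a stricter filter (0.0506), with only its own groups (0.0869), in fry (0.0761) and without doxorubicin replicate 3 (0.133), combination replicate 2 (0.0680) or combination replicate 3 (0.146), with 0.00314 to 0.791 over all settings. Polyadenylated histone transcripts had a median of -0.03 (adjusted p = 0.00764, and 0.310), a call lost without a filter (0.0770), with a stricter filter (0.358), in fry (0.488) and without combination replicate 3 (0.145), with 8.26e-04 to 0.488 over all settings. LYZ, the 1 measured leukocyte marker, had a log2 fold change of -2.27 (list adjusted p = 4.49e-04, and 0.131), a call lost without a filter (0.153; 7.36e-05 to 0.153 over all settings).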
